# Histone H3.3 sub-variant H3mm7 is required for normal skeletal muscle regeneration

**DOI:** 10.1038/s41467-018-03845-1

**Published:** 2018-04-11

**Authors:** Akihito Harada, Kazumitsu Maehara, Yusuke Ono, Hiroyuki Taguchi, Kiyoshi Yoshioka, Yasuo Kitajima, Yan Xie, Yuko Sato, Takeshi Iwasaki, Jumpei Nogami, Seiji Okada, Tetsuro Komatsu, Yuichiro Semba, Tatsuya Takemoto, Hiroshi Kimura, Hitoshi Kurumizaka, Yasuyuki Ohkawa

## Abstract

Regulation of gene expression requires selective incorporation of histone H3 variant H3.3 into chromatin. Histone H3.3 has several subsidiary variants but their functions are unclear. Here we characterize the function of histone H3.3 sub-variant, H3mm7, which is expressed in skeletal muscle satellite cells. H3mm7 knockout mice demonstrate an essential role of H3mm7 in skeletal muscle regeneration. Chromatin analysis reveals that H3mm7 facilitates transcription by forming an open chromatin structure around promoter regions including those of myogenic genes. The crystal structure of the nucleosome containing H3mm7 reveals that, unlike the S57 residue of other H3 proteins, the H3mm7-specific A57 residue cannot form a hydrogen bond with the R40 residue of the cognate H4 molecule. Consequently, the H3mm7 nucleosome is unstable in vitro and exhibited higher mobility in vivo compared with the H3.3 nucleosome. We conclude that the unstable H3mm7 nucleosome may be required for proper skeletal muscle differentiation.

## Abstract (web summary)

Incorporation of histone H3 variant H3.3 into chromatin regulates transcription. Here the authors find that H3.3 sub-variant H3mm7 is required for skeletal muscle regeneration and that H3mm7 nucleosomes are unstable and exhibit higher mobility, with H3mm7 promoting open chromatin around promoters.

## Introduction

Chromatin, composed of genomic DNA and histone octamers, dynamically changes its structure to achieve correct gene regulation, replication, and repair of genomic DNA. Thus far, chromatin structures have been characterized by analysis of nucleosomes. Change in nucleosome positioning is required for RNA polymerase II recruitment onto transcription start sites (TSSs). The recent advances in understanding chromatin structure have unveiled the diversity of histone proteins, the so-called histone variants, which play specific roles in specialized local chromatin structures^1^. However, the functions of each histone variant are still unclear because the histone variants are diverse.

Many histone H3 variants have been studied in the past decade. CenH3/CENP-A has been characterized by its function in the centromere to promote kinetochore functions^2,3^. It is overexpressed in cancer cells and mislocalized to chromosome arms forming heterotypic nucleosomes with the histone variant H3.3^4^. The diversified function of H3.3 has also been studied in active transcribed gene loci during cell differentiation or development, as well as in the centromere^5^. For example, H3.3 knockout (KO) results in embryonic lethality in mice^6^, and maternal H3.3 is required for the expression of pluripotency genes in oocyte reprogramming^7^. Myogenesis is a well-characterized model to understand H3.3 function in gene regulation upon skeletal muscle differentiation. H3.3 is incorporated into skeletal muscle gene promoters prior to differentiation^8,9^. The selective incorporation of H3.3 is antagonized by the ectopic expression of canonical histone H3.1, which results in deficient skeletal muscle differentiation^10^. The replacement of canonical histones by variants is considered to have a general and important role in lineage specification^5^.

The distinct function of histone H3 variants has also been demonstrated by their involvement in oncogenesis. Mutations in canonical histone H3.1 are involved in diffuse intrinsic pontine gliomas, while mutation of H3.3 promotes glioblastoma^11^ and is reported in chondroblastoma and giant cell tumors^12,13^. These reports indicate that the selective function of histone H3 variants is required for gene expression as well as development.

We recently identified 14 novel mouse histone H3 variants termed H3mm6-18 and H3t, some of which showed tissue-specific expression^14^. Thirteen of these variants share functional amino acid motifs with H3.3 and are suggested to be subsidiary variants (sub-variants) of H3.3. We also identified an H3.1 sub-variant, H3t; the H3t mRNA contains a stem-loop RNA structure after the coding region^15^ indicating that it is a replication-coupled histone. Deletion of the testis-specific H3t gene causes male sterility^16^. The H3mm6–18 genes are predicted to be replication-independent histone variants, because they have polyadenylation signal sequences and are located outside the histone clusters. However, the unique function of each H3.3-type variant remains unclear. The ectopic expression of H3mm7 and H3mm11 resulted in specific expression profiles in skeletal muscle tissues that were regulated during the differentiation of C2C12 mouse myoblast cells. We therefore hypothesized that these histone variants regulate gene expression during lineage commitment by forming a special chromatin structure.

Here we demonstrate that the histone variant H3mm7 is required for skeletal muscle differentiation. H3mm7 is expressed in early stage muscle stem cells, and deletion of the *H3mm7* gene leads to deficient muscle cell regeneration and differentiation. Transcriptome analysis of H3mm7^−/−^ cells reveals rate changes in the expression levels of skeletal-muscle-related genes. Structural and biochemical analyses indicates that H3mm7 incorporation renders the nucleosome unstable; the H3mm7-specific A57 residue is unable to form a hydrogen bond with the cognate H4 molecule. H3mm7 may enhance the levels of activated gene expression during differentiation by forming a relaxed chromatin structure.

## Results

### H3mm7 is expressed in skeletal muscle tissues

We previously reported that the histone variant H3mm7 is expressed in mouse skeletal muscle tissues and its forced expression positively enhances skeletal muscle differentiation in C2C12 cells^14^. We first attempted to identify which cells in skeletal muscle tissues express histone H3 variants. Mature skeletal muscle tissue is composed of myofibers (MFs) and a small number of satellite cells (SCs), blood vessels, and nerve tissues. Hence, global gene expression analysis using CEL-Seq2^17^ was performed at different stages of myogenesis. 

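CEL-Seq2 counts transcripts at their 3′ ends after linear amplification, and the paper applied it to 3 samples each of quiescent SCs, activated SCs and MFs. By the paper's methods, the reads were aligned to the mouse genome mm10 with Bowtie 2 and counted on genes with HTSeq, and reads with the same unique molecular identifier (UMI) in a gene counted once. The ends of the histone variant transcripts were set by eye. The authors deposited whole-number counts per gene, without normalization. The counts on genes were between 7617260 and 10387930 (median 9810961) per sample in quiescent SCs, between 9744740 and 13897667 (median 10553345) in activated SCs and between 6721633 and 24752362 (median 9290080) in MFs. The counter's tallies of reads assigned to no gene, from 36.5% to 47.1% of a sample, were left out. In 1118 genes the count of a sample was above 4096, the number of different identifiers of 6 bases, and it reached 3890828 for *Myh4*, so the values are treated as reads and not as molecules. Intervals and limits from these and the other counts therefore cover counting error only. Genes with few counts were removed by the rule of edgeR's filterByExpr, and the remaining 12991 genes were tested with edgeR's quasi-likelihood test on counts scaled by its TMM method, SCs (the mean of quiescent and activated) against MFs. At an adjusted p of 0.05, 5516 genes differed, 3159 higher in SCs and 2357 lower. DESeq2 called 6699, and with MF replicate 1 left out the number was 4152. In simulated counts with 200 genes changed by 2 on the log2 scale, the test found 20 of them, and with a change of 4 it found 94. Among the genes changed in one direction in every pair of samples, the largest increases in the SC samples were those of *H2-Eb1*, *Itgb2* and *Gbp2*, which had no counts in any MF sample. *Itgb2* had 1298 ± 1419 normalized counts (SD, n = 3) in quiescent SC samples and 7105 ± 949 in activated SC samples. Whether these counts come from SCs or from other cells in the sorted fraction was not tested. The largest decreases were those of *Xirp2*, *Klhl31* and *Cox6a2*. *Klhl31* had 14084 ± 2279 normalized counts (SD, n = 3) in MFs and none in SCs.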

We prepared SCs by muscle injury induced by cardiotoxin (CTX) injection into the gastrocnemius muscle in Pax7-CreERT2;Rosa26-YFP mice, and then Pax7 (YFP)-expressing cells were isolated as SCs (quiescent SCs from uninjured muscle and activated SCs from injured muscle). MFs were isolated from the extensor digitorum longus (EDL) muscle (see Methods for details). 

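*H3mm7* (ENSMUSG00000094518, chromosome 13 from 117358212 to 117358622) lies on the minus strand of GRCm38 as a single exon of 411 bases. It was counted 2, 6 and 0 times in the quiescent SC samples, 0 times in each activated SC sample, and 0, 1 and 2 times in the MF samples. Summed over the 3 samples of each group, these are 0.288 CPM (counts scaled to a common library total) in quiescent SCs and 0.0736 in MFs, a ratio of 3.91 with a 95% counting interval from 0.938 to 22.9. By counts normalized with TMM, the means were 2.29 in both, so this ratio depends on the scaling. The 0 counts in activated SCs allow up to 0.0877 CPM. The coding sequence of *H3mm7* differs from that of *H3f3a* at 3 of 411 bases and is identical to it over runs of up to 129 bases, so reads can be shared between the genes and the few counts are uncertain. Too few counts remained for the filter, and in the fit to all 21831 counted genes the log2 fold change of SCs over MFs was −2.12 (standard error 1.50, adjusted p = 0.341 from edgeR's quasi-likelihood test). For quiescent SCs alone against MFs it was 0.08 (adjusted p = 1.0) and for activated SCs alone −4.33 (adjusted p = 0.223), so its sign depends on which SCs are compared. With each sample left out in turn it stayed between −2.76 and −0.91. A difference in *H3mm7* between SCs and MFs was not detectable at this depth. Between quiescent and activated SCs, with 8 counts against 0, the lower 95% counting limit of the ratio was 2.10, which covers no variation between samples, and 6 of the 8 counts came from 1 sample.

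**Figure D1:**
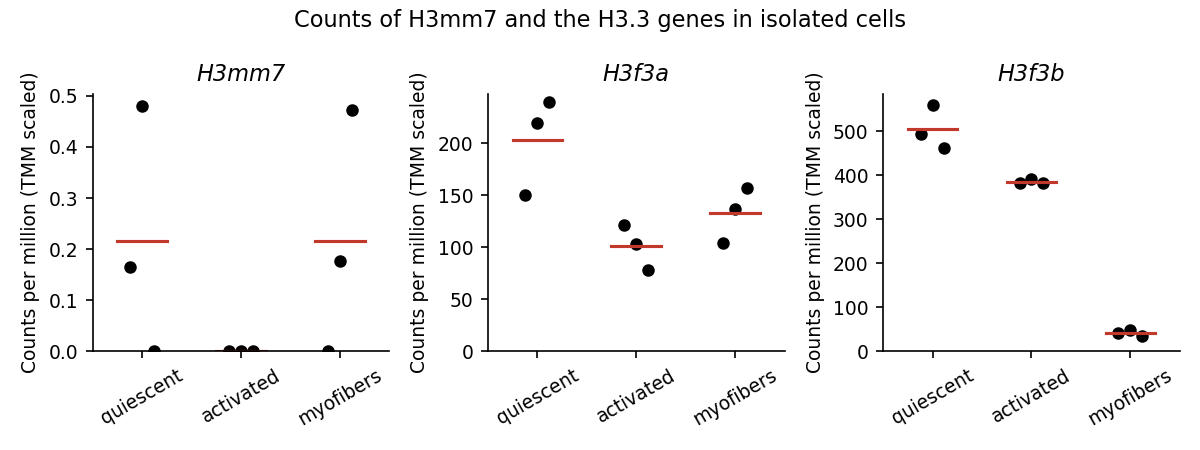
CPM, scaled by TMM, of *H3mm7*, *H3f3a* and *H3f3b* in the 3 samples each of quiescent SCs, activated SCs and MFs, with 1 point per sample. The points of *H3mm7* stay between 0 and 0.480 in every group, while *H3f3b* is higher in SCs than in MFs.

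*H3f3a* had 2158 ± 499 normalized counts (SD, n = 3) in quiescent SCs, 1075 ± 230 in activated SCs and 1410 ± 283 in MFs, a log2 fold change of 0.10 (standard error 0.249, adjusted p = 0.774 from edgeR), and its sign turned with DESeq2's size factors, to −0.15. By library totals in place of TMM, its ratio to MFs was 3.70 in quiescent SCs (95% counting interval 3.54 to 3.87) and 2.14 in activated SCs (2.04 to 2.24), so it too depends on the scaling. *H3f3b* had 5366 ± 526, 4099 ± 64.8 and 441 ± 75.8 normalized counts, a log2 fold change of 3.40 (standard error 0.212, adjusted p = 7.0e-06). *Pax7* (ENSMUSG00000028736, chromosome 4 from 139737062 to 139833528) had 1237 ± 366 normalized counts (SD, n = 3) in quiescent SCs, 1330 ± 331 in activated SCs and 120 ± 45.0 in MFs, a log2 fold change of 3.41 (standard error 0.379, adjusted p = 1.2e-04). *Myod1* (ENSMUSG00000009471, chromosome 7 from 46376474 to 46379092) was highest in activated SCs, with 3810 ± 426 normalized counts against 2265 ± 539 in quiescent SCs and 582 ± 258 in MFs, a log2 fold change of 2.33 (standard error 0.332, adjusted p = 4.8e-04). *Calcr* (ENSMUSG00000023964, chromosome 6 from 3685680 to 3764714) was highest in quiescent SCs, with 416 ± 187 normalized counts against 52.6 ± 55.5 in activated SCs. The MF samples held 3 counts of *Calcr* in all. Its adjusted p was 0.0279, but 0.0915 without MF replicate 1, 0.0918 without MF replicate 3 and 0.0522 without quiescent SC replicate 3. *Calcr* was also not called in 1 of 4 alternative settings of the test. *Des* (ENSMUSG00000026208, chromosome 1 from 75360329 to 75368579) was lower in SCs, with a log2 fold change of −3.59 (standard error 0.208, adjusted p = 5.2e-06). Of the 40 marker genes of Fig. 1a, 36 were tested and 28 of these were higher in SCs, 20 past the threshold, while 6 were lower past it. Adjusted over the list alone, 22 were higher and 7 lower.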

We found that *H3mm7* was preferentially expressed in SCs (activated: *Pax7*+, *Myod1*+ cells and quiescent: *Pax7*+, *Calcr*+ cells)^18^ compared with MFs (Fig. 1a and Supplementary Fig. 1 for the correlation coefficient matrix of each sample). We additionally confirmed the SC-specific expression of *H3mm7* using variant-specific reverse transcriptase quantitative polymerase chain reaction (RT-qPCR) Supplementary Fig. 2a), as used for H3.3-coding genes (*H3f3a*, *H3f3b*) (Supplementary Fig. 2b). H3mm7 showed decreased expression in MFs (*p* = 0.044); therefore, we considered H3mm7 to function in earlier stages of skeletal muscle regeneration.

**Fig. 1:**
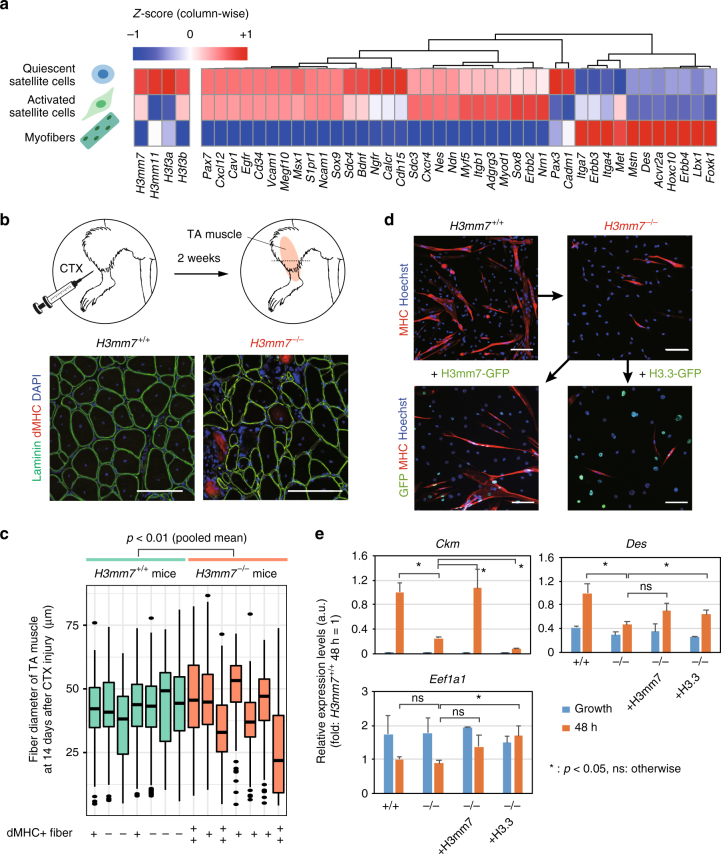
H3mm7 is required for normal skeletal muscle regeneration and differentiation. **a** The *H3mm7* gene is expressed in satellite cells. The colors of the tiles indicate the average expression level (*n* = 3) of H3 variants, satellite cell marker genes, and differentiation markers^45^ as the column-wise relative expression levels (*Z*-score). **b** Some of the fibers showed incomplete muscle regeneration in *H3mm7*^−/−^ mice. Immunostaining of a regeneration marker (dMHC; red) and laminin (green) in TA muscle at 14 days after CTX injection. **c** CSA measurements of *H3mm7*^−/−^ TA muscle fibers showed thinner fiber formation during muscle regeneration. The approximated fiber diameters of *H3mm7*^+/+^ and *H3mm7*^−/−^ mice are shown as box plots (*n* = 177, 175, 231, 161, 179, 154, 156, 132, 153, 251, 138, 192, 141, 339 cells for individuals, respectively). The signs at the bottom indicate the observed number of dMHC-positive fibers (−: none, +: at least one, ++: >4). The medians, 25/75th percentiles, and 1.5 IQR (inter-quartile range) are employed to draw the box plots. **d** *H3mm7*^−/−^ cells showed SK muscle differentiation deficiency in C2C12 cells and an H3mm7-rescued clone recovered SK muscle differentiation. Immunostaining of markers of fiber formation (MHC; red), rescued histone variants (GFP; green), and the nucleus (Hoechst; blue) in *H3mm7*^−/−^ and *H3mm7*^*+/+*^ C2C12 cells are shown. **e** The loss of skeletal muscle marker gene expression levels was partially rescued by the H3mm7 expression. The expression levels relative to *H3mm7*^*+/+*^ at 48 h after differentiation stimuli were measured by RT-qPCR (*n* = 3). The error bars indicate ±1 SD. Two-sided Welch’s t-test was performed and the *p*-values are *Ckm*: 0.001, 0.042, 0.003, *Des*: 0.002, 0.064, 0.032 and *Eef1a1*: 0.159, 0.126, 0.031 (*H3mm7*^+/+^ vs. *H3mm7*^−/−^, *H3mm7*^−/−^ vs. *+H3mm7*, *H3mm7*^−/−^ vs. +H3.3 respectively). The scale bars in the immunostaining images are 100 µm

To evaluate the physiological function of H3mm7 in SCs during muscle regeneration, we generated a H3mm7 KO mouse line by introducing Cas9 protein and clustered regularly interspaced short palindromic repeat (CRISPR)-derived RNA (crRNA)/trans-activating crRNA (tracrRNA) into in vitro fertilized zygotes by electroporation^19^ (Supplementary Fig. 3). As expected, because both male and female *H3mm7*^−/−^ mice were viable and indistinguishable from control mice, H3mm7 was not necessary during development. Immunostaining for developmental myosin heavy chain (dMHC) in the tibialis anterior (TA) muscle from *H3mm7*^−/−^ mice was performed at 14 days after CTX injection (Fig. 1b). dMHC is transiently expressed in regenerating fibers in the early phase but is downregulated in the late phase of muscle regeneration^20,21^. Some dMHC-positive immature regenerating fibers and a substantial number of thin fibers were observed in *H3mm7*^−/−^ TA muscle (Fig. 1b, c), indicating that muscle regeneration was delayed in *H3mm7*^−/−^ mice.

We assessed whether the delay in muscle regeneration in H3mm7 KO mice was caused by a decrease in the number of SCs. Immunohistochemistry on day 5 after the induction of muscle injury by CTX showed no notable change in the proportions of Pax7(+)MyoD(−), Pax7(+)MyoD(+), and Pax7(−)MyoD(+) cells around the regenerated muscle (Supplementary Fig. 4). We next assessed changes in the gene expression profile upon KO by RNA-seq (CEL-Seq2) using tissue sections. We fitted the gene expression profile data under injured and uninjured conditions at days 5 and 14 into a statistical model using the DESeq2 software (Supplementary Table 1). 

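CEL-Seq2 was performed on sections of the tibialis anterior muscle, injured with CTX or uninjured, from *H3mm7*-/- and *H3mm7*+/+ mice. There were 3 samples of each genotype and treatment on day 5 and 2 on day 14, 20 in all. By the sample labels the left leg was injured and the right was not, so the samples of one number may be 2 legs of an animal. Their deviations from the group did not go together (r from −0.116 to 0.038 in 8 pairs), so the counts do not show it, and the test takes legs as independent. The authors deposited whole-number counts per gene, without normalization, made as for the isolated cells as far as the methods state. The total counts on mouse genes were between 8245 and 151110 per sample, with a median of 45677. In *H3mm7*-/- muscle on day 5 the median was 85603 after injury and 37947 without it, and in *H3mm7*+/+ muscle 41822 and 25940. On day 14 the totals were between 29521 and 114469. Spike-in RNAs, between 0.871% and 7.59% of a sample's counts, were left out. *H3mm7*, the deleted gene, had 1 count in 1 *H3mm7*-/- sample (injured, day 5, replicate 1) and 0 counts in the other 19, and *H3f3a* had 0 counts, so the deletion cannot be read from these counts. As in Supplementary Table 1, the model had terms for genotype, injury, day and day with injury, and an adjusted p of 0.3 was the threshold. It was fitted with edgeR's quasi-likelihood test to the 1030 genes that passed filterByExpr. For injury on day 5, 808 genes passed, 412 higher and 396 lower, and 626 at an adjusted p of 0.05. Without the filter on low counts the number was 3244, the largest change that an alternative made. In simulated counts with 200 genes changed by 2 on the log2 scale, 98.5% were found for injury and 96% for genotype, but 20.6% to 28.5% of the calls in the muscle simulations were false, near the 0.3 that the threshold allows. The largest increase was that of *Tubb6* (log2 fold change 6.18, adjusted p = 7.4e-13) and the largest decrease that of *Myl3* (log2 fold change −5.53, adjusted p = 1.2e-08).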

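A term for genotype with injury, which asks whether injury changed expression differently in *H3mm7*-/- and *H3mm7*+/+ muscle, was added to the model and tested over 1154 genes. No gene passed an adjusted p of 0.3 with edgeR's quasi-likelihood test, where 29 had an unadjusted p under 0.05, and none passed with DESeq2, where 23 did. Of the 23 satellite cell genes of Supplementary Table 1, 9 could be tested, and in these the term ranged from −0.80 (*Hoxc10*) to 0.86 (*Cdh15*) on the log2 scale, with a smallest unadjusted p of 0.0663 (*Des*). Over all 23, with the 14 genes below the filter taken from the fit without it, the smallest unadjusted p was that of *Sdc3* (0.0191, a term of −3.69), which was 0.438 when adjusted over the list alone, and no gene of the list passed. In simulated counts the same test recovered 96.5% of 200 genes with a term of 2 on the log2 scale. *Sox9* (ENSMUSG00000000567, chromosome 11 from 112782224 to 112787760) rose with injury on day 5 by 2.74 on the log2 scale (standard error 0.437, adjusted p = 1.6e-06) and *Itga7* (ENSMUSG00000025348, chromosome 10 from 128933813 to 128958277) by 1.53 (standard error 0.266, adjusted p = 6.2e-06), in the model that gives both genotypes the same change. The paper's reported values in Supplementary Table 1 are 2.84 and 1.58.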

We found that the injury-induced changes to expression levels of SC-related genes were analogous between *H3mm7*^+/+^ and *H3mm7*^−/−^ mice. Of these SC-related genes with high fold changes in *Injured*/*Uninjured*, *Pax7* demonstrated a log_2_ fold change = 3.19 and its expression level was 9-fold higher in the *Injured* condition on days 5 and 14. 

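*Pax7* was counted too rarely to pass the filter and is reported from the fit to all 14375 counted genes. It had 34 counts in injured *H3mm7*-/- muscle on day 5, 7 in injured *H3mm7*+/+ muscle, 1 in uninjured *H3mm7*-/- muscle and 0 in uninjured *H3mm7*+/+ muscle, each summed over 3 samples. The normalized counts after injury were 4.52 ± 4.03 (SD, n = 3) in *H3mm7*-/- and 2.86 ± 2.31 in *H3mm7*+/+ muscle. The log2 fold change for injury was 3.57 (standard error 0.856, adjusted p = 9.0e-04 from edgeR's quasi-likelihood test). On day 14, *Pax7* had 0 counts in injured and 1 in uninjured *H3mm7*-/- muscle, and 2 in injured and 0 in uninjured *H3mm7*+/+ muscle. The interaction of injury with day 14, which is the difference of the injury effect on day 14 from that on day 5, was −3.12 (standard error 2.24, adjusted p = 0.772). The effect of injury on day 14 itself was 0.45 (standard error 1.26, unadjusted p = 0.721), so at this depth a lasting increase on day 14 was not detectable, and neither was its absence. The genotype with injury term of *Pax7* was −1.67 (standard error 1.26, unadjusted p = 0.184 from edgeR).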

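*Ncam1* (ENSMUSG00000039542, chromosome 9 from 49502136 to 49798925) was likewise below the filter. On day 5 it had 55 counts in injured *H3mm7*-/- muscle and 19 in injured *H3mm7*+/+ muscle, against 0 and 1 in uninjured muscle, summed over 3 samples each. The log2 fold change for injury was 4.54 (standard error 0.793, adjusted p = 8.7e-07 from edgeR's quasi-likelihood test). On day 14 the counts were 2 and 3 in injured and 2 and 2 in uninjured *H3mm7*-/- and *H3mm7*+/+ muscle, over 2 samples each. The interaction of injury with day 14 was −4.49 (standard error 1.48, adjusted p = 0.122), and the effect of injury on day 14 itself 0.05 (standard error 0.989, unadjusted p = 0.958). The term for genotype with injury was 0.76 (standard error 1.40, unadjusted p = 0.589 from edgeR).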

*Ncam1* similarly showed an 18-fold higher expression level in the *Injured* condition (log_2_ fold change = 4.19) and the interaction term for *Injured* and *Day 14* was −4.16 (one eighteenth), i.e., the expression level returned to the level in uninjured muscle on day 14. 

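For the genotype term, 39 of 1030 genes passed an adjusted p of 0.3, 20 higher and 19 lower in *H3mm7*-/- muscle. The number was 19 with DESeq2 and 69 with the 2 legs of a genotype, day and number as a block, and with single numbers left out, both legs at a time, it ranged from 0 (without *H3mm7*-/- day 5 replicate 2 or 3) to 62 (without *H3mm7*-/- day 5 replicate 1). On day 5 alone 53 genes passed, and on day 14 alone none did with edgeR's quasi-likelihood test, where 49 had an unadjusted p under 0.05. The largest difference was that of *Wdfy1* (chromosome 1 from 79702262 to 79776143), with a log2 fold change of 2.57 (standard error 0.384, adjusted p = 6.9e-05). It was counted 129 times over the 10 *H3mm7*-/- samples and 14 times over the 10 *H3mm7*+/+ samples, and DESeq2 gave the fold change as 2.64 without an adjusted p. It fell below the filter without *H3mm7*-/- day 5 replicate 2, *H3mm7*-/- day 5 replicate 3 or *H3mm7*+/+ day 14 replicate 2. *Tnnc2* (ENSMUSG00000017300, chromosome 2 from 164777161 to 164779967), a troponin of mature fibers, had 117 ± 22.8 normalized counts (SD, n = 3) in injured *H3mm7*-/- muscle on day 5 and 138 ± 60.2 in *H3mm7*+/+ muscle, and 269 ± 58.6 and 295 ± 79.6 in uninjured muscle. On day 14 it had 164 ± 20.1 and 229 ± 74.5 after injury and 172 ± 1.05 and 248 ± 65.1 without it (SD, n = 2). In each of these 4 comparisons the mean was lower in *H3mm7*-/- muscle. The log2 fold change was −0.37 (standard error 0.157) with an adjusted p of 0.355, which is past the threshold of 0.3 with DESeq2 (adjusted p = 0.298) and without *H3mm7*+/+ day 5 replicate 1 (0.282). The most extreme decrease past the threshold in one direction throughout was that of *Sbk2* (log2 fold change −0.96, standard error 0.286, adjusted p = 0.220), which lost its call in 4 of 10 leave-outs, without *H3mm7*+/+ day 5 replicate 2 (−0.81, adjusted p = 0.412), *H3mm7*+/+ day 5 replicate 3 (−1.04, 0.377), *H3mm7*-/- day 5 replicate 2 (−1.13, 0.398) and *H3mm7*-/- day 5 replicate 3 (−0.90, 0.413), and also without the filter (0.799), on day 14 alone (0.6251) and with DESeq2, which gave no adjusted p.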

We further observed that downregulated genes in *H3mm7*^−/−^ mice included mature muscle fiber-related genes, such as *Tnnc2*^22,23^. These results suggest that the loss of *H3mm7* might affect the differentiation process, while leaving the population of SCs unchanged. 

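The genotype term of *Pax7* was 0.94 on the log2 scale (standard error 0.560, adjusted p = 0.842 from edgeR's quasi-likelihood test in the fit without the filter). The paper stained Pax7 and MyoD on day 5 after injury and found no marked change in the proportions of positive cells. By RNA, it points to like changes of satellite cell genes upon injury in both genotypes. It also points to lower expression of genes of mature fibers such as *Tnnc2* in *H3mm7*-/- mice. From these results the paper proposes that the loss of *H3mm7* might act on differentiation and not on the number of SCs.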

We further evaluated the function of H3mm7 in isogenic C2C12 cells, which express H3mm7 prior to differentiation stimuli and are used as a differentiation model of myogenesis^24^. Two independent clones of *H3mm7* homozygous KO (*H3mm7*^−/−^) C2C12 cells were constructed using the CRISPR/Cas9-system (see Supplementary Fig. 5a, b for the deletion strategy of *H3mm7* in tetraploid C2C12 cells). Immunostaining of the skeletal muscle marker MHC showed impaired differentiation in *H3mm7*^−/−^ cells (Fig. 1d). Furthermore, the ectopic expression of H3mm7-GFP, but not H3.3-GFP, rescued the expression level of MHC in *H3mm7*^−/−^ cells (Fig. 1d, lower panel). The fusion index for the time course of differentiation showed that the formation of multinucleated MFs in H3mm7-rescued cells was comparable to that in wild-type (WT) (*H3mm7*^*+/+*^) cells, while H3.3-GFP decreased the fusion index in *H3mm7*^−/−^ cells (Supplementary Fig. 6). We also evaluated the total amount of histone H3 in C2C12 cells using an antibody that recognizes the C-terminus of histone H3 (anti-H3-C; see Methods for details) and found no significant difference in the amounts present (Supplementary Fig. 7a), while the soluble H3-C level was decreased only in H3mm7^−/−^ rescued by H3mm7-GFP cells (Supplementary Fig. 7b). The expression of exogenous green fluorescent protein (GFP)-fused histones did not affect the endogenous H3 histones. Therefore, the impaired differentiation in *H3mm7*^−/−^ cells was not caused by insufficient amounts of histone H3.

We also confirmed the result in terms of mRNA levels using the representative skeletal muscle markers, *Ckm* and *Des*, and the housekeeping gene, *Eef1a1*, as a control (Fig. 1e). The mRNA level of *Ckm*, which is highly expressed in differentiation, was lower in *H3mm7*^−/−^ cells than in *H3mm7*^+/+^ cells at 48 h after the differentiation stimulus (*p* = 0.001; lower than *H3mm7*^+/+^) and was rescued by H3mm7 expression (*p* = 0.042; higher than *H3mm7*^−/−^). H3.3 did not rescue the expression levels of *Ckm* at 48 h but rather caused a decrease in expression levels of some myogenic genes (*p* = 0.003; lower than *H3mm7*^−/−^). Other skeletal muscle-related genes highly expressed after differentiation were also rescued by H3mm7 (Supplementary Fig. 8). However, the level of *Des*, expressed prior to differentiation, was rescued by H3.3 (*p* = 0.032), which was not the case for H3mm7 (*p* = 0.064). The levels of the control (housekeeping) gene *Eef1a1* were not significantly changed in *H3mm7*^+/+^, *H3mm7*^−/−^, or the rescued clones of H3mm7, although an elevated level of *Eef1a1* was observed upon H3.3-GFP expression. Taken together, while not all genes that were downregulated by the loss of the H3mm7 gene were rescued by the ectopic expression of H3mm7-GFP, a group of myogenesis-related genes were observed to be significantly rescued (Fig. 1e and Supplementary Fig. 8), suggesting that H3mm7 might have a function to regulate these genes. These results suggest that the expression of H3mm7 might affect upregulated genes in differentiation.

### *H3mm7*^−/−^ causes rate changes in gene expression levels

Next, to identify genes where expression levels were altered by H3mm7 during differentiation, we performed time-course RNA-seq analysis with C2C12 cells. 

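C2C12 cells are mouse myoblasts that form myotubes when serum is withdrawn. RNA-seq libraries of *H3mm7*-/- and *H3mm7*+/+ C2C12 cells were made with the NEBNext Ultra Directional kit, 2 replicates each in growth medium and at 24, 48 and 72 h, 16 libraries in all. The paper states that the *H3mm7*-/- cells are independent clones, and Supplementary Fig. 12 calls the *H3mm7*+/+ replicates clones as well. The authors deposited whole-number counts per gene of the GENCODE annotation on GRCm38, without normalization. The paper's text does not name the aligner, the counting program or the use of the strand. Total counts were between 18338746 and 25428138 (median 22333607) in the libraries labelled *H3mm7*-/- and between 7809598 and 80570969 in the libraries labelled *H3mm7*+/+. *H3mm7*, the deleted gene, had 145, 118, 140 and 74 counts (growth, 24, 48 and 72 h) in replicate 1 of the libraries labelled *H3mm7*+/+ and 0, 0, 0 and 9 in replicate 2. Replicate 1 of the libraries labelled *H3mm7*-/- had 0, 2, 7 and 7 counts and replicate 2 had 4, 7, 17 and 7. The library labelled *H3mm7*+/+ replicate 2 thus held no more *H3mm7* counts than the libraries labelled *H3mm7*-/- at growth, 24 and 48 h, and the groups are named by their labels for that reason. The log2 fold change of *H3mm7* between the labels was −1.76 (standard error 1.00, adjusted p = 0.216 from edgeR's quasi-likelihood test). Reads of *H3f3a* and its pseudogenes can be placed on *H3mm7*, so its counts are uncertain. *H3f3a* (ENSMUSG00000060743, chromosome 1 from 180800832 to 180813943) was also lower in replicate 2 of the libraries labelled *H3mm7*+/+, with a log2 fold change of −3.22 against replicate 1 (standard error 0.212, adjusted p = 1.2e-07). Between the labels its log2 fold change was −1.08 (standard error 0.566, adjusted p = 0.18), which turned to 1.30 without *H3mm7*+/+ replicate 1.

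**Figure D2:**
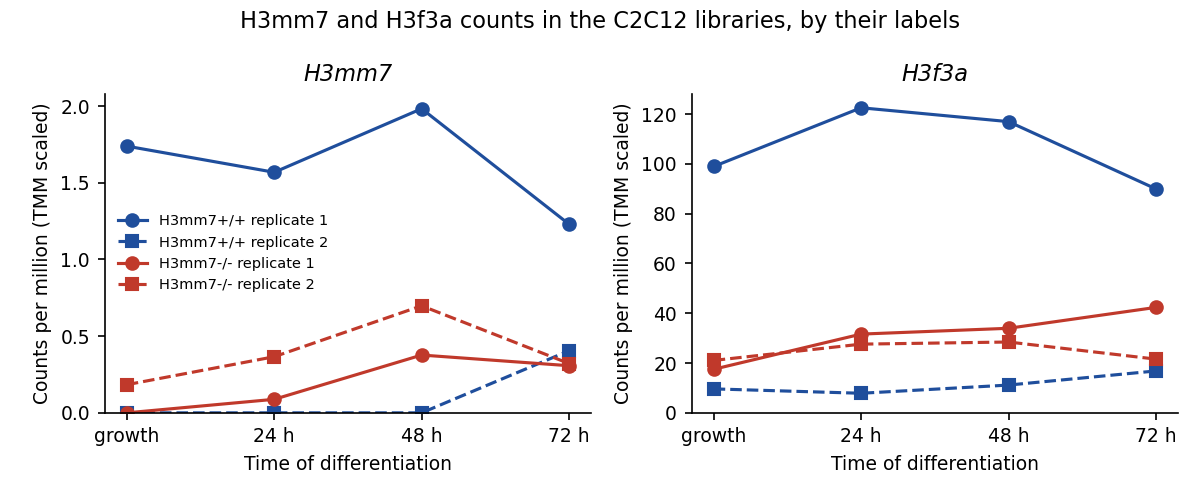
CPM of *H3mm7* and *H3f3a* in each C2C12 RNA-seq library, by label, in growth medium and at 24, 48 and 72 h, with 1 point per library. Replicate 1 of the libraries labelled *H3mm7*+/+ lies above the other 12 libraries for *H3mm7*, and replicate 2 lies near the libraries labelled *H3mm7*-/-.

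The model had terms for time and genotype, as in the paper's reduced model, and used edgeR's quasi-likelihood test on counts scaled by TMM. A gene was called at an adjusted p under 0.1 and a mean normalized count over 100. Time points of a clone are not independent samples. Libraries of the same label and number deviated together between time points (r across genes between 0.366 and 0.626 over 12 pairs), as libraries of 1 clone would, whereas libraries of the same number and different labels did not (−0.024 to 0.057).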

We collected C2C12 cells at different growth states 24, 48, and 72 h after initiation of the differentiation stimulus.

We attempted to detect differentially expressed genes (DEGs) that had lost the kinetics of normal myogenesis during differentiation. Loss of gene expression kinetics is commonly detected in the gene KO or knockdown models as representatively shown in Supplementary Figs. 9 and 10 for si-mH2A1.2 in C2C12 cells^25^ and for BMAL KO in hip cartilage samples^26^, respectively. In the latter study, the authors utilize DESeq2’s likelihood ratio test in a set-up analogous to ours (Time and Phenotype factors) to demonstrate that a group of genes lose the periodical pattern of expression. Following their method, we employed a statistical model using DESeq2 (a graphical explanation is provided in Supplementary Fig. 11): Gene expression levels at time *t* in KO cells = (WT expression level at time *t*) + (KO effect through time) + (extra effect at time *t* in KO cells). However, the likelihood ratio test of the model revealed that no genes demonstrated a loss at any time point. Therefore, the results indicated that no genes showed a complete loss or abnormal activation of expression induced by loss of H3mm7 during differentiation. 

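The 3 interaction terms of time and genotype were tested together over 16493 genes in the 16 libraries. No gene was called with edgeR's quasi-likelihood test, where 135 had an unadjusted p under 0.05, fewer than chance alone would give. The likelihood ratio test of DESeq2 called 1 gene and had 258 genes under 0.05. Without the filter on low counts edgeR called 69 genes. In simulated counts with an interaction at 72 h alone, this test recovered none of 200 genes with an interaction of 2 on the log2 scale and 175 of 200 with an interaction of 4. An interaction of 2 at 72 h alone was thus not detectable by this test, which has no term for the clone and counts the differences between clones as error. Interactions at several time points together were not simulated. With a term for each of the 4 clones, an alternative chosen after seeing the data, 1 gene was called and 642 had an unadjusted p under 0.05. In simulated counts, again with an interaction at 72 h alone, that test recovered 162 of 200 genes with an interaction of 2 and all 200 with an interaction of 4.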

The secondary finding from the statistical test was that, for all DEGs, the change caused by *H3mm7* KO could be sufficiently explained by the “KO effect through time” term above; i.e., the effect of *H3mm7* KO was viewed as a constant rate change (offset in log-scale) through time (Fig. 2a, Supplementary Fig. 11). 

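The model without interaction was used to ask how far the difference between labels held at each time point. Of the 3218 genes called for genotype, 3110 differed in the same direction at all 4 time points. The genes were chosen by their mean difference over the same time points, so this is in part built in. *Ckm* (ENSMUSG00000030399, chromosome 7 from 19404776 to 19422841) had 2573 ± 228, 7650 ± 183 and 3637 ± 2397 normalized counts (SD, n = 2) at 24, 48 and 72 h in the libraries labelled *H3mm7*+/+ and 1013 ± 685, 2462 ± 236 and 1176 ± 103 in the libraries labelled *H3mm7*-/-, a log2 fold change of −1.63 over all time points (standard error 0.316, adjusted p = 0.0037 from edgeR). In growth medium *Ckm* had 12.8 ± 11.8 and 0.594 ± 0.840 normalized counts. The paper reasons that genes without an interaction keep the time course of *H3mm7*+/+ cells, offset by a constant factor on the log scale.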

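In the libraries labelled *H3mm7*-/-, 3218 of 14850 tested genes were called against the libraries labelled *H3mm7*+/+ with edgeR's quasi-likelihood test, 1247 higher and 1971 lower. DESeq2 called 3778, 1810 higher and 1968 lower, of which 3145 were among the 3218. With the counts of each clone summed over the time points, so that 2 samples stand against 2, edgeR called none, and 1510 genes had an unadjusted p under 0.05. With the clone as a random block in limma, in which the time points of a clone share their deviation, 571 genes were called. Leaving out single replicates gave between 1063 (without *H3mm7*+/+ replicate 1) and 5724 (without *H3mm7*+/+ replicate 2) genes. The 2 clones labelled *H3mm7*+/+ differed from each other in 4610 genes and the 2 labelled *H3mm7*-/- in 3132. When the clones were parted in the other two ways, each pairing a *H3mm7*-/- with a *H3mm7*+/+ clone, 2090 and 936 genes were called. Of the 3218 genes, 1641 (51.0%) were also called between the *H3mm7*+/+ clones, and 3119 (96.9%) differed in one direction from both, which is built in to a large part, as the genes were chosen by their difference from both. The median absolute log2 difference was 0.83 from *H3mm7*+/+ replicate 1 and 0.38 from replicate 2.

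**Figure D3:**
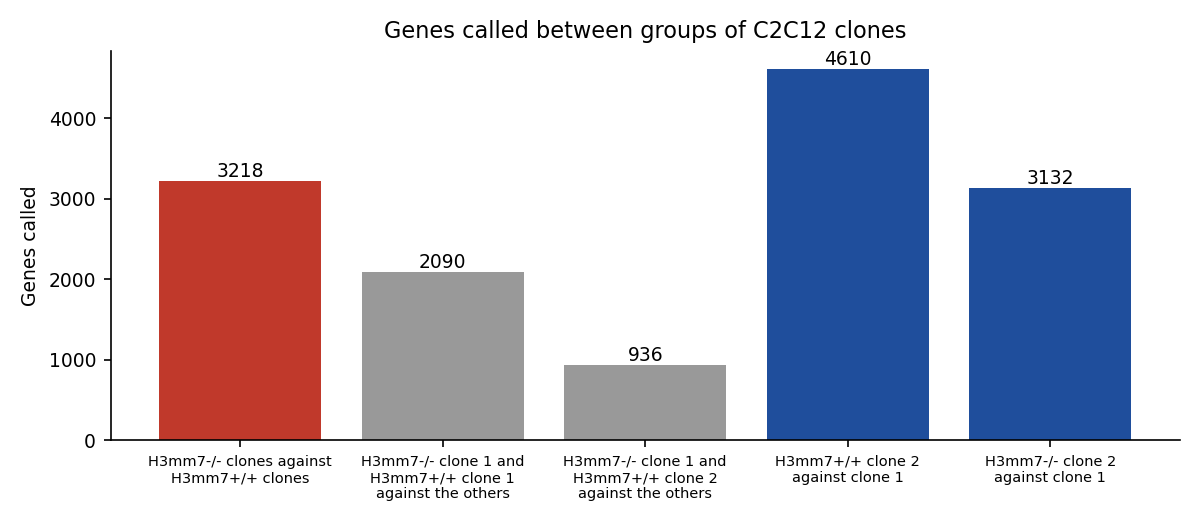
Number of genes called between groups of C2C12 clones, for the split by genotype label, the other 2 ways to part the 4 clones, the 2 clones labelled *H3mm7*+/+, and the 2 labelled *H3mm7*-/-. The bars stand at 3218, 2090, 936, 4610 and 3132 genes.

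The largest increase was that of CT010467.1, which the annotation lists as a ribosomal RNA. It held between 6.62% and 9.52% of the counts of a library labelled *H3mm7*-/- and at most 0.200% of one labelled *H3mm7*+/+, a log2 fold change of 6.35 (adjusted p = 7.3e-06). The largest decrease was that of *Gm10020*, a processed pseudogene with 4670 to 6014 counts in each library of *H3mm7*+/+ replicate 1, 1 to 6 in those of *H3mm7*+/+ replicate 2 and 0 or 1 in those labelled *H3mm7*-/-. Without *H3mm7*+/+ replicate 1 it was below the filter. *Des* (ENSMUSG00000026208, chromosome 1 from 75360329 to 75368579) had a log2 fold change of −0.76 (standard error 0.254, adjusted p = 0.048) and was no longer called without *H3mm7*+/+ replicate 1 (−0.16, adjusted p = 0.749) or *H3mm7*-/- replicate 2 (−0.52, adjusted p = 0.324). *Eef1a1* (ENSMUSG00000037742, chromosome 9 from 78478449 to 78489151), the paper's control gene in Fig. 1e, was lower by the same fit, with a log2 fold change of −0.83 (standard error 0.355, adjusted p = 0.107), but 0.37 without *H3mm7*+/+ replicate 1. It was called without *H3mm7*+/+ replicate 2 (−1.50, adjusted p = 5.5e-05), with DESeq2 (adjusted p = 0.0649), without the filter (2.5e-04) and with DESeq2 without the filter (0.0731), a setting chosen after seeing the data. *Csrp3* (log2 fold change −2.43, standard error 0.483, adjusted p = 0.0043) was lower in the libraries labelled *H3mm7*-/-. Without *H3mm7*+/+ replicate 1 it kept its direction (−2.23), and its mean count fell below the threshold.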

Overall, 3505 genes were detected as DEGs in *H3mm7*^−/−^ cells. We therefore hypothesized that the loss of H3mm7 caused the expression rate change of differentiation-related genes and thus the proportion of successfully differentiated cells decreased despite the isogenicity of the *H3mm7*^−/−^ C2C12 cells.

**Fig. 2:**
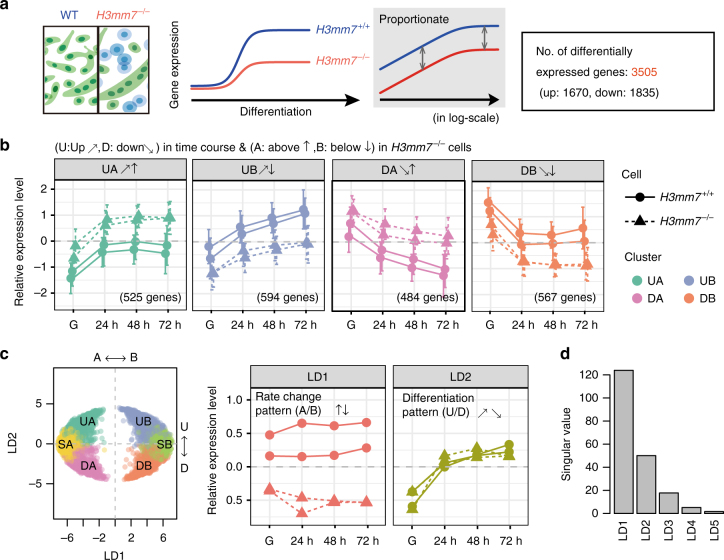
*H3mm7*^−/−^ causes the rate change of gene expression during differentiation. **a** For all DEGs, the rate change of gene expression was observed throughout the differentiation time course. The illustrations explain the result of the statistical test against RNA-seq data. **b** The four types of rate changing patterns during differentiation are explained by the combination of the patterns: Up/Down in time and Above/Below in *H3mm7*^−/−^ cells. The points indicate the cluster average of the relative (gene-wise *Z*-normalized) expression levels of two cell types (*H3mm7*^*+/+*^ and *H3mm7*^−/−^) with two replicates. The error bars indicate ± 1 SD. The numbers of the genes in the clusters are indicated in parentheses. **c** LDA extracted two major gene expression patterns during differentiation that correspond to A/B and U/D. The points indicate the genes of the clusters in LD space spanned by LD1 (middle) and LD2 (right) components. **d** The singular values of the LDA (the ratio of between- and within-cluster standard deviations) indicate that the two most relevant components to discriminate the clusters were LD1 (A/B) and LD2 (U/D)

To characterize these 3505 genes, we performed Gene Set Enrichment Analysis (GSEA) (see Table 1 and Supplementary Table 2 for detailed lists of the GSEA analysis results) to extract H3mm7-dependent gene sets. As expected, negative enrichment was observed in skeletal muscle cell differentiation (GO:0035914; normalized enrichment score (NES) = −2.40). In addition, increased inhibition of the response to the growth factor, which is considered a reaction during skeletal muscle differentiation, was also observed (GO:0090288; NES = 2.20). However, myogenesis-independent gene sets were also enriched both in the downregulated genes, for example, ribosome biogenesis (GO:0042255, NES = −2.67), and the upregulated genes, such as cilium assembly (GO:0042384, NES = 2.45). These results suggest that, while H3mm7 is not involved specifically in the expression of genes related to myogenic differentiation, it may be required to upregulate gene expression upon differentiation.

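The Gene Ontology sets of the paper's enrichment analysis were not used here. In their place, 5 lists of genes fixed before the data were examined were tested with camera of limma, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 5 lists. The list for skeletal muscle holds 62 tested genes, among them *Myog*, *Ckm*, *Acta1* and *Des*. Its median log2 fold change between the libraries labelled *H3mm7*-/- and the libraries labelled *H3mm7*+/+ was −0.80 (adjusted p = 2.7e-05), with 1 gene called higher and 16 lower. Adjusted over the list alone, 17 were called. Under fry the adjusted p of the list was 0.0768, and with the correlation estimated from the data 0.387. In the same model the list's median between the clones labelled *H3mm7*+/+ was −0.17 (replicate 2 minus replicate 1, adjusted p = 0.896), and between those labelled *H3mm7*-/- −1.23 (adjusted p = 7.0e-09).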

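The list of ribosomal proteins (77 genes) had a median log2 fold change of −0.78 between the libraries labelled *H3mm7*-/- and the libraries labelled *H3mm7*+/+ (adjusted p = 3.9e-11 from camera), with 2 genes called higher and 51 lower, and 64 adjusted over the list alone. The list of ribosome biogenesis factors (36 genes) had a median of −0.34 (adjusted p = 7.7e-05), with 18 genes called, all lower, and 20 adjusted over the list alone. The list of cilium genes (63 genes) had a median of 0.24 (adjusted p = 0.0165), with 18 called higher and 2 lower, and 23 adjusted over the list alone. Under fry these 3 lists stayed under 0.05 (0.0112, 1.4e-04 and 0.0265), and with the correlation estimated from the data none did (0.387, 0.108 and 0.387). The list of interferon response genes (26 genes) did not differ (median 0.07, adjusted p = 0.951). Between the 2 clones labelled *H3mm7*+/+ the ribosomal protein list differed more, with a median of −1.42 in replicate 2 against replicate 1 (adjusted p = 6.0e-15) where the median of all genes was −0.16. The other lists did not pass there, ribosome biogenesis at −0.07 with the opposite sign by the test (0.896), cilium at 0.03 (0.067) and interferon response at −0.44 (0.393). Between the clones labelled *H3mm7*-/- the medians were −0.12 for ribosomal proteins (0.0567), −0.09 for ribosome biogenesis (0.272), 0.17 for cilium (0.0344) and 0.04 for interferon response (0.397), whose sign by the test was negative. From the mix of sets in both directions, the paper proposes that H3mm7 is not specific to myogenic genes but helps to raise expression upon differentiation.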

**Table 1:** Top-enriched Gene ontology terms using GSEA for 3505 DEGs for *H3mm7*^−/−^ vs. *H3mm7*^+/+^ C2C12 cells

Downregulated GO terms (top-15)	NES^a^	Upregulated GO terms (top-15)	NES^a^
Ribosome biogenesis (GO:0042254)	−2.666	Spleen development (GO:0048536)	2.562
Ribosome assembly (GO:0042255)	−2.657	Cilium assembly (GO:0042384)	2.446
rRNA processing (GO:0006364)	−2.645	Cilium morphogenesis (GO:0060271)	2.333
Translation (GO:0006412)	−2.631	Cilium organization (GO:0044782)	2.304
Peptide biosynthetic process (GO:0043043)	−2.59	Positive regulation of defense response to virus by host (GO:0002230)	2.289
rRNA metabolic process (GO:0016072)	−2.581	Regulation of defense response to virus (GO:0050688)	2.259
Amide biosynthetic process (GO:0043604)	−2.566	Cellular component assembly involved in morphogenesis (GO:0010927)	2.238
Ribosomal small subunit assembly (GO:0000028)	−2.555	Negative regulation of transforming growth factor beta receptor signaling pathway (GO:0030512)	2.233
Ribosomal small subunit biogenesis (GO:0042274)	−2.553	Negative regulation of cellular response to transforming growth factor beta stimulus (GO:1903845)	2.233
Ribosomal large subunit biogenesis (GO:0042273)	−2.5	Positive regulation of calcium ion transport (GO:0051928)	2.206
ncRNA processing (GO:0034470)	−2.486	Negative regulation of vasculature development (GO:1901343)	2.201
Organonitrogen compound biosynthetic process (GO:1901566)	−2.441	Negative regulation of cellular response to growth factor stimulus (GO:0090288)	2.201
Peptide metabolic process (GO:0006518)	−2.412	Regulation of defense response to virus by host (GO:0050691)	2.194
Skeletal muscle cell differentiation (GO:0035914)	−2.4	Cell projection morphogenesis (GO:0048858)	2.163
Regulation of myotube differentiation (GO:0010830)	−2.372	Xenophagy (GO:0098792)	2.153

^a^ *NES* normalized enrichment score

To determine the temporal expression patterns of the genes responsible for the rate change phenomenon during differentiation, we classified the 3505 genes into categories according to gene expression patterns in time. The *k*-means clustering of the time-course RNA-seq data resulted in four types of gene expression patterns that could be explained by the combination of the upregulation/downregulation (abbreviations: U, D) in the course of differentiation and the above/below (A, B) levels of gene expression in *H3mm7*^−/−^ cells compared with *H3mm7*^*+/+*^ cells (Fig. 2b). 

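The rlog values of DESeq2 for the 3218 genes, Z-normalized per gene, were clustered with k-means as the methods describe (k = 6, 200 starts). Clusters were named by rule, A or B by the sign of the mean difference of the libraries labelled *H3mm7*-/- from the libraries labelled *H3mm7*+/+, and U, D or S by the change from growth to 72 h. This gave 494 genes in DA, 483 in DB, 753 in SA, 638 in SB, and 492 and 358 in a pair of clusters named UB. No cluster was named UA. The rule names the A cluster that changes least S, and the cluster named SA rose with time by 0.67 in Z, more than the smaller of the UB clusters (0.44), so a rising A cluster was present. With the 3778 genes called by DESeq2 each name occurred once, with 560 genes in UA, 653 in UB, 530 in DA, 590 in DB, 721 in SA and 724 in SB. In simulated data, k-means recovered 6 planted groups fully.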

Flat patterns (no significant change in time; cluster SA and SB) were also observed but were not considered the result of *H3mm7*^−/−^, because DESeq2 only captured the genes that varied between the replicates of *H3mm7*^*+/+*^ cells (Supplementary Fig. 12). These data indicated that loss of the *H3mm7* gene caused the rate change in expression of upregulated and downregulated genes upon differentiation.

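In cluster SB the mean Z in growth medium was 1.44 in replicate 1 of the libraries labelled *H3mm7*+/+ and −0.22 in replicate 2, against −0.29 and −0.63 in the libraries labelled *H3mm7*-/-. At 72 h these were 1.42, −0.01, −0.50 and −0.85. In cluster SA the libraries labelled *H3mm7*+/+ differed in the other direction, with −1.48 and −0.66 in growth medium, against −0.20 and 0.10. The clusters that change with time showed the same kind of difference in smaller size, as in DA, where the libraries labelled *H3mm7*+/+ stood at −0.15 and 0.65 in growth medium and the libraries labelled *H3mm7*-/- at 1.08 and 1.10.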

We further confirmed that the rate change had occurred with upregulation/downregulation of gene expression after the loss of *H3mm7* by Fisher’s linear discriminant analysis (LDA). LDA was used to estimate the superpositions of the expression patterns in the clusters of Fig. 2b (Fig. 2c). The singular values (Fig. 2d) representing the performance of the class separation showed the two major components LD1 (first component of LDA; corresponding to A and B) and LD2 (U, D) in contrast to the other minor ones (LD3, 4, and 5). 

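LDA with the 6 k-means clusters as classes was repeated on the 3218 genes with the lda function of MASS. LD1 had a singular value of 112.05 and 82.0% of the between-class variance, and LD2 48.06 and 15.1%. With the 3778 genes called by DESeq2 they were 125.29 (83.6%) and 52.10 (14.5%). Across the 6 cluster centres, the LD1 score went with the cluster's mean difference between the labels (r = 0.998). The LD2 score went with the cluster's change from growth to 72 h (r = 0.996). These r are over clusters and not over libraries. The classes come from clustering the same values, and the genes were selected by their difference between labels. With as many genes selected by their change in time in place of genotype, LD1 had 86.9% of the variance. Across those cluster centres it went with the change in time (r = 0.983).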

The singular values of LD1 and LD2 were 123.98 and 50.07 (84.3% and 13.8% of total between-class variance), respectively. This suggested that the rate change (bias) between *H3mm7*^−/−^ and *H3mm7*^+/+^, and subsequently the upregulation/downregulation in differentiation, were indeed the two major components that explain the result of *k*-means clustering.

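From the large share of LD1, which parts A from B, and the second share of LD2, which parts U from D, the paper proposes that the offset between the genotypes and the change upon differentiation are the main components of the clusters. With 4 clusters LD1 took 87.0% and with 8 clusters 79.9%.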

### H3mm7 functions independently of muscle differentiation

We found that knocking out the *H3mm7* gene led to a rate change in gene expression levels. However, it remains to be determined whether H3mm7 functions independently upon incorporation or only in concert with other factors. We confirmed that NIH3T3 fibroblast cells naturally lack the *H3mm7* gene locus by analysis of amplicon sequences (Supplementary Fig. 13). Hence, we performed time-course RNA-seq in NIH3T3 cells with GFP-fused H3mm7 and with H3.3 as control. In this experiment, if the rate change takes place after differentiation induction by MyoD infection, it is transcription-factor-dependent. However, if it occurs only upon overexpression, it is dependent on histone variant incorporation (Fig. 3a).

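In the RNA-seq libraries of NIH3T3 cells, control cells had between 4 and 27 counts of *H3mm7* per library (0.162 to 0.877 CPM) and H3.3+ cells between 5 and 18. H3mm7+ cells had between 1151 and 1656 counts (45.4 to 59.9 CPM). The counts in control cells are uncertain, since the coding sequence of *H3f3a* is nearly identical and its reads, at 812 to 1679 counts per control library, can be placed on *H3mm7*. The amplicon sequences were not analysed here.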

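NIH3T3 cells are mouse fibroblasts. Cells with inducible GFP-H3mm7 (H3mm7+), cells with GFP-H3.3 (H3.3+) and control cells were sequenced uninfected (UI) and at 0, 24 and 48 h after the differentiation stimulus that followed infection with MyoD, a factor that turns fibroblasts into muscle cells. There is 1 library per line and time point, 12 in all, made as for C2C12 cells, and the authors deposited whole-number counts per gene without normalization. Total counts were between 24298870 and 29556473 (median 24584689) in control cells, between 21799844 and 28847053 (median 25449354) in H3.3+ cells and between 21402110 and 29572324 in H3mm7+ cells. A model with terms for time and line was fitted to 16366 genes with edgeR's quasi-likelihood test on TMM-scaled counts, at an adjusted p under 0.1 and a mean normalized count over 100. The 4 time points of a line stand in for replicates, so a difference between lines includes any difference between the cell populations. Between H3mm7+ and control cells 2980 genes were called, 1475 higher and 1505 lower, between H3.3+ and control cells 5475, and between H3mm7+ and H3.3+ cells 4396. Without the threshold on the mean count the first number was 3681, the largest of the alternatives, and without the 0 h libraries it was 1274. In simulated counts all of 200 genes changed by 2 on the log2 scale were found. *H3mm7* itself was higher in H3mm7+ cells by 6.72 on the log2 scale (standard error 0.297, adjusted p = 6.6e-08). *H3f3a* was not higher in H3.3+ than in control cells (26.9 to 69.2 CPM, median 42.7, against 32.8 to 72.5, median 54.0; log2 fold change −0.29, standard error 0.199, adjusted p = 0.285), so the counts do not show the GFP-H3.3 construct, and the lines are named by their labels. The largest increase was that of *Slc47a1*, with 3189 to 6203 normalized counts per H3mm7+ library and 13.2 to 69.8 per control library (log2 fold change 7.16), and the largest decrease that of *Dkk3* (log2 fold change −4.23).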

**Fig. 3:**
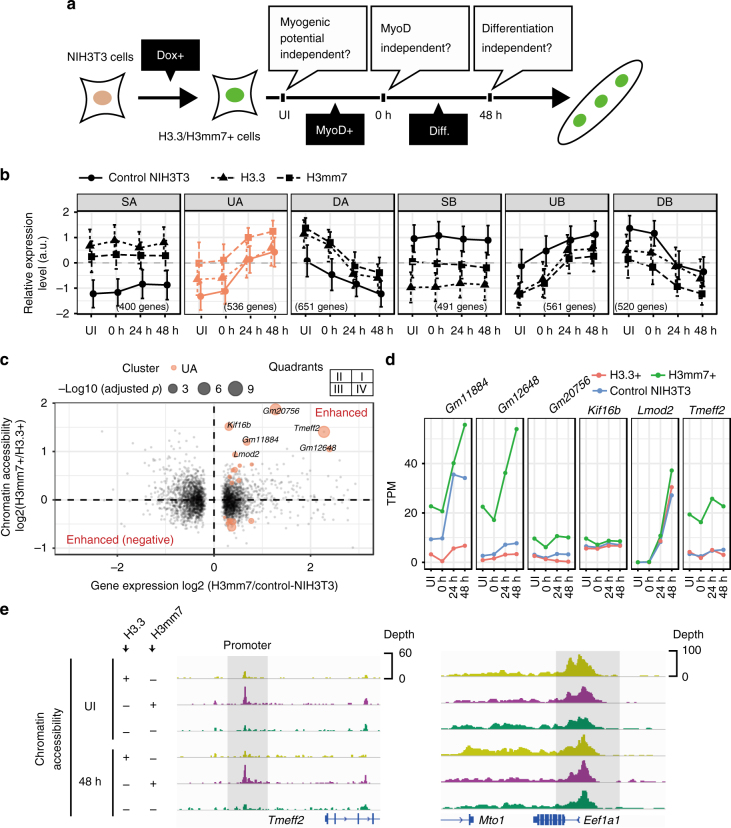
The incorporation of H3mm7 enhances activated gene expression by increasing chromatin accessibility. **a** Trans-differentiation model by MyoD infection using H3mm7/H3.3-GFP-expressing NIH3T3 cells. This model was utilized to confirm each dependency for exerting the function of H3mm7 on the inherent cell lineage (skeletal muscle potential), transcription factor (MyoD), and differentiation stimuli (serum starvation). **b** The six types of gene expression patterns in time-series RNA-seq data of NIH3T3 cells. The plot was created as in Fig. 2b. The error bars indicate ±1 SD of the genes (*n*: the number of genes in the clusters) **c** Marked enhancement of gene expression occurred in activated genes during differentiation (cluster UA). The scatter plot of log2-transformed fold change of gene expression (H3mm7+ vs. WT cells, through time) and chromatin accessibility changes (H3mm7+ vs. H3.3+ cells, through time) are shown. The colors correspond to the clusters in **b**. The sizes of the points are proportional to −log10 (adjusted *p*-values of chromatin accessibility change). Enhanced: upregulated genes in control NIH3T3 cells over time with higher expression levels and higher accessibility in H3mm7+ cells compared with H3.3+ cells. Enhanced (negative): downregulated genes in control NIH3T3 cells over time with lower expression levels and lower accessibility in H3mm7+ cells compared with H3.3+ cells. **d** The expression levels of genes that showed marked enhancement. The expression levels are calculated as transcripts per million (TPM). **e** IGV snapshot of ATAC-seq shows increased chromatin accessibility at an H3mm7 incorporated promoter

As a result of *k*-means clustering of time-series RNA-seq data, we obtained six clusters (U, D, S) × (A, B) for NIH3T3 cells (Fig. 3b). 

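The rlog values of the 2980 genes called between H3mm7+ and control cells, Z-normalized per gene, were clustered with k = 6 and the clusters named by the rule given for C2C12 cells, with H3mm7+ against control and 48 h against UI. Each name occurred once, with 493 genes in UA, 529 in UB, 593 in DA, 515 in DB, 372 in SA and 478 in SB. Taking log2 CPM in place of rlog gave 469 genes in UA. Where only 2 clusters are A, the rule names the one that changes less S, so the name UA can be missing. With 4 clusters the one named SA, of 681 genes, rose by 1.24 in Z, and with genes called by an F test over the 3 lines the one named SA rose by 0.13.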

The rate change in gene expression levels was observed at all time points before infection (UI; uninfected) to 48 h after differentiation induction. This indicates that the function of H3mm7 is independent of MyoD infection and of differentiation stimuli. Moreover, we determined that the expression of H3mm7 led to a greater rate change in expression levels compared with that caused by H3.3 (Supplementary Fig. 14a). 

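In cluster UA the mean rlog value of H3mm7+ cells lay above that of control cells by 0.45 at UI, 0.48 at 0 h, 0.50 at 24 h and 0.42 at 48 h. In UB it lay below by between 0.29 and 0.43 at the 4 time points, with differences of −0.36, −0.43, −0.29 and −0.33, and in DB the differences were −0.39, −0.42, −0.28 and −0.27. In DA they were 0.39, 0.38, 0.23 and 0.28. Each value is a difference of 1 library from 1 library. The direction over all time points is fixed in part by how the genes and clusters were chosen. Of the 2980 genes, 2772 differed in the same direction at all 4 time points. The paper concludes from the difference at UI that the function of H3mm7 depends neither on MyoD nor on the differentiation stimulus.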

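Averaged over the 4 time points, H3mm7+ cells lay above H3.3+ cells by 0.314 in rlog over the genes of UA (SD over the time points 0.0526), with 0.254 at UI, 0.308 at 0 h, 0.382 at 24 h and 0.311 at 48 h. Between 72.8% and 84.0% of the genes were higher in H3mm7+ cells. The difference had one sign at all 4 time points (exact sign test, two-sided, p = 0.125, the smallest p that 4 time points allow). In the other clusters the mean difference was 0.02 in DA, −0.15 in DB, −0.19 in SA, 0.49 in SB and 0.01 in UB. The clusters come from genes called between H3mm7+ and control cells. With genes called between H3.3+ and control cells in their place, the difference in UA was −0.169, with H3.3+ cells above H3mm7+ cells.

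**Figure D4:**
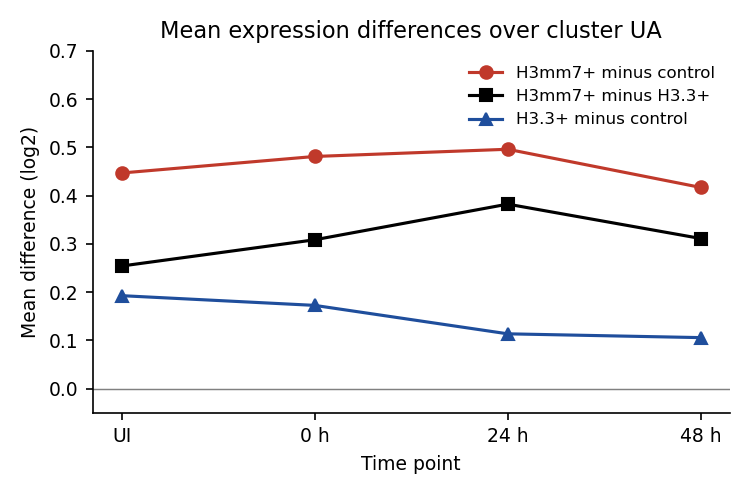
Mean log2 difference over the genes of cluster UA at UI and at 0, 24 and 48 h, for H3mm7+ minus control, H3mm7+ minus H3.3+ and H3.3+ minus control, with 1 library per line and time point. H3mm7+ minus control lies highest, between 0.417 and 0.496, and H3.3+ minus control between 0.106 and 0.193.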

We also performed an analysis analogous to that in Supplementary Fig. 14a against control (Supplementary Fig. 14b). 

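Over the genes of the 6 clusters, H3.3+ and H3mm7+ cells differed from control cells in the same direction at every time point. Averaged over time, H3.3+ minus control was 0.15 in UA, 0.30 in DA, 0.69 in SA, −0.19 in DB, −0.36 in UB and −0.89 in SB, and H3mm7+ minus control was 0.46, 0.32, 0.50, −0.34, −0.35 and −0.40. The difference of H3.3+ cells was thus the larger one in SA, SB and UB by the mean, and that of H3mm7+ cells in UA, DA and DB. Genes of 1 pair of libraries are not independent replicates, so no p across genes is given here.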

The results showed that both H3mm7 and H3.3 cases demonstrated significant mean differences against WT in all the clusters, which suggests that the ectopic expression of H3.3 and H3mm7 have analogous effects on the gene expression profile. However, the difference was not significant at 24 h in the clusters UA and DA in the case of H3.3, and H3mm7 induced greater rate changes in comparison with H3.3; these facts might lead to the H3mm7-specific gene expression profile.

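At 24 h the difference of H3.3+ from control cells was 0.11 in UA, 0.19 in DA and −0.05 in DB, and that of H3mm7+ cells was 0.50, 0.23 and −0.28. The difference of H3.3+ cells nearest 0 was thus in DB and not in DA. H3mm7+ minus H3.3+ at 24 h was 0.38 in UA, 0.04 in DA and −0.22 in DB.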

GSEA analysis also showed a consistency of the C2C12 data (Supplementary Table 3): that a rate change phenomenon was observed in genes other than those related to skeletal muscle differentiation (GO:1901861, Regulation of muscle tissue development, NES = 2.07). 

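In place of the Gene Ontology sets of the paper, the 5 gene lists were tested between H3mm7+ and control cells with camera, adjusted over the 5. The skeletal muscle list (58 genes) had a median log2 fold change of 0.55 (adjusted p = 0.00279), with 24 genes called higher and 3 lower, and 39 adjusted over the list alone. Under fry its adjusted p was 0.0373 and with an estimated correlation 0.287. The interferon response list was lower (median −0.36, adjusted p = 3.5e-04, and 0.0199 under fry). Ribosomal proteins were lower by camera (median −0.18, adjusted p = 3.5e-04) but not under fry (0.176), and so were cilium genes (−0.09, 0.0460 and 0.174). Ribosome biogenesis did not pass (median 0.09, adjusted p = 0.229). Against H3.3+ cells, H3mm7+ cells had the muscle list higher (median 0.69, adjusted p = 1.2e-05), as well as cilium genes (0.44, 4.3e-09), and had ribosomal proteins (−0.54, 9.5e-19) and ribosome biogenesis (−0.12, 0.0213) lower, while interferon response did not pass (0.22, 0.271). Under fry the first 3 of these held (8.7e-04, 3.7e-04 and 0.00128) and ribosome biogenesis did not (0.0506). Between H3.3+ and control cells the medians were −0.33 for muscle (0.0552), 0.38 for ribosomal proteins (7.4e-09), 0.17 for ribosome biogenesis (0.0085), −0.53 for cilium (2.2e-09) and −0.60 for interferon response (7.2e-04), and under fry all 5 lists passed, muscle with 0.00865. With the estimated correlation no list passed in any of the 3 comparisons.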

We confirmed RNA-seq data by qPCR for the representative differentiation marker genes belonging to cluster UA (Supplementary Fig. 15). While the plot in Fig. 3b showed notable rate changes in differentiation induced by H3mm7, the genes in Supplementary Fig. 15 included those for which the enhancement effect was greater in H3mm7 (*Des* and *Tnnt2*), those in which H3.3 and H3mm7 have comparable enhancement effects (*Acta1*, *Ckm* and *Tnni2*), and a group of genes including *Myh3* for which the ectopic expression of H3.3 resulted in lower expression levels compared with WT. 

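The RT-qPCR of Supplementary Fig. 15 was not analysed here, and the same genes were read from the RNA-seq libraries, without replicates. Between H3mm7+ and H3.3+ cells, *Des* was higher by 1.37 on the log2 scale (standard error 0.226, adjusted p = 9.1e-04 from edgeR's quasi-likelihood test) and *Tnnt2* (ENSMUSG00000026414, chromosome 1 from 135836354 to 135852260) by 0.97 (standard error 0.154, adjusted p = 7.2e-04). At 48 h *Des* had 7099 normalized counts in control, 15057 in H3mm7+ and 5287 in H3.3+ cells. *Acta1* (ENSMUSG00000031972, chromosome 8 from 123891767 to 123894736) was lower in H3mm7+ than in H3.3+ cells, with a log2 fold change of −1.08 (adjusted p = 0.0132), *Ckm* had −0.60 (adjusted p = 0.0973) and *Tnni2* (ENSMUSG00000031097, chromosome 7 from 142441808 to 142444410) −0.52 (adjusted p = 0.0623). *Ckm* lost the call without the 48 h (−0.43) or the 0 h libraries (−0.57), and *Tnni2* without the 0 h (−0.50) or the 24 h libraries (−0.51), and with DESeq2 both did (−0.49 and −0.46), *Ckm* also with RLE factors (adjusted p = 0.101). Against control cells these 3 genes were higher in both lines. In H3mm7+ cells the log2 fold changes of *Acta1*, *Ckm* and *Tnni2* were 1.04, 1.92 and 1.74, and in H3.3+ cells 2.12, 2.52 and 2.26. With DESeq2, *Ckm* in H3mm7+ cells was not called (adjusted p = 0.144). With edgeR, *Acta1* in H3mm7+ cells was not called without the 24 h libraries (log2 fold change 0.91). *Myh3* (ENSMUSG00000020908, chromosome 11 from 67078300 to 67102291) was lower in H3.3+ than in control cells (−0.72, standard error 0.186, adjusted p = 0.0097) and higher in H3mm7+ cells (0.58, adjusted p = 0.0467, and without a call at 0.36 without the 24 h and 0.56 without the UI libraries). *Tnnt2* was not called between H3.3+ and control cells (−0.25, adjusted p = 0.240), except without the filter on low counts (adjusted p = 0.0282), and *Des* was lower (−0.53, adjusted p = 0.0937), though not called without the UI (−0.28), 0 h (−0.54) or 48 h libraries (−0.57) or with DESeq2 (adjusted p = 0.126).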

The results in Fig. 1d and Supplementary Fig. 6 show that H3.3 only partially compensated the function of H3mm7; however, the results of RNA-seq analysis in NIH3T3 cells also indicate that H3mm7 has a greater impact on gene expression than H3.3.

### H3mm7 enhances gene expression via accessible chromatin

We investigated whether the H3mm7-specific function occurs only after selective recruitment to specific regions induced by recruitment factors, such as chaperones specific to H3mm7. First, we evaluated whether there are unique H3mm7 incorporation sites in NIH3T3 cells ectopically expressing GFP-tagged histone H3 variants. Then we evaluated histone modifications (H3K4me3 and H3K27me3) at the sites of GFP-tagged histone incorporation as well as chromatin accessibility by assay for transposase-accessible chromatin using sequencing (ATAC-seq). Both GFP-histones H3.3 and H3mm7 were preferentially incorporated in promoter regions (Supplementary Fig. 16 for GFP peak annotations) and did not show a substantial difference in the incorporated sites on the genome. 

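ChIP-seq was performed on uninfected cells and at 48 h, with antibodies against GFP in H3.3+ and H3mm7+ cells and against H3K4me3 and H3K27me3 in all 3 lines, each with an input. The methods state biological duplicates, and the authors deposited 1 column of counts per line, time point and antibody, 22 in all, counted from reads aligned uniquely to GRCm38 with HISAT2 over the regions 2 kb upstream of gene starts, without normalization. Total counts per column were between 1074091 and 2358811. Each ChIP column was scaled with its input by the median of ratios, and log2 of the ratio was taken with a pseudocount of 1 over the 17281 of 47643 promoters with at least 20 counts in every input. With 1 library per condition the ChIP values have no replicate check. ATAC-seq, which counts fragments that a transposase cuts out of open chromatin, was performed with 2 replicates per line at UI, 0 and 48 h, 18 libraries in all. The authors deposited counts of fragments shorter than a nucleosome in the same kind of regions, without normalization, and the paper's text does not name the aligner. Total counts were between 347753 and 717504 in control, between 304790 and 752893 in H3.3+ and between 441821 and 611012 (median 498630) in H3mm7+ cells. They were tested with edgeR's quasi-likelihood test, with terms for time and line, over 13068 promoters at an adjusted p under 0.1.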

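Across the 17281 promoters, the log2 ratios of GFP-H3mm7 and GFP-H3.3 to their inputs, averaged over UI and 48 h, had a Pearson's r of 0.893 and a Spearman's rho of 0.905. Promoters are not independent replicates. At UI alone r was 0.837 and at 48 h alone 0.813. Within a line, UI and 48 h had r of 0.816 for GFP-H3mm7 and 0.873 for GFP-H3.3. Without division by the input r was 0.955, and with at least 50 input counts 0.910. Regions outside promoters and the annotated peaks of Supplementary Fig. 16 were not analysed here.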

H3K4me3 and H3K27me3 were not affected either in signal levels or their distribution pattern on the genome by the ectopic expression of GFP-histones H3.3 and H3mm7 compared with control NIH3T3 cells (Supplementary Figs. 17 and 18). Therefore, this indicates that the regulation of expression rate by H3mm7 incorporation did not originate from the specific change of histone modification or incorporation sites on the genome. 

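Over the 1730 promoters with the most GFP-H3mm7 at 48 h, the H3K4me3 log2 ratio was 1.50 in H3mm7+ and 1.86 in control cells, a difference of −0.35 (SD over promoters 0.421), with −0.46 at UI and −0.24 at 48 h, and 17.1% of the promoters were higher in H3mm7+ cells. The difference of H3.3+ from control cells was −0.64. Over all promoters the H3mm7+ difference was −0.01. The scaling to the input gives every ChIP column the same median ratio over all promoters. Differences over all promoters are therefore small by construction, for both marks, and cannot show whether the overall level of a mark changed. Without division by the input it was −0.05 over these promoters and 0.30 over all promoters. The H3K27me3 log2 ratio was −0.26 in H3mm7+ and −0.46 in control cells, a difference of 0.20 (SD over promoters 0.437), with 0.07 at UI and 0.34 at 48 h. The same difference in H3.3+ cells was 0.21. Over all promoters the H3mm7+ difference was 0.008. Without division by the input it was 0.25 over these promoters and 0.06 over all promoters. With 1 library per condition these differences cannot be set against a replicate error. From like incorporation sites and unchanged marks, the paper reasons that H3mm7 does not act through specific sites or through these modifications.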

Despite the fact that H3.3 and H3mm7 are nearly identical in their sequences, localization, and histone modification preferences, the rate change effect of H3mm7 made a notable difference in the gene expression profile after differentiation.

We, therefore, focused on genes whose chromatin structures were altered as a result of the forced expression of H3mm7. 

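Between H3mm7+ and control cells, 1195 of 13068 promoters were called by ATAC-seq, 435 with higher and 760 with lower accessibility in H3mm7+ cells. Between H3.3+ and control cells 3597 were called, 1690 higher and 1907 lower, and between H3mm7+ and H3.3+ cells 986, 580 higher and 406 lower. The number for H3mm7+ against control changed most without the filter on low counts, to 606. Leaving out 1 replicate gave between 608 and 651 when it was of H3mm7+ or control cells, with 608 without control replicate 2 and 651 without control replicate 1. In simulated counts between 97% and 99% of 200 promoters changed by 2 on the log2 scale were found. The largest increase was that of the *Mamld1* promoter, with a mean of 8.60 to 12.1 normalized counts per time point in H3mm7+ cells and at most 1.85 in control cells (log2 fold change 3.41), and the largest decrease that of the *Rgs16* promoter (log2 fold change −3.95).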

First, we identified the group of genes with increased accessibility to H3mm7 vs. control NIH3T3 cells by evaluating the ATAC-seq signal levels in the promoter regions (Fig. 3c). H3mm7-induced DEG groups, classified in Fig. 3b, were used to determine groups that caused a change in chromatin accessibility. 

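Over the 405 promoters of cluster UA that were tested, the mean log2 CPM at UI were 6.01 in H3mm7+, 5.98 in H3.3+ and 5.91 in control cells, with an SD between 0.00365 and 0.0116 over n = 2 replicates. At 48 h they were 6.30 in H3mm7+ and 6.22 in control cells. The median log2 fold change of these promoters was 0.10 between H3mm7+ and control cells, with 64.4% higher, 30 called higher and 5 called lower. It was 0.06 between H3.3+ and control cells, with 58 called higher and 37 lower, and 0.02 between H3mm7+ and H3.3+ cells, with 22 called higher and 12 lower. That last median lay at percentile 97.4 of 10000 random lists of promoters matched on their mean. In cluster SA the median between H3mm7+ and control cells was 0.18 and in DA 0.13, while it was −0.24 in SB, −0.09 in DB and −0.08 in UB. Over all promoters it was 0.01.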

As in the case of the gene expression profiles considered above, the mean accessibility levels were already high at the UI stage when the variant is incorporated, and the high accessibility levels were maintained after differentiation (Supplementary Fig. 19). Then we evaluated the relationship between the fold change in accessibility (H3mm7+ cells/H3.3+ cells) and the fold change in gene expression (H3mm7+ cells/WT) by scatter plot (Fig. 3c). The enhancement effect of H3mm7 on gene expression was greater than that of H3.3 (Fig. 3b and Supplementary Fig. 14); therefore, we compared the numbers of genes belonging to cluster UA in quadrants I and IV (i.e., greater enhancement effect both in chromatin accessibility and gene expression in H3mm7+ cells vs. greater enhancement effect in H3.3+ cells). 

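Of the 493 genes of cluster UA, 34 had a promoter called between H3mm7+ and H3.3+ cells by ATAC-seq. All 34 were expressed more in H3mm7+ than in control cells, as the cluster requires, and 22 had higher and 12 lower accessibility in H3mm7+ cells. The share in quadrant I was 64.7% (exact 95% interval 46.5 to 80.3, two-sided exact binomial test against 50% across genes, p = 0.121), and genes are not independent replicates. With every UA promoter counted, regardless of a test, 215 lay in quadrant I and 190 in IV. With a change in accessibility of more than 0.5 on the log2 scale and no test, 26 lay in I and 6 in IV (81.3%). With expression in H3mm7+ cells set against H3.3+ cells in place of control cells, 21 genes lay in I and 6 in IV (77.8%). With both changes above 2-fold, a setting chosen after seeing the data, 5 genes lay in quadrant I and none in IV. Over all tested genes with a called promoter and higher expression, 216 had higher and 197 lower accessibility (52.3%).

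**Figure D5:**
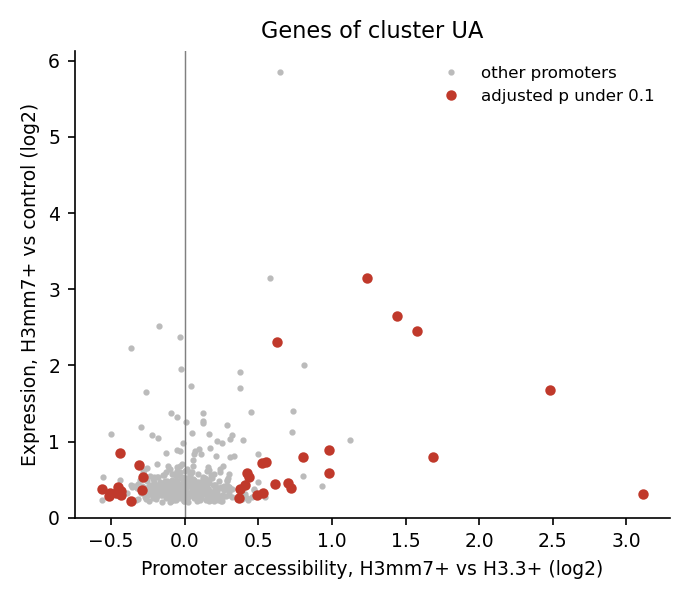
Log2 fold change in accessibility between H3mm7+ and H3.3+ cells (x axis) and in expression between H3mm7+ and control cells (y axis) for the promoters and genes of cluster UA, with 1 point per gene and those called for accessibility in red. Of the red points, 22 lie to the right of 0 and 12 to the left.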

We found the result to be I: 39 vs. IV: 9, and hence we confirmed that there were more genes with enhancement levels greater by >2 fold changes in chromatin accessibility and gene expression induced by the ectopic expression of H3mm7 (Supplementary Fig. 20). Therefore, we concluded that genes belonging to cluster UA were enhanced more in both accessibility and expression by H3mm7 than by H3.3. 

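In cluster SA the balance was the other way, with 5 promoters more accessible in H3mm7+ cells and 23 more accessible in H3.3+ cells, and in DA it was 13 and 13. In the B clusters it was 54 and 2 in SB, a larger excess than that of UA, 6 and 31 in DB and 18 and 18 in UB. The paper concludes this from the larger number of UA genes in quadrant I than in IV, beside the larger difference in expression.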

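The genes of Fig. 3d, read from the RNA-seq libraries, were the lincRNA genes *Gm12648* (ENSMUSG00000085931, chromosome 4 from 94089576 to 94425588), *Gm20756* (ENSMUSG00000106799, chromosome 6 from 25931426 to 25977227) and *Gm11884* (ENSMUSG00000087098, chromosome 4 from 23260784 to 23392503), and the coding genes *Kif16b*, *Lmod2* and *Tmeff2*. Against H3.3+ cells, the log2 fold changes in H3mm7+ cells were 3.89 for *Gm12648* (standard error 0.227, adjusted p = 1.9e-07 from edgeR's quasi-likelihood test), 2.98 for *Gm20756* (adjusted p = 4.3e-04), 3.26 for *Gm11884* (adjusted p = 1.4e-05), 0.47 for *Kif16b* (adjusted p = 0.0065) and 0.40 for *Lmod2* (adjusted p = 0.189, not called). Against control cells they were 2.66, 1.68, 0.80, 0.32 and 0.51, in that order, that of *Lmod2* again not past the threshold (adjusted p = 0.126). At their promoters, accessibility in H3mm7+ cells was higher than in H3.3+ cells by 1.44 for *Gm12648*, 2.48 for *Gm20756*, 1.69 for *Gm11884*, 3.11 for *Kif16b* (standard error 0.515, adjusted p = 5.5e-06) and 1.28 for *Lmod2* (adjusted p = 0.00287). The calls at *Gm12648* and *Lmod2* were lost without H3.3+ replicate 1 (1.17 and 0.94, adjusted p = 0.156 and 0.230), and the *Kif16b* promoter was below the filter without control replicate 2.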

We observed increased expression levels for individual genes after induction of H3mm7 (Fig. 3d). Figure 3e shows increased accessibility of the representative *Tmeff2* gene promoter upon H3mm7 induction (2.66 fold change compared with H3.3+ cells; adjusted *p* = 4.07 × 10^–12^) while the *Eef1a1* promoter showed no difference between H3.3- and H3mm7-incorporated promoters (adjusted *p* = 0.36). 

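*Tmeff2* (ENSMUSG00000026109, chromosome 1 from 50900647 to 51187270) had 3 promoter regions that together cover 6003 bp. Their ATAC-seq normalized counts were 41.1 ± 11.8, 49.1 ± 3.17 and 47.7 ± 4.76 (SD, n = 2) in H3mm7+ cells at UI, 0 and 48 h, 15.2 ± 2.46, 16.9 ± 7.81 and 16.8 ± 1.65 in H3.3+ cells, and 13.4 ± 3.68, 14.9 ± 1.04 and 16.4 ± 1.59 in control cells. The log2 fold change was 1.58 against H3.3+ cells (standard error 0.174, adjusted p = 8.0e-12 from edgeR's quasi-likelihood test), which is a fold change of 2.98, and 1.63 against control cells (standard error 0.183, adjusted p = 8.4e-12). Between H3.3+ and control cells it was 0.05 (adjusted p = 0.906), and −0.12 without H3.3+ replicate 1. The expression of *Tmeff2* was higher as well, by 2.62 against H3.3+ cells (standard error 0.182, adjusted p = 8.4e-07) and by 2.45 against control cells (standard error 0.179, adjusted p = 2.7e-06). At this promoter the GFP log2 ratio to input was 0.918 at UI and 1.00 at 48 h in H3mm7+ cells. In H3.3+ cells it was −0.450 and −0.278. The H3K4me3 ratio was 0.487 and 0.580 in H3mm7+ and −1.14 and −1.02 in control cells. At the *Eef1a1* promoter it was lower in H3mm7+ cells, 2.38 and 2.69 against 3.21 and 3.71. Each value rests on 1 library.

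**Figure D6:**
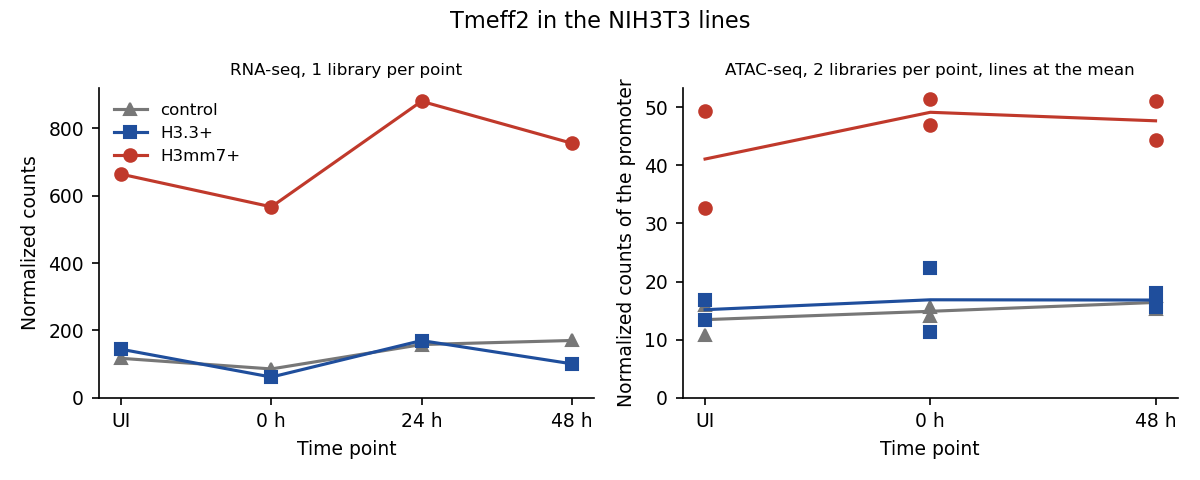
Normalized counts of *Tmeff2* by RNA-seq (1 library per line and time point) and at its promoter by ATAC-seq (2 libraries per line and time point, with lines at the mean) in control, H3mm7+ and H3.3+ cells. H3mm7+ cells lie between 567 and 880 normalized counts by RNA-seq and the other lines at most at 170.

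The 2 promoter regions of *Eef1a1* had 110 ± 9.44, 118 ± 17.7 and 96.2 ± 19.3 normalized counts (SD, n = 2) in H3mm7+ cells at UI, 0 and 48 h and 135 ± 1.40, 130 ± 8.34 and 131 ± 7.79 in H3.3+ cells, a log2 fold change of −0.19 (standard error 0.0928, adjusted p = 0.259), or 0.353 as the adjusted p of DESeq2. In control cells they had 106 ± 4.93, 71.3 ± 16.2 and 80.3 ± 16.1, and H3.3+ cells exceeded them by 0.50 (standard error 0.0976, adjusted p = 3.6e-05).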

We additionally performed ATAC-seq analysis using WT and H3mm7-KO C2C12 cells (Supplementary Fig. 21). 

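ATAC-seq of C2C12 cells had 2 replicates of each genotype in growth medium and at 24 and 72 h, 12 libraries in all. The authors deposited counts in the form used for NIH3T3 cells, of fragments shorter than a nucleosome within 2 kb upstream of gene starts, without normalization. Total counts were between 411916 and 564564 (median 483160) in *H3mm7*-/- cells and between 484613 and 604944 in *H3mm7*+/+ cells. At the promoter of *H3mm7* the 6 libraries labelled *H3mm7*-/- had 0 counts each, and those labelled *H3mm7*+/+ had 1 and 0 in growth medium, 0 and 1 at 24 h and 5 and 2 at 72 h (log2 fold change −3.48, standard error 1.41, adjusted p = 0.462 in the fit without the filter). This is the direction of the labels, with too few counts to check them. A model with terms for time and genotype was fitted with edgeR's quasi-likelihood test to 13770 promoters, at an adjusted p under 0.1. In simulated counts 95.5% of 200 promoters changed by 2 on the log2 scale were found.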

The data demonstrated that loss of H3mm7 caused a decrease in chromatin accessibility (chromatin accessibility up: 25 genes, down: 137 genes), while the expression levels of the affected genes were decreased only after differentiation stimuli (Supplementary Fig. 22). These results suggest that H3mm7 is expressed prior to differentiation and supports the differentiation process. Together, these results suggest that the change of chromatin accessibility at H3mm7-incorporated genes enhances the upregulation of the expression of myogenic-differentiation-related genes notably in cluster UA to a greater degree compared with H3.3+ cells.

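Accessibility differed at 585 promoters, higher in *H3mm7*-/- cells at 142 and lower at 443. The number was 196 with DESeq2 (30 higher and 166 lower) and 254 with the counts of each replicate summed over time. It lay between 207 (without *H3mm7*+/+ replicate 2) and 318 (without *H3mm7*-/- replicate 2) with single replicates left out, and fewer promoters were higher than lower in every one of these settings. Among promoters that changed in one direction in every time point and replicate pair, a large decrease was at *Zswim6*, with 15.1 ± 5.18, 14.0 ± 4.16 and 6.80 ± 0.855 normalized counts (SD, n = 2) in *H3mm7*-/- cells in growth medium, at 24 and at 72 h, and 56.7 ± 1.43, 65.5 ± 6.60 and 51.6 ± 3.88 in *H3mm7*+/+ cells (log2 fold change −2.26, standard error 0.178, adjusted p = 2.1e-20 from edgeR). *Mmp2* was higher (log2 fold change 1.64, adjusted p = 0.0015), and not called without *H3mm7*-/- replicate 2 (1.10). Of the genes the paper shows, *Heyl* (ENSMUSG00000032744, chromosome 4 from 123233556 to 123249875) had a log2 fold change of −1.26 (standard error 0.245, adjusted p = 3.2e-04), with 6.86 ± 0.898 and 13.0 ± 3.13 normalized counts in *H3mm7*-/- and *H3mm7*+/+ cells in growth medium and 12.3 ± 3.00 and 34.0 ± 0.802 at 24 h. *Crlf2* (ENSMUSG00000033467, chromosome 5 from 109554709 to 109558993) had −0.95 (standard error 0.142, adjusted p = 7.4e-07) and *Sema3d* (ENSMUSG00000040254, chromosome 5 from 12383385 to 12588948) −1.16 (adjusted p = 2.9e-07). By RNA-seq, *Heyl* had 0 and 21.2 ± 30.0 normalized counts (SD, n = 2) in growth medium in the libraries labelled *H3mm7*-/- and *H3mm7*+/+, and 113 ± 14.3 and 1205 ± 714 at 24 h, a log2 fold change of −3.69 over time (standard error 0.587, adjusted p = 0.0012). Without *H3mm7*+/+ replicate 1 it was −2.42 (adjusted p = 0.0083), with a mean count under the minimum for a call. With the counts of each replicate summed over time its adjusted p was 0.393. *Crlf2* had 61.2 ± 41.2 and 121 ± 83.6 in growth medium and 72.3 ± 42.8 and 254 ± 180 at 72 h. Its log2 fold change was −1.23 (standard error 0.468, adjusted p = 0.074), but 0.13 without *H3mm7*+/+ replicate 1, and it was not called without *H3mm7*-/- replicate 1 (−0.82) or 2 (−1.82) either. *Sema3d* went against its accessibility, with a log2 fold change of 2.22 (adjusted p = 0.062), and without a call at −0.89 without *H3mm7*-/- replicate 2 and 1.66 without *H3mm7*+/+ replicate 1. It had 42.7 to 1985 normalized counts per library of *H3mm7*-/- replicate 1 and 3011 to 31294 per library of *H3mm7*-/- replicate 2. From the accessibility that is lost before and the expression that is lost after the differentiation stimulus, the paper proposes that H3mm7 is present before differentiation and supports it.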

### The S57A substitution causes unstable nucleosomes with H3mm7

H3.3 and H3mm7 differ in their amino acid sequences only at T32I and S57A (Fig. 4a); however, it is not clear how this small difference in the amino acid composition of H3 results in a marked difference in function of the nucleosome. We therefore analyzed the crystal structure of the nucleosome containing H3mm7 (Fig. 4b). The overall structure of the H3mm7 nucleosome is quite similar to that of the H3.3 nucleosome. However, we found that the interaction between H4R40 and H3.3S57 in the H3.3 nucleosome is absent in the H3mm7 nucleosome, because the S57 residue of H3.3 is replaced by alanine in H3mm7. The dissociation of nucleosomes was observed for both H3mm7 and H3.3S57A under conditions of 600 mM NaCl, but this dissociation was not observed in nucleosomes with H3.3 and H3.3T32I. This suggests that S57A incorporation results in unstable nucleosomes (Fig. 4c). A thermal stability assay was then performed to evaluate the stability of variant nucleosomes (Fig. 4d). The first peak of the fluorescence intensity curve reflects H2A–H2B dissociation, and the second peak reflects the dissociation of H3–H4^27^. We found that the H2A–H2B dimer became dissociated at lower temperatures (60–70 °C) in nucleosomes containing H3mm7 and the H3.3S57A mutant compared with those containing H3.3 and the H3.3T32I mutant. These results indicate that H3mm7 nucleosome stability is less than that of the H3.3 nucleosome and that the H3mm7-specific alanine residue at position 57 is fully responsible for reduced stability of the H3mm7 nucleosome.

**Fig. 4:**
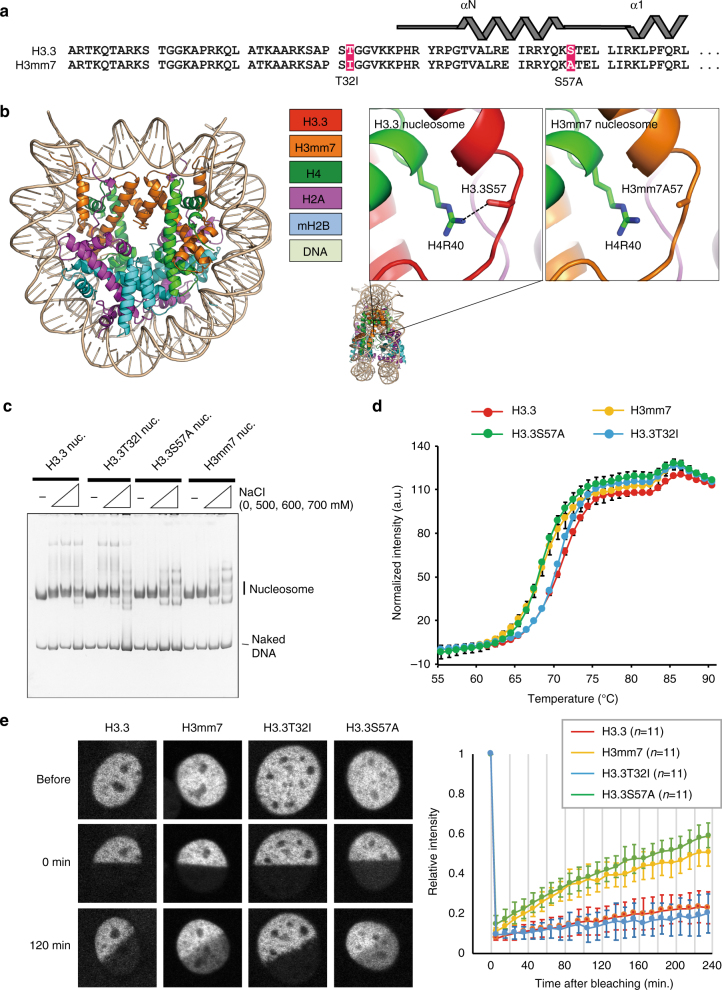
Ala57 allows the mobility of the H3mm7 nucleosome. **a** T32I and S57A are only the differences between H3.3 and H3mm7. N-terminals of the amino acid sequence of H3.3 and H3mm7 are shown in the illustration of the secondary structure. **b** High-resolution crystal structure of an H3mm7-containing nucleosome shows the loss of interaction between H3.3S57 and H4R40 in the H3mm7 nucleosome. An overview of the crystal structure of the H3mm7-containing nucleosome (left) and the comparative view around S57 in H3.3 and A57 in H3mm7 (right). **c** H3mm7 nucleosomes were dissociated at a concentration of 600 mM NaCl. The salt-titration assay of H3mm7, H3.3, and the mutant (H3.3S57A and T32I) containing nucleosomes is shown. The positions of the bands that correspond with the intact nucleosome core particle and naked DNA are indicated on the right. **d** H3.3S57A and H3mm7 dissociated from the H2A:H2B dimer faster than the other H3 variant-containing nucleosomes. Thermal stability assay of H3mm7, H3.3, and the point mutants H3.3T32I and H3.3S57A. The lines show the fluorescent intensity that indicates nucleosome dissociation at each temperature. The error bars are ± 1 SD (*n* = 4). **e** H3mm7 and H3.3S57A showed a fast histone turnover. FRAP analysis of nucleosomes containing GFP-fused H3mm7, H3.3, and the point mutants. Representative confocal images of FRAP analysis in each H3 variant nucleosome is shown on the left. Plot of average GFP fluorescent recovery rate at each time point after photobleaching is shown on the right. The error bars are ± 1 SD. The number of replicates is indicated in parentheses

To investigate the effect of unstable nucleosomes on the stability of histone variant incorporation in vivo, we performed fluorescence recovery after photobleaching (FRAP) (Fig. 4e). After photobleaching, the fluorescence intensity of GFP-H3.3 and GFP-H3.3T32I dropped to ~10% of the original intensity and recovered to ~20% in 240 min. The intensity just after bleaching was slightly higher for GFP-H3mm7 and GFP-H3.3S57A and recovered up to ~50–60%, indicating that these proteins exchange more rapidly than GFP-H3.3 and GFP-H3.3T32I. Therefore, we concluded that H3mm7 is more mobile than H3.3 in cells, probably because of unstable nucleosome formation due to the A57 residue of H3mm7.

To further assess the enhancement of H3.3S57A on gene expression, we performed RNA-seq for NIH3T3 cells ectopically expressing H3.3S57A/T32I mutants. 

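The H3.3S57A and H3.3T32I mutants carry the residues of H3mm7 at either position at which it differs from H3.3. RNA-seq libraries of NIH3T3 cells with the GFP-fused mutants were made at UI, 0, 24 and 48 h, 1 per line and time point. The authors deposited their counts in a table with the 12 libraries of control, H3.3+ and H3mm7+ cells, whose counts equal those of the table without the mutants, again without normalization. Total counts were between 22779223 and 26442000 in S57A and between 22430545 and 25299262 in T32I cells. A model with terms for time and line was fitted to 16481 genes in the 20 libraries with edgeR's quasi-likelihood test. Against H3.3+ cells, 5841 genes were called in S57A cells and 6298 in T32I cells. *H3mm7* had between 1020 and 2034 counts per S57A library and between 66 and 161 per T32I library, against 5 to 18 in H3.3+ cells. The coding sequences of *H3mm7* and *H3f3a* differ at 3 bases, so reads of a construct can be placed on *H3mm7*. The paper reports that NIH3T3 cells lack the *H3mm7* locus, and control libraries had 4 to 27 counts. This argues against reads of the gene itself as the source in these lines. Which construct gave the reads was not tested.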

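In S57A cells, *Myog* (ENSMUSG00000026459, chromosome 1 from 134289989 to 134292548) was higher than in H3.3+ cells by 2.90 on the log2 scale over the 4 time points (standard error 0.419, adjusted p = 1.7e-05 from edgeR's quasi-likelihood test), *Myh3* by 1.84 (standard error 0.311, adjusted p = 9.6e-05) and *Tnnt2* by 1.79 (standard error 0.462, adjusted p = 0.00427). In T32I cells the differences were 0.63 (standard error 0.392, adjusted p = 0.209), 0.16 (standard error 0.307, adjusted p = 0.706) and 0.60 (adjusted p = 0.330). Without the filter on low counts *Myog* and *Tnnt2* were also called in T32I cells (adjusted p = 3.4e-06 and 1.6e-07). *Myh3* in T32I cells was −0.06 without the 48 h libraries, and *Tnnt2* −0.42 without the UI libraries. At 48 h *Myog* had 50631 normalized counts in S57A, 26949 in T32I, 16760 in H3.3+, 32969 in H3mm7+ and 29801 in control cells, so H3.3+ cells were below control cells. *Tnnt2* had 195868, 73293, 107873, 132303 and 128965, in the same order.

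**Figure D7:**
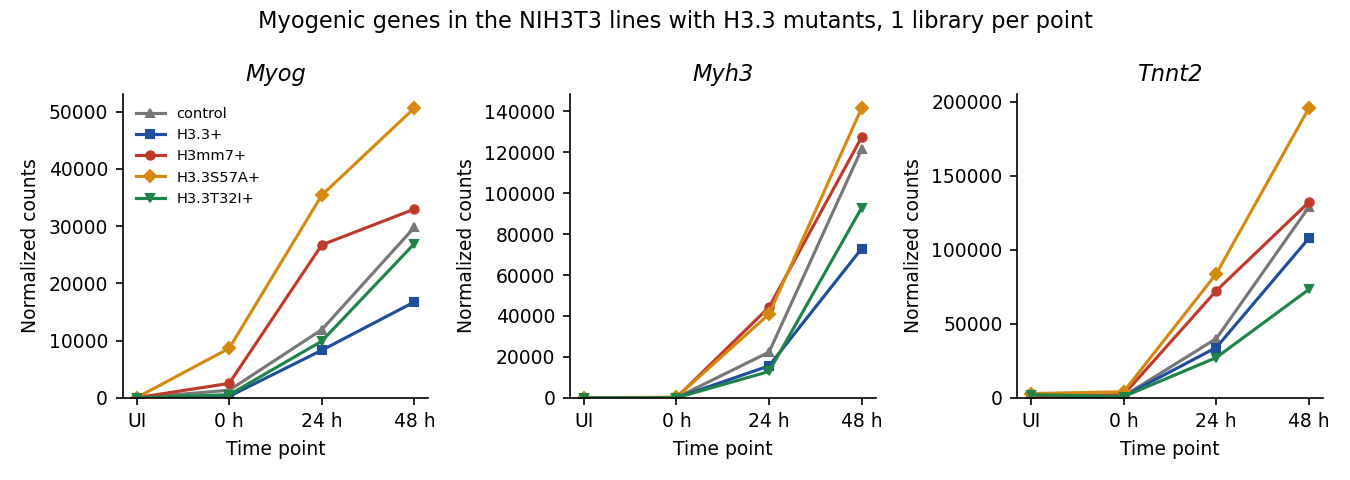
Normalized counts of *Myog*, *Myh3* and *Tnnt2* at UI and at 0, 24 and 48 h in control, H3.3+, H3mm7+, S57A and T32I cells, with 1 library per point. S57A cells lie highest at 48 h for each gene, at 50631, 141617 and 195868.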

As expected, the S57A mutant enhanced the expression levels of *Myh3*, *Myog*, and *Tnnt2* genes upon differentiation stimuli (representative marker genes of skeletal muscle differentiation, Supplementary Fig. 23), whereas the T32I mutant did not.

## Discussion

Here we found that H3mm7 is substantially expressed in skeletal muscle SCs. The loss of H3mm7 resulted in delayed skeletal muscle regeneration upon CTX injury. These data suggest that, although H3mm7 is the sub-variant of H3.3, its functions are required for proper muscle regeneration via specific chromatin formation.

The detection of these minor histone variants has been impaired by their highly homologous coding sequences (76%–98.5% compared with H3.3)^14^. Therefore, we previously employed 3ʹ-seq^28^ to specifically detect the expression levels of novel histone variants in large quantities of RNAs^14^. In the current study, we used CEL-Seq2 to quantify the expression levels of histone variants and confirmed the variant expression in skeletal muscle stem cells and progenitor cells. Although we have focused on H3mm7 expressed in skeletal muscle, these approaches could be applicable to future studies to detect other histone H3 variants in specific tissues. Several KO studies have produced conflicting results. Jang et al. showed that double-KO mice (*H3f3a* and *H3f3b*) resulted in lethality around embryonic stage 3.5 days post coitum^6^; however, in *H3f3b* KO and *H3f3a*-shRNA-suppressed embryonic stem cells, dysfunction of differential potential was observed^29^. It is possible that the function of H3.3 could be disrupted along with the other H3.3 sub-variants because H3.3 sub-variants (H3mm6-H3mm18) share similar shRNA target sequences^8,9^.

The absence of H3mm7 might have disrupted the expression of genes, including those related to skeletal muscle, in the cell population. This non-uniformity in gene expression might manifest as the rate change of gene expression seen in the bulk cell RNA-seq data. Future single-cell analysis might determine whether this rate change phenomenon is mediated by single-cell-level expression variations or from the aggregate of the changes in gene expression levels in each cell. For instance, it has been reported that nucleosome positioning in yeast promoters is involved in the regulation of expression noise^30^. Thus the regulation of nucleosome positioning by H3mm7 might result in the rate change of gene expression. Furthermore, some transcription-repressive chromatin regulatory factors regulate the probability of inactivation of gene expression rather than suppressing gene expression levels in the cell population. This suggests that the presence of a variant in the nucleosome that interacts with a chromatin regulatory factor causes variations in the rate parameters (*k*_on_/*k*_off_) for the activation and inactivation of genes^31^ in the local area of H3mm7 nucleosome sites. To elucidate this, it is necessary to perform single-cell synthetic biological analysis on chromatin containing the variant.

Histone variants might be another vital factor along with transcription factors in determining unique expression profiles of tissues. In our analysis using KO mice, H3mm7 deficiency did not have a dramatic effect on animal development, although a phenotype in adult muscle regeneration was observed. H3mm7 is poorly conserved across species, even in mammals; however, *H3mm7* corresponds to *H3F3AP3* in humans, which also has the A57 residue. In the H3.3 nucleosome, the S57 residue forms a hydrogen bond with the R40 residue of the cognate H4 molecule. The crystal structure of the H3mm7 nucleosome revealed that the A57 residue of H3mm7 does not affect the nucleosome structure, but the residue is unable to form a hydrogen bond with H4 because of the absence of a hydrogen donor (Fig. 4b). Amino acid conservation of such a key residue may be an important hallmark for identification of functional histone variant homologs across species. In-depth molecular evolutionary analysis of these less-conserved histone variants might further our understanding of histone variants as a driving force in evolution. Another histone variant, *H3mm11*, showed an expression pattern closer to that of *H3f3a* than to that of *H3mm7* (Fig. 1a). GFP-H3mm11 was detected in abundance in TSS and its gene expression profile was observed to change after differentiation^14^. Hence, the structural changes in chromatin manifested through various expression patterns of histone variants might contribute to the transition of chromatin status at cell differentiation.

Because H3mm7 and H3.3 had similar patterns of incorporation and histone modification, the observed difference in their functions might be sought in the difference in their amino-acid residues. For instance, the phosphorylation of H3 T32 has been reported for plant and animal cells^32,33^. Since peptides with H3 T32ph have a slightly increased number of interactions with histone chaperones^34^, H3T32I might induce a change in the status of such interactions. H3K56ac is a critical modification for nucleosome assembly in yeast^35,36^ and the S57 residue in H3.3 is replaced by alanine in H3mm7. Phosphorylation of serine 57 promotes a nucleosomal transaction when lysine 56 is acetylated^37^. However, the binary switch model indicates a ‘methyl/phos switch’ between Lys56 and Ser57^38^. This supports the idea that H3mm7 promotes the function of K56ac. Structural and biochemical analyses demonstrated that H3mm7 nucleosomes are unstable without posttranscriptional modification. The modification of S57A-substituted H3.3 will be studied in future.

## Methods

### Ethical statement

All animal procedures were conducted in accordance with the Guidelines for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee (IACUC) at Kyushu University, Nagasaki University and Tokushima University.

### Generation of *H3mm7* KO mice

*H3mm7* KO mice were generated with a genome editing technique as described previously with several modifications^19^. Briefly, in vitro fertilized zygotes (C57BL/6 × C57BL/6) were electroporated with 100 ng/µl Cas9 protein, 100 ng/µl crRNAs, and 100 ng/µl tracrRNA. Two crRNAs targeting upstream and downstream of *H3mm7* gene were used. We designed the target sequences of two crRNAs as follows: H3mm7 crRNA1 (5′-TATAGATAAAGGAATAACTA-3′), H3mm7 crRNA2 (5′-ACATCACTTATCTATTGCTT-3′). Electroporated zygotes were transferred into the oviduct of pseudopregnant female mice, and the mutant mice were born on E19. Cas9 protein, crRNAs, and tracrRNA were purchased from IDT.

### CEL-Seq2 and data analysis

Pax7-CreERT2;Rosa26-YFP mice^39,40^ were treated with tamoxifen to induce yellow fluorescent protein (YFP) in a Pax7-expressing SC population. Tamoxifen dissolved in corn oil (5 µl/g of 20 mg/ml) was injected intraperitoneally into mice daily for 3 days prior to the induction of muscle injury. Muscle injury was induced by the intramuscular injection of 100 µl CTX (10 µM; (Sigma-Aldrich, St. Louis, MO) into the gastrocnemius muscles of anaesthetized mice using a 29-gauge 1/2 insulin syringe. Regenerating muscles were isolated 1 day after CTX injection. Mononuclear cells from uninjured or injured gastrocnemius muscles (quiescent SCs and activated SCs) were prepared using 0.2% collagenase type II (Worthington Biochemical, NJ, USA) as previously described^41,42^. The YFP-positive SC population was sorted using a fluorescence-activated cell sorting (FACS) Aria II flow cytometer (BD Immunocytometry Systems, CA, USA). Debris and dead cells were excluded by forward scatter, side scatter, and PI gating. Data were collected using the FACS Diva software (BD Biosciences, CA, USA). Individual MFs were isolated from the EDL muscle as described previously^42^. Transcriptome analysis of quiescent SCs, activated SCs, and MFs were performed as previously described^17^. The libraries were sequenced using Illumina MiSeq and the reads were mapped to the mouse reference genome (mm10) by the Bowtie 2 software (version 2.2.6)^43^. The 3ʹ-untranslated regions of the histone variants were determined by visualizing the alignments using the Integrative Genomics Viewer. Gene counting was performed using HTSeq^44^ and the counts for a gene with the same UMI were counted as one (UMI counts). The *Z*-scores for each SC marker gene^45^ were calculated with the UMI counts normalized using the DESeq2 software^46^. In addition, Pearson correlation coefficients were calculated with the common logarithm of the UMI counts for those genes with non-zero counts in at least one sample.

### Muscle regeneration studies

Muscle regeneration studies were performed as previously reported, except for the injection of CTX into the TA muscle^47^.

Immunohistochemistry in Fig. 1b was performed as described in ref. ^48^, except that ice-cold acetone was used for fixation instead of paraformaldehyde. Primary antibodies used were rat anti-laminin-2 alpha 4H8-2 (1:200) (L0663, Sigma-Aldrich) and mouse anti-dMHC (RNMy2/9D2) (1:50) (Leica Biosystems, Germany). Secondary antibodies were Alexa Flour 488-labeled goat anti-rat (1:800) (Thermo Fisher Scientific, Yokohama, Japan) and CF 568-labeled goat anti-mouse (1:800) (Biotium, Fremont, CA). Samples were viewed on a Keyence BZ-X700 microscope (Keyence, Osaka, Japan), following mounting with ProLong Diamond Antifade Mountant with 4,6-diamidino-2-phenylindole (DAPI; Thermo Fisher Scientific).

For the immunohistochemistry shown in Supplementary Fig. 4, at 5 days after CTX injection, three cryosections of the TA muscle were prepared from each mouse. Antibodies used were: rabbit anti-Pax7 (PA1-117, Thermo Fisher Scientific, 1:200), rat anti-MyoD^49^ (1:200), rat anti-laminin-2 alpha 4H8-2 (L0663, Sigma-Aldrich, 1:200), and rabbit anti-laminin antibodies (L-9393, Sigma-Aldrich, 1:500). Images were visualized using a fluorescence microscope (BZ-9000; Keyence, ×40 objective). For each section, 4–9 high-power fields were combined. For quantification of Pax7- and MyoD-positive cells, threshold was determined using cytoplasmic signals of non-specific background, DAPI-negative areas were removed, and then areas with specific signals over threshold were counted. Similarly, MFs were defined as areas surrounded by laminin staining, and then the number was counted. Image processing and cell counting were performed using the BZ-X analyzer software.

For cross-sectional area measurements: Frozen sections of mouse TA muscles were stained with hematoxylin and eosin. Images were obtained with a BZ-X700 microscope at 20× objective magnification. MF cross-section areas (μm^2^) were measured using the BZ-X analyzer (Keyence, Osaka, Japan).

### Cells

C2C12 cells were grown in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 20% fetal bovine serum. Undifferentiated cells were harvested at 60–70% confluence. Differentiated cells were transferred to DMEM containing 2% horse serum upon reaching confluence. NIH3T3 cells were infected with retrovirus-expressing MyoD as described previously^10^. These cells were purchased from the American Type Culture Collection (ATCC, VA, USA).

### Generation of GFP-fused histone H3 variant cell lines

*H3f3a* and *H3mm7* cDNAs were used for the expression of H3.3 and H3mm7 as previously reported^14^. H3.3 S57A and H3.3 T32I cDNAs were generated by the site-directed mutagenesis method for the *H3f3a* cDNA template. cDNAs were ligated into the Bidirectional Tet Expression Vector pT2A-TRETIBI (modified Clontech Tet-On system), which contains TolII transposon elements and an EGFP cDNA located upstream of the cDNA sequence (GFP-H3: N-terminus)^14^. pT2A-TRETIBI/EGFP-H3 variant transfection was performed using Lipofectamine 2000 (Life Technologies, Carlsbad, CA). NIH3T3 cells at 50% confluence were transfected with an expression vector (2 µg plasmid DNA per well in a 6-well plate), pCAGGS-TP encoding transposase (provided by Dr. Kawakami), and pT2A-CAG-rtTA2S-M2 and incubated for 24 h. To create cell lines with the stable expression of GFP-H3 variants, the transfected cells were cultured for 14–21 days in the presence of 1 µg/ml doxycycline and 1 mg/ml G418. GFP-positive cells were selected by FACS.

### Generation of H3mm7 KO C2C12 cell lines

H3mm7 genomic loci were disrupted using the CRISPR/Cas9 system. Sequences of the form N20-NGG in the assigned region were first extracted using the Bowtie software (version 0.12.8). Then unique sequences, such that variations with less than three mismatches do not exist outside the considered region, were selected as candidates for gRNAs^50^. A gRNA sequence targeting H3mm7 (Chromosome 13: 117,358,212-117,358,622; GRCm38) was cloned into pSpCas9 (BB)-2A-GFP (PX458, Addgene). The plasmid was transfected into C2C12 sells using Lipofectamine 2000 Transfection Reagent (Thermo Scientific), in accordance with the manufacturer’s instructions. To delete the H3mm7 gene locus completely, we performed transfection in three stages with three pairs of gRNAs. At 24 h after the transfection of the first pair, GFP-positive cells were isolated by cell sorting. The second pair of gRNAs was then transfected in these cells. Finally, at 24 h after the transfection of the third pair, GFP-positive cells were sorted into 96-well plates to establish single-cell clones that were subjected to genotyping by PCR. *H3mm7*^−/−^ (homo deletion of *H3mm7* loci) clones were obtained by detection using Sanger sequencing and amplicon sequencing. The gRNA and primers used in this study are listed in Supplementary Table 4. For rescue experiments, the pT2A-TRETIBI/H3mm7-EGFP or H3.3-EGFP cDNA plasmids (C-terminus) were stably transfected into *H3mm7*^−/−^ C2C12 cell lines (it was confirmed that both C- and N-terminus tags of histone H3 produced comparable effects in C2C12^10,14^). GFP-positive cells were selected as rescue clones by FACS.

### FRAP

FRAP was performed as described^51^ using a confocal microscope (FV-1000; Olympus) with a 60× PlanApoN Oil SC NA = 1.4 lens. A confocal image of a field containing 2–5 nuclei was collected (800 × 800 pixels, zoom 1.2, scan speed 2 µs/pixel, pinhole 800 µm, 4 line averaging, BA505 emission filter, and 0.1% transmission of 488-nm Ar laser), one half of each nucleus was bleached using 100% transmission of a 488-nm laser, and images were collected using the original setting at 5 min intervals.

### Immunocytochemistry

Cells were plated in 24-well plates (ibidi USA Inc., WI, USA), washed twice with phosphate-buffered saline (PBS), fixed with 1% paraformaldehyde in PBS for 10 min, permeabilized with 0.5% Triton X-100 in PBS, and washed twice with PBS. A 15 min incubation with Blocking One (Nacalai Tesque Inc.) was followed by a 2 h incubation with mouse anti-MHC (Calbiochem, 1:100; Fig. 1d) diluted with 10% Blocking One in PBS at room temperature. The wells were then washed three times with PBS and incubated for 30 min at room temperature with CF568-labeled goat anti-mouse (1:1000; Biotium Inc.) and bisbenzimide H33342 fluorochrome trihydrochloride (Hoechst) (1:5000; Nacalai Tesque Inc.) diluted with 10% Blocking One in PBS. Wells were washed three times in PBS and mounted in ibidi mounting medium (ibidi USA, Inc.). Images were visualized using a fluorescence microscope (BZ-9000; Keyence). The fusion index was evaluated using the ImageJ software.

### Immunoblotting

Cells were washed twice with PBS, centrifuged, and then resuspended in 2× sodium dodecyl sulfate (SDS) sample buffer. The samples were separated by SDS-polyacrylamide gel electrophoresis (PAGE) and transferred to a polyvinylidene fluoride membrane with a Trans-Blot Turbo Transfer System (Bio-Rad Laboratories, Hercules, CA). The membrane was blocked for 1 h in 5% (w/v) skim milk in Tris-buffered saline containing 0.05% (v/v) Tween 20 (TBST), then incubated with primary antibodies in Hikari Solution A (Nacalai Tesque Inc.) followed by incubation with horseradish peroxidase-labeled secondary antibodies and detection using Chemi-Lumi One Ultra (Nacalai Tesque Inc.). The primary antibodies used in Supplementary Fig. 7 included rabbit anti-Hsp90 (H-114, Santa Cruz Biotechnology, 1:1000) and anti-H3-C (1G1, hybridoma supernatant, 1:1000)^52^. Secondary antibodies were horseradish peroxidase-conjugated anti-rabbit and anti-rat IgG antibodies (NA934 and NA935, GE Healthcare, 1:5000). Cells were fractionated into soluble and chromatin fractions^51^ and the total amount of H3 in these fractions was determined. Cells were washed twice with PBS and then lysed in ice-cold physiological buffer (100 mM CH_3_COOK, 30 mM KCl, 10 mM Na_2_HPO_4_, 1 mM DTT, 1 mM MgCl_2_, 1 mM ATP, 0.1% Triton X-100, and protease inhibitor cocktail). Lysates were incubated for 10 min on ice and then centrifuged at 1000 × *g* for 5 min. The supernatants including soluble fractions were pelleted to be concentrated by trichloroacetic acid precipitation. The pellets and chromatin were resuspended in 2× SDS sample buffer. Lamin B1 (12987-1-AP, Proteintech, 1:1000) antibody was used as nuclear loading control. Uncropped images are given in Supplementary Fig. 24.

### Quantitative RT-PCR

Total RNA was isolated and reversed-transcribed with PrimeScript Reverse Transcriptase (Takara Bio Inc.) and an oligo dT primer according to the manufacturer’s instructions. qPCR was performed using Thunderbird qPCR Mix (Toyobo Co., Ltd.). Primers are listed in Supplementary Table 5. qPCR data were normalized to *Gapdh* expression levels and presented as the mean ± standard deviation of three independent experiments.

### Variant-specific qRT-PCR

Allele-specific real-time PCR was employed to detect the expression of H3mm7^53^. SCs were expanded from Pax7-positive SCs, most of which were activated^54^. Real-time PCR amplification and detection were performed in a Pico Real-Time PCR machine under standard thermocycling conditions: 30 s at 95 °C, 45 cycles of 5 s at 95 °C, 30 s at 55 °C, and 30 s at 72 °C. The expression level of H3mm7 was evaluated as the ratio relative to the level of *H3f3a*. The primers used are listed in Supplementary Table 6.

### Chromatin immunoprecipitation

ChIP assays were performed as described previously with some modifications^9^. Briefly, cultured cells were cross-linked in 0.5% formaldehyde and suspended in ChIP buffer (5 mM PIPES, 200 mM KCl, 1 mM CaCl_2_, 1.5 mM MgCl_2_, 5% sucrose, 0.5% NP-40, and protease inhibitor cocktail; Nacalai Tesque Inc.). The samples were incubated for 15 min on ice, sonicated for 5 s three times, and digested with micrococcal nuclease (1 µl; New England Biolabs, Ipswich, MA) and Ribonuclease A (1 µl; Nacalai Tesque Inc., Kyoto, Japan) at 37 °C for 40 min. The digested samples were centrifuged at 15,000 × *g* for 10 min. Supernatant containing 4–8 µg DNA was incubated with a rat monoclonal antibody against GFP (Bio Academia Co. Ltd., 1A5, 2 µg) and mouse monoclonal antibodies against H3K4me3 (2 µg)^55^ or H3K27me3 (2 µg)^56^ pre-bound to magnetic beads at 4 °C overnight with rotation. The immune complexes were eluted from the beads using 1% SDS in TE, followed by washing with ChIP buffer and TE buffer (both twice). Cross-links were reversed, and DNA was purified by a Qiaquick PCR purification Kit (Qiagen, Valencia, CA).

### ChIP-seq

ChIP libraries of GFP, H3K27me3, and H3K4me3 were prepared using the NEBNext Ultra DNA Library Prep Kit for Illumina (New England Biolabs) with biological duplicates. The libraries were sequenced on Illumina HiSeq 1500 sequencers. The data were aligned to mouse genome (GRCm38) using HISAT2 (version 2.0.4), and the uniquely mapped reads were retained for the following analysis. For the visualization of ChIP-seq signals on the Integrative Genomics Viewer, read counts of 100 bp bins in the genome were normalized as reads per million (RPM; multiplying a scaling factor of 10^6^/total number of reads). The RPM counts of each bin were then smoothed by averaging each center ±5 adjacent bins (smoothing with 1000 bp window).

### RNA-seq

Total RNA at the growth and differentiated (i.e., post-differentiation) states for C2C12 cells and NIH3T3 cells were obtained as described above. Library preparation and sequence analysis were performed according to the manufacturer’s protocol (NEBNext Ultra Directional RNA Library Prep Kit for Illumina). In the analysis of *H3mm7*^−/−^ C2C12 cells using DESeq2 software, the interaction effect was tested using a likelihood ratio test with the full model: Time (Growth, 24, 48 and 72 h) + Condition (*H3mm7*^−/−^ and *H3mm7*^*+/+*^ cells) + Time × Condition (interaction term), vs. the reduced model: the full model without the interaction. In response to the result of the test (no genes had interactions), the DEGs from the reduced model were employed in the subsequent analysis. The contrasts of the Condition term (log2FC of *H3mm7*^−/−^ vs. *H3mm7*^*+/+*^) of 3505 genes met the criteria: Benjamini and Hochberg corrected Wald *p* < 0.1 and baseMean >100 (the average expression level for all conditions). The DEGs in the RNA-seq data of NIH3T3 cells, which have four time points (UI, 0, 24, and 48 h) and three conditions (H3.3+, H3mm7+, and WT), were extracted by fitting the model without interaction as performed in C2C12 cells. The preranked GSEA^57^ with the log2FC values of DEGs was performed using the fgsea package^58^ and visualized using the DOSE package^59^ in R. The regularized log-transformed (rlog function in DESeq2) read counts of genes were utilized as the gene expression level in the following analysis. *K*-means clustering, kmeans function in R with the options: *k* = 6, algorithm = “Lloyd”, nstart = 200, iter.max = 1000, was performed against the regularized log counts of the extracted DEGs. Linear discriminant analysis was done using the lda function in the MASS package of R with the given class label of the clusters.

### ATAC-seq

For ATAC sequencing, 50,000 sorted cells were centrifuged at 800 × *g* for 5 min, followed by a wash using 500 µl of cold PBS and centrifugation at 800 × *g* for 5 min. Cells were lysed using cold lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% IGEPAL CA-630). Immediately after lysis, nuclei were spun at 500 × *g* for 10 min using a refrigerated centrifuge. Next, the pellet was resuspended in the transposase reaction mix (10 µl 2× TAPS + DMF buffer, 1.5 µl transposase (in house)^60^ and 8.5 µl nuclease-free water). The transposition reaction was carried out for 30 min at 37 °C and immediately placed on ice. Directly afterwards, the sample was purified using a Qiagen MinElute Kit. Following purification, the library fragments were amplified using custom Nextera PCR primers 1 and 2 for a total of 15 cycles. Following PCR amplification, the libraries were purified using a Qiagen MinElute Kit. Paired-end sequencing was performed with 100 cycles on an Illumina HiSeq 1500 platform. The differentially accessible genes were extracted using DESeq2. We employed an index of gene accessibility as the ATAC-seq read counts in a promoter region (2 kb upstream from TSS). The fitted model is: Time (UI, 0, 24, and 48 h) + Clone (H3mm7+, H3.3+, and WT cells), with the option: fitType = “local”.

### Purification of nucleosomes with mouse histone variants

All recombinant histones (H2A, H2B, H4, H3.3, H3mm7, and H3.3 mutants) were bacterially produced and purified by Ni-NTA agarose chromatography followed by MonoS chromatography (GE Healthcare) as previously described^61,62^. To form histone complexes (H2A–H2B dimer and H3–H4 tetramer), H2A and H2B or H3 and H4 were mixed at an equimolecular ratio in 20 mM Tris-HCl (pH 8.0) buffer, containing 7 M guanidine hydrochloride and 20 mM 2-mercaptoethanol. After the samples were dialyzed against a refolding buffer (10 mM Tris-HCl (pH 7.5), 1 mM EDTA, 2 M NaCl, and 2 mM 2-mercaptoethanol), histone complexes were purified by chromatography on Superdex 200 gel filtration column (GE Healthcare), as previously described^63^. The nucleosomes were reconstituted with the H2A–H2B dimer, the H3–H4 tetramer, and the 146 base-pair DNA derived from human alpha-satellite DNA by the salt-dialysis method^63^. The reconstituted nucleosomes were purified using Prep Cell apparatus (Bio-Rad)^64^.

### Crystal structures for the mouse H3.3 and H3mm7 nucleosomes

Purified nucleosomes containing H3.3 or H3mm7 were crystallized by the hanging-drop vapor diffusion method^62^. For X-ray diffraction experiments, nucleosome crystals were soaked in a reservoir buffer (20 mM potassium cacodylate (pH 6.0), 45–60 mM MnCl_2_, 35–45 mM KCl) supplemented with 30% 2-methyl-2,4-pentanediol and 2–3% trehalose. The crystals were flash-cooled in liquid nitrogen. Diffraction data of the nucleosomes were collected at BL41XU beamline station in SPring-8 (Harima, Japan) and at BL1A, BL5A, and BL17A beamline stations in Photon Factory (Tsukuba, Japan). The diffraction data were analyzed by HKL2000 and CCP4^65,66^. The structures were solved by the molecular replacement method with the *Phaser* program using the structure of the human H3.3 nucleosome (PDB ID: 3AV2) as the search model^64,67^. The structural refinement was performed by the PHENIX and COOT software^68,69^. The H3.3 and H3mm7 nucleosome structures were determined at 2.87 Å and 3.45 Å resolutions, respectively. The structural data have been deposited in the RCSB Protein Data Bank [PDB ID: 5XM0 (for H3.3 nucleosome) and 5XM1 (for H3mm7 nucleosome)]. All structure figures were generated with the PyMOL software (http://www.pymol.org). The detailed list of the data collection and refinement statistics are shown in Supplementary Table 7.

### Thermal stability assay

For the thermal stability assay of the nucleosomes, purified nucleosomes were mixed with 5× SYPRO Orange (Sigma-Aldrich) in 10 mM Tris-HCl buffer (pH 7.5) containing 100 mM NaCl and 1 mM dithiothreitol, and the experiments were performed as described previously^27^. The intensities of fluorescence signals emitted from SYPRO Orange bound to denatured histones were normalized relative to the signal at 95 °C.

### Salt-resistance assay

For salt-resistance assays of the nucleosomes^62^, purified nucleosomes were incubated at 55 °C in 10 mM Tris-HCl buffer (pH 7.5), containing 1 mM dithiothreitol and NaCl (0, 500, 600, or 700 mM), for 1 h. The samples were then analyzed by non-denaturing PAGE stained by ethidium bromide.

### Code availability

The codes used for our deep-sequencing data analysis are available at https://github.com/kazumits/DataAnalysisForH3mm7.

### Data availability

The next-generation sequencing data are deposited in GEO [GEO: GSE104389] and in the DNA Data Bank of Japan [DDBJ: DRA005975, DRA006453], and the structures of the H3.3 and H3mm7 nucleosomes are archived at Protein Data Bank [PDB: 5XM0, 5XM1].

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Histone H3.3 sub-variant H3mm7 is required for normal skeletal muscle regeneration
**Source:** Nat Commun. 2018 Apr 11;9:1400. doi: 10.1038/s41467-018-03845-1
**Supplement:** Supplementary file 1 — Supplementary Information

## **Histone H3.3 sub-variant H3mm7 is required for normal skeletal muscle regeneration**

Harada, Maehara et al.

# Supplementary Information

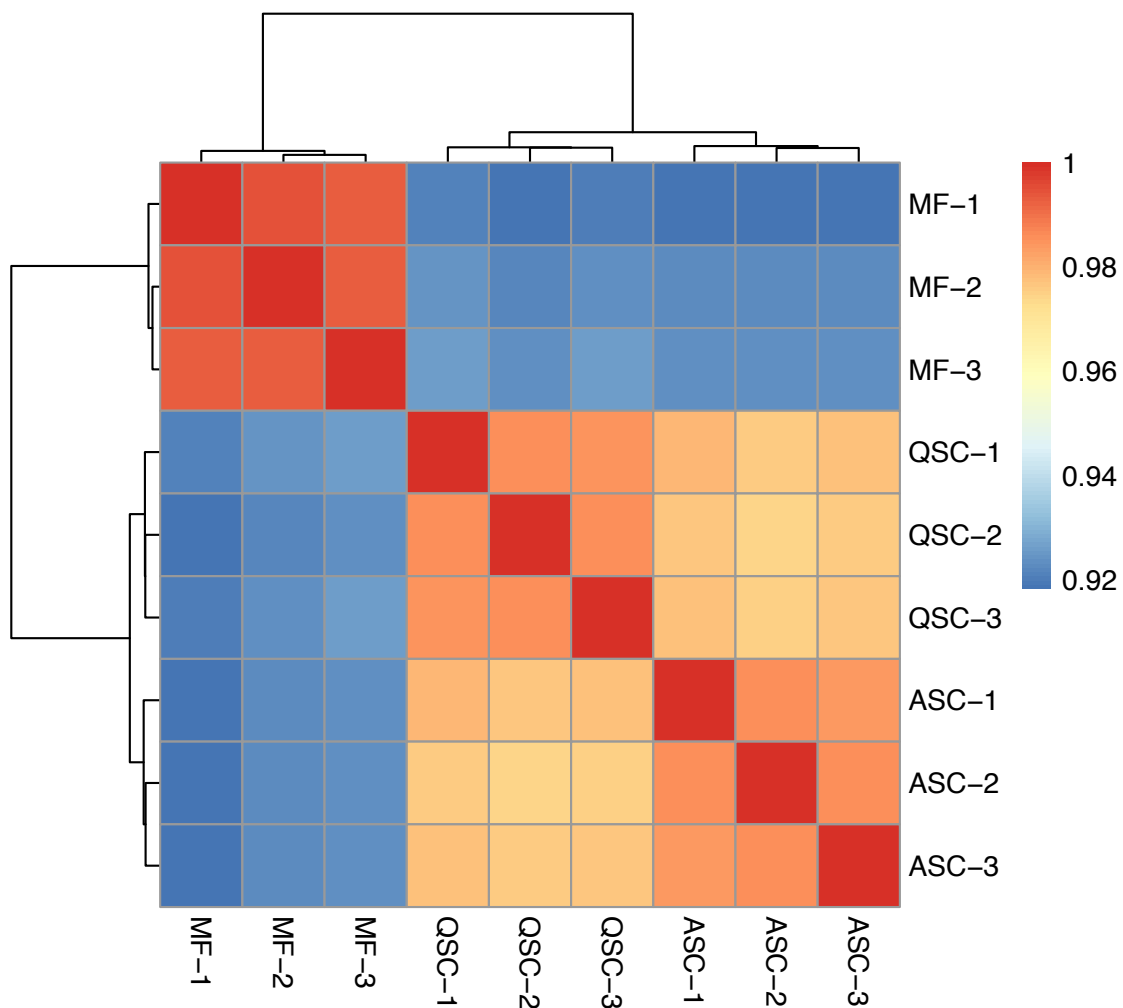

**Supplementary Figure 1** | Reproducible quantification of gene expression in the skeletal muscle tissue sample using CEL-Seq2. The colors indicate the Pearson correlation coefficients of gene expression profiles. The abbreviations are QSC (quiescent satellite cells), ASC (activated satellite cells) and MF (myofiber) and the numbers (-1, 2, 3) indicate the index of the replicates.

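The matrix was computed anew from the counts of the 9 isolated-cell samples, as Pearson's r of the common logarithm of the count plus 1 over the 21831 genes counted in at least 1 sample. This is a correlation across genes, and genes are not independent replicates. The median r of a pair was 0.823 within quiescent SCs, 0.828 within activated SCs and 0.934 within MFs. Pairs of a quiescent and an activated SC sample had r between 0.782 and 0.804, and the 18 pairs of an SC and an MF sample had r between 0.631 and 0.654. Over the 7438 genes counted in every sample, the median r of SC and MF pairs fell from 0.639 to 0.443.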

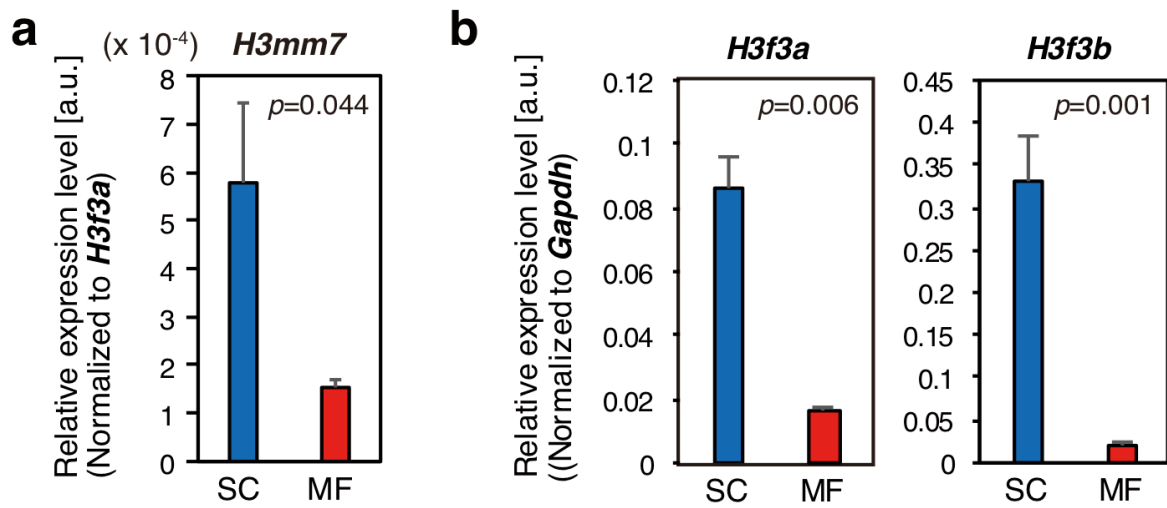

**Supplementary Figure 2** | *H3mm7* is expressed in satellite cells. The RNA expression levels of *H3mm7* (allele specific PCR), *H3f3a* and *H3f3b* (RT-qPCR) in satellite cells and myofibers are shown ( $n=3$ ). The relative expression level to *H3f3a* (**a**) and *Gapdh* (**b**). The abbreviations are SC (satellite cell) and MF (myofiber). Two-sided Welch's *t*-test was performed ( $n=3$ ).

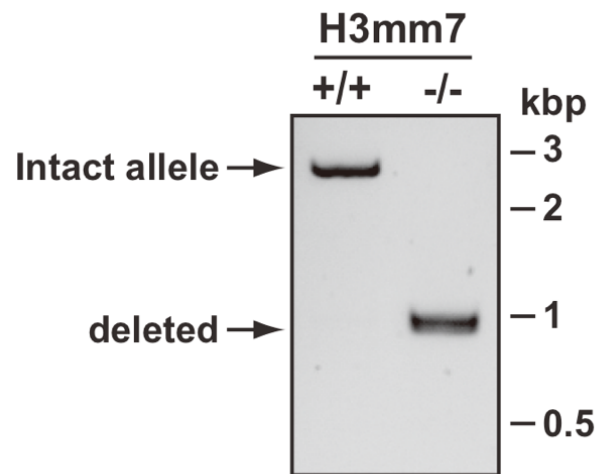

**Supplementary Figure 3** | Agarose gel electrophoresis pattern of mouse genotyping. H3mm7<sup>+/+</sup> and H3mm7<sup>-/-</sup> represent the PCR products from the wild-type (Intact) and knockout alleles (deleted), respectively.

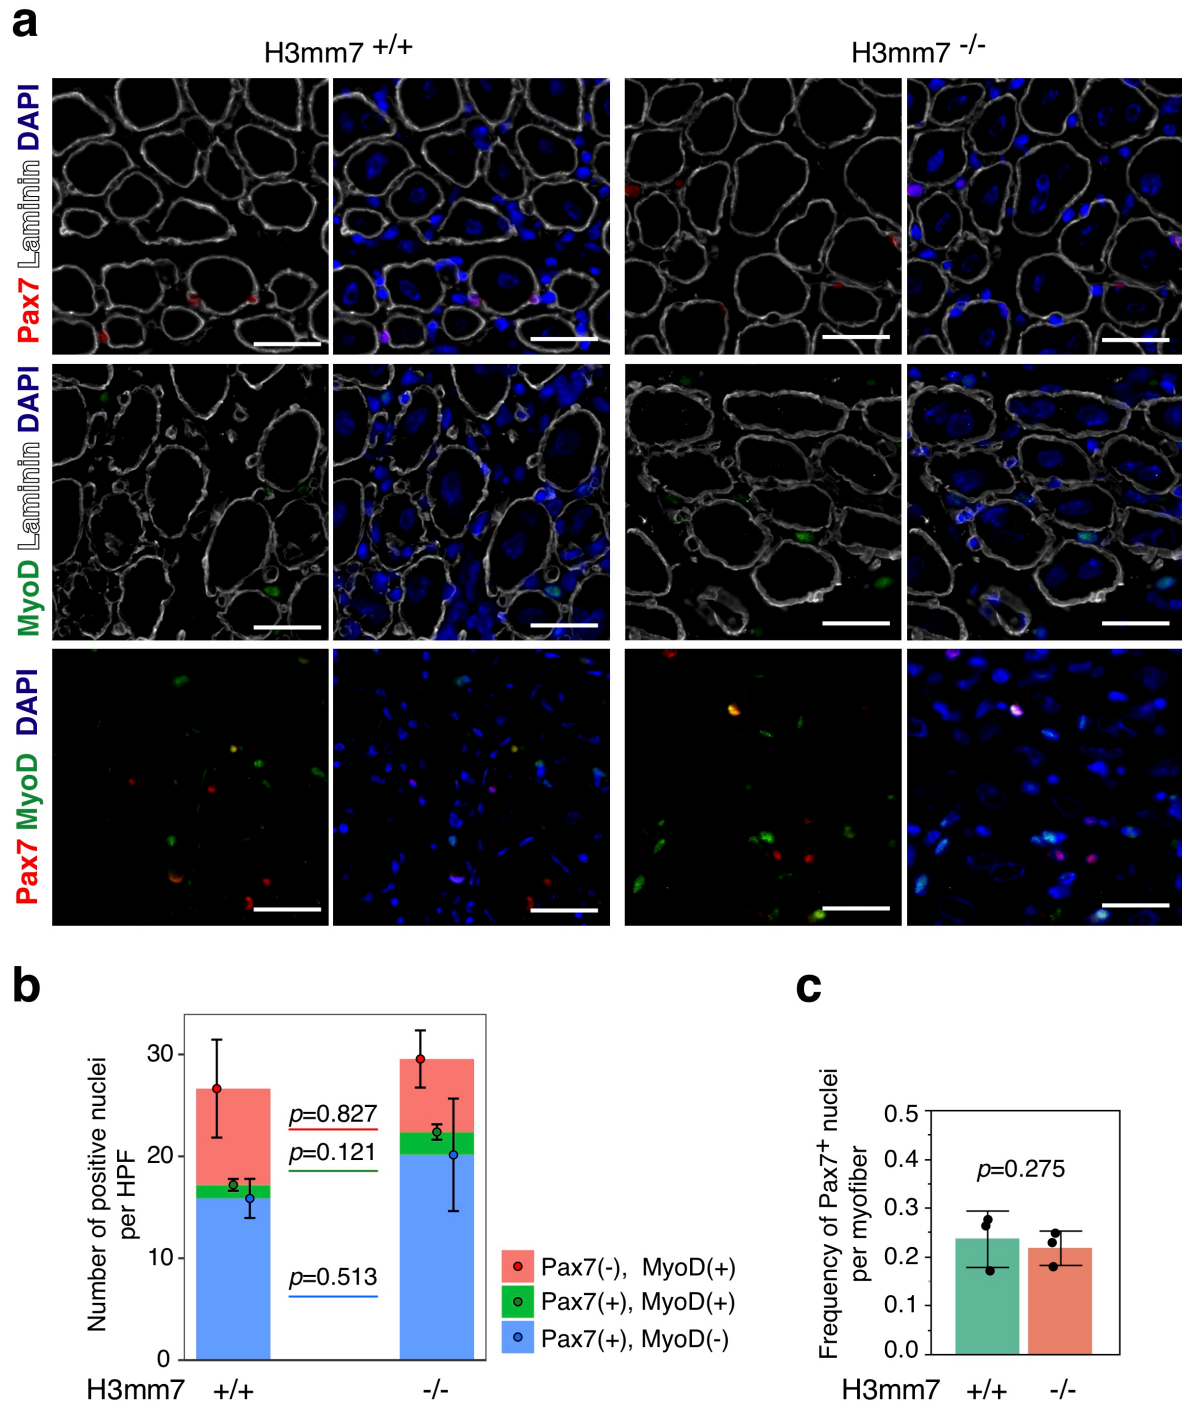

**Supplementary Figure 4** | H3mm7 knockout did not affect the number of satellite cells at day five after CTX injury. **(a)** Representative images of immunohistochemistry. The bars are

25  $\mu\text{m}$ . **(b)** Populations of Pax7(+)/MyoD(-), Pax7(+)/MyoD(+), and Pax7(-)/MyoD(+) cells out of total Pax7(+) and/or MyoD(+) cells are plotted ( $>377$  cells for each mouse). For each population, no significant difference was obtained between wild-type and knockout mice. **(c)** Frequency of Pax7(+) cells per regenerated myofiber containing a central nucleus is plotted ( $>1000$  myofibers for each mouse). For each population, no significant difference (Wilcoxon signed-rank test) was obtained between wild-type and knockout mice.

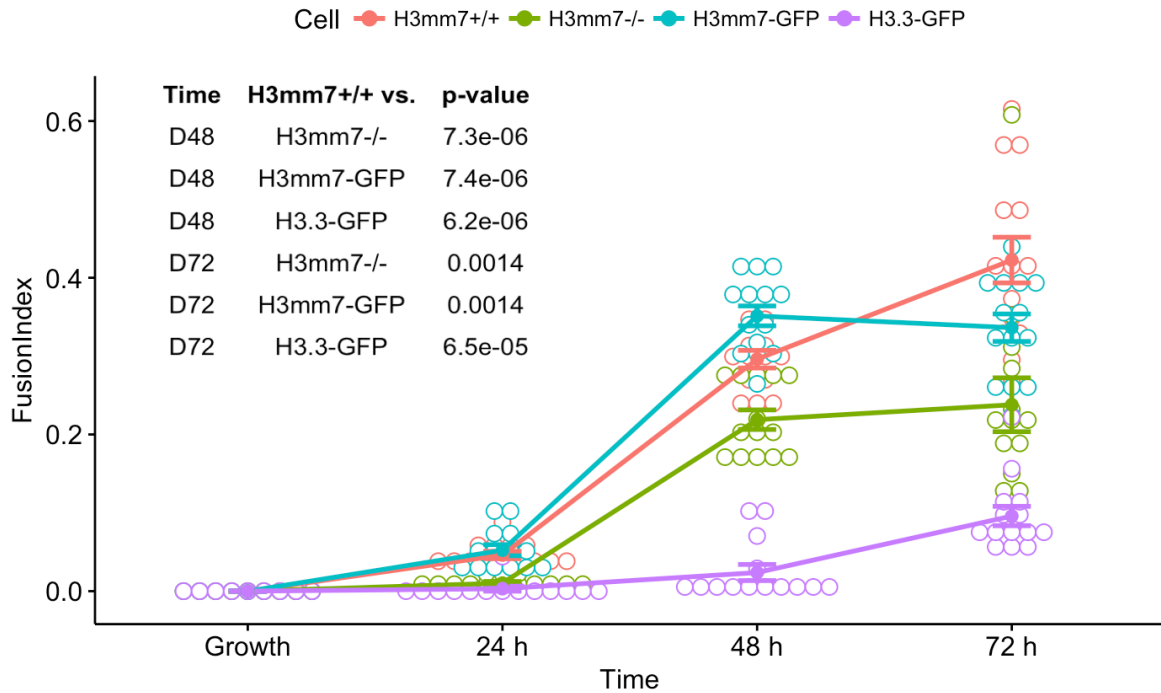

**Supplementary Figure 6** | *H3mm7<sup>-/-</sup>* resulted in a reduction of multinucleated myofiber formation. Each dot indicates the average fusion index with the standard errors of H3mm7<sup>+/+</sup> (red), H3mm7<sup>-/-</sup> (green) and rescued cells expressing H3mm7 (blue) and H3.3 (purple), respectively. The circles indicate each measurement. The Wilcoxon signed-rank test was performed to compare against the fusion-index of H3mm7<sup>+/+</sup> at each time-point. The results are shown at upper-left ( $n=14$  and  $p < 0.01$  for every pair).

**a**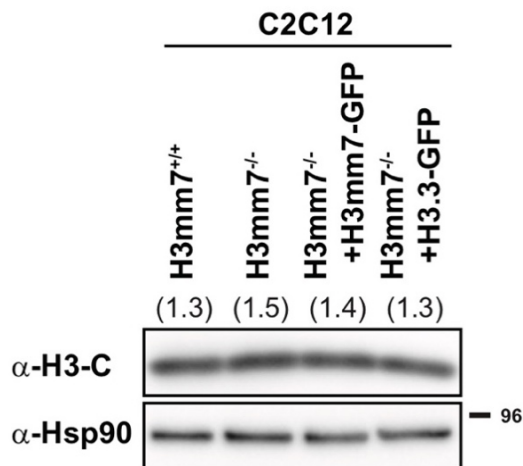**b**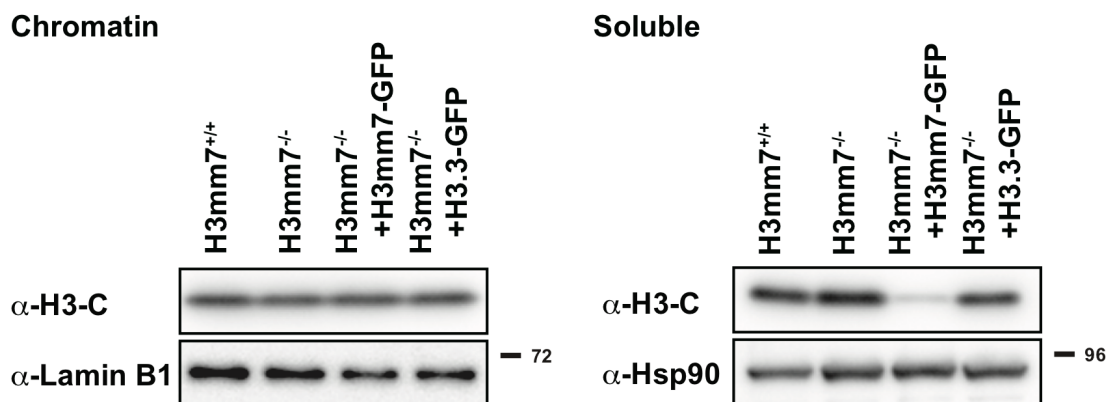

**Supplementary Figure 7** | The *H3mm7* deletion and rescued cells with over-expressed GFP-fused H3 variants in C2C12 cells did not affect the total amount of endogenous H3. **(a)** Immunoblotting was performed to analyze whole H3 levels. Hsp90 levels were monitored as a loading control. The band intensities in parentheses are the ratios of the total H3 level to the level of Hsp90. **(b)** Total H3 levels in chromatin and soluble fractions. Lamin B1 levels were used as nuclear loading control.

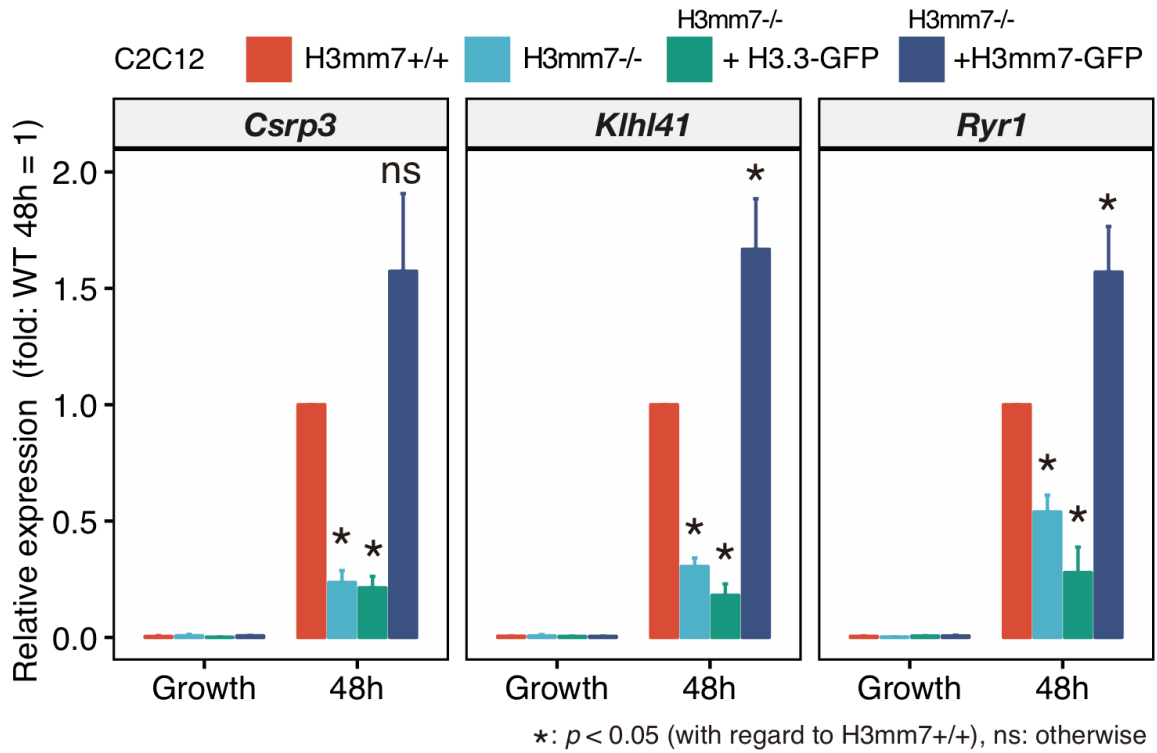

**Supplementary Figure 8** | H3mm7 knockout decreased the gene expression levels of skeletal muscle components during differentiation. The expression levels relative to H3mm7<sup>+/+</sup> C2C12 cells at 48 h after differentiation stimuli were measured by RT qPCR. The error bars are  $\pm 1$  SD. All tests were performed with regard to H3mm7<sup>+/+</sup> at 48h using two-sided Welch's  $t$ -test ( $n=3$ ).

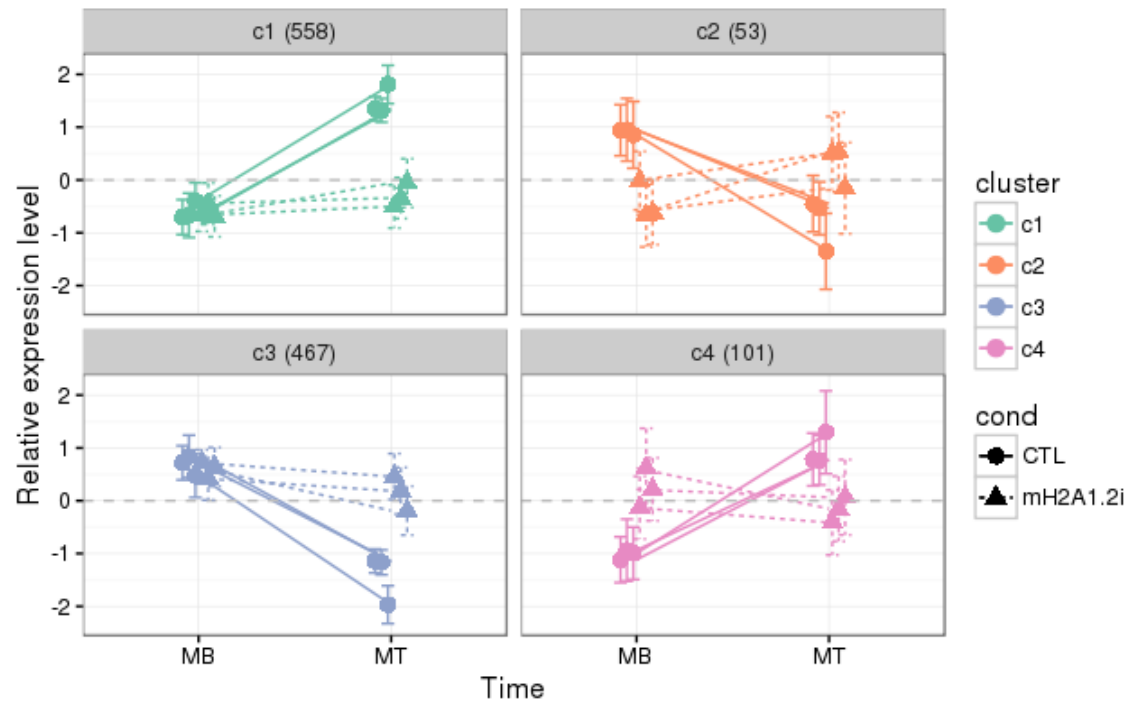

**Supplementary Figure 9** | DEGs with interaction terms in si-mH2A1.2 in C2C12 cells. The four clusters of non-parallel patterns were extracted using the published RNA-seq data [NCBI SRA: SRP067391]. The data were analyzed as in Figure 2a, b (see RNA-seq data analysis section in Materials & Methods). The numbers of the genes in the clusters are indicated in parentheses. Abbreviations: MB = myoblast, MT = myotube, cond = cell condition (cell-type), CTL = control C2C12 cells, mH2A1.2i = MacroH2A1.2 siRNA-transfected C2C12 cells.

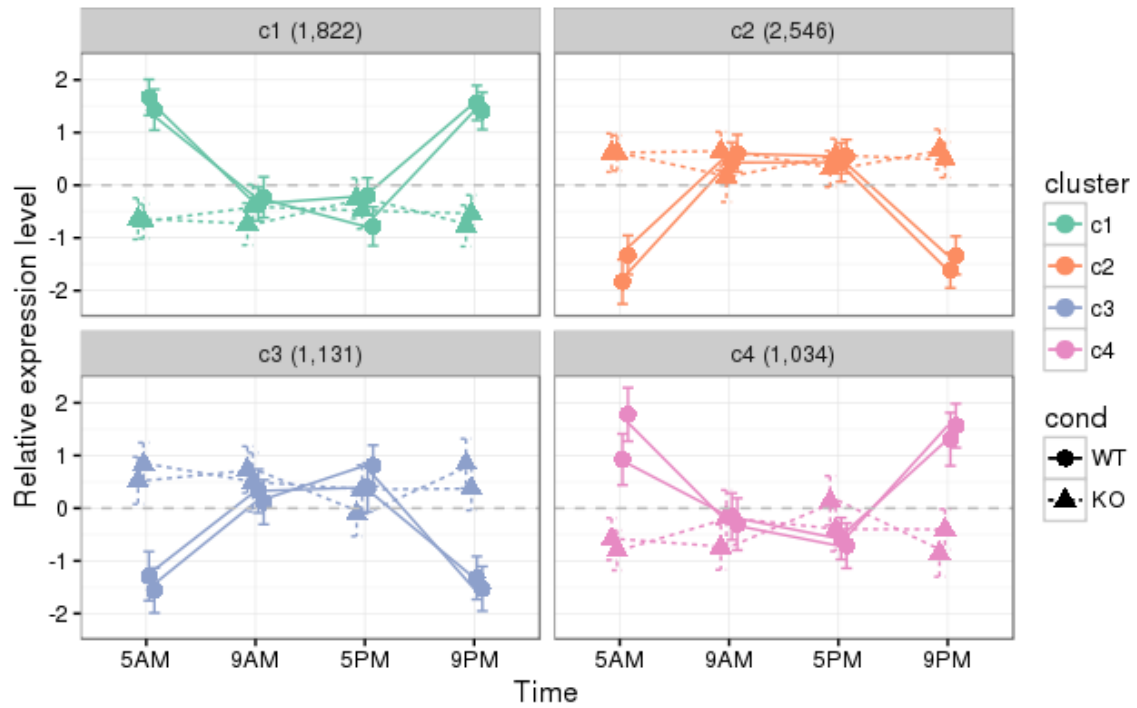

**Supplementary Figure 10** | DEGs with interaction terms in a mouse hip cartilage sample of *Bmal1* knockout mice [NCBI SRA: ERP009958]. The data analysis was performed as shown above. Abbreviations: cond = cell condition (cell-type), CTL = control, WT = wild-type mice, KO = *Bmal1* knockout mice.

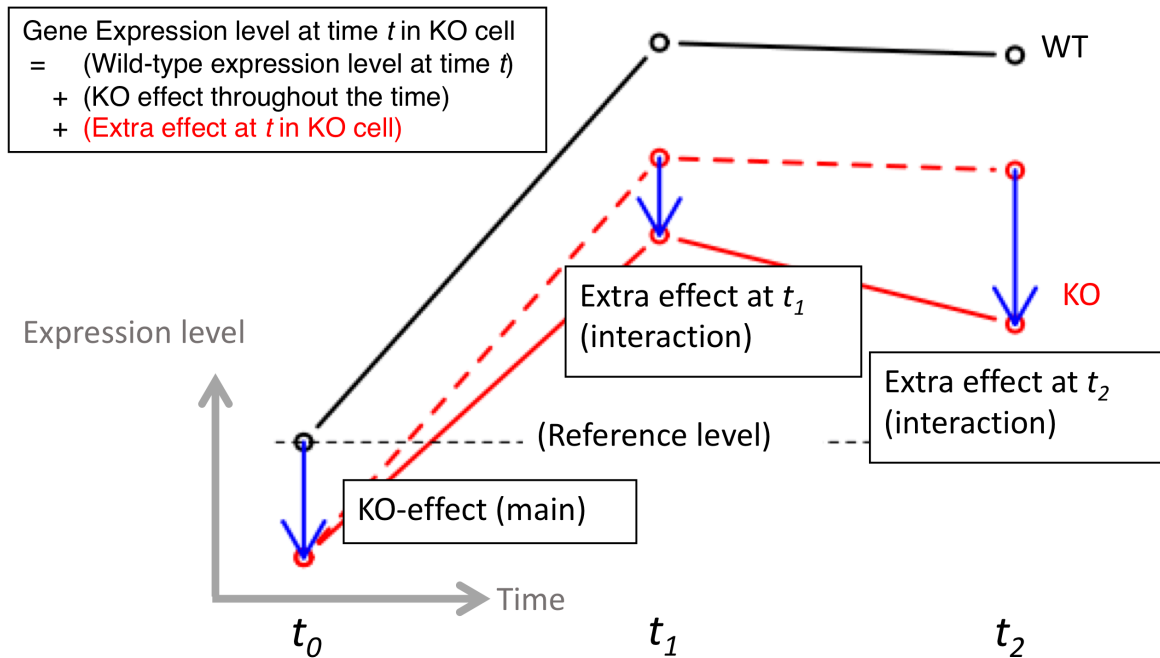

**Supplementary Figure 11** | Illustration of interaction terms in a statistical linear model. Any genes expression pattern in the three time points and two conditions (arbitrary six points in coordinates of time and expression level) can be equivalently represented as the sum of six individual *effect* terms: the reference levels (baseline; the expression level of WT at  $t_0$ ), the time effect at  $t_1$  and  $t_2$  (the differences from reference level), the main effect (an offset from the reference in KO condition) and two interaction terms (the extra effect) at  $t_1$  and  $t_2$ . Note that the time-course pattern of KO becomes parallel to WT if there are no interaction terms (i.e., there is only the main effect; the dotted line).

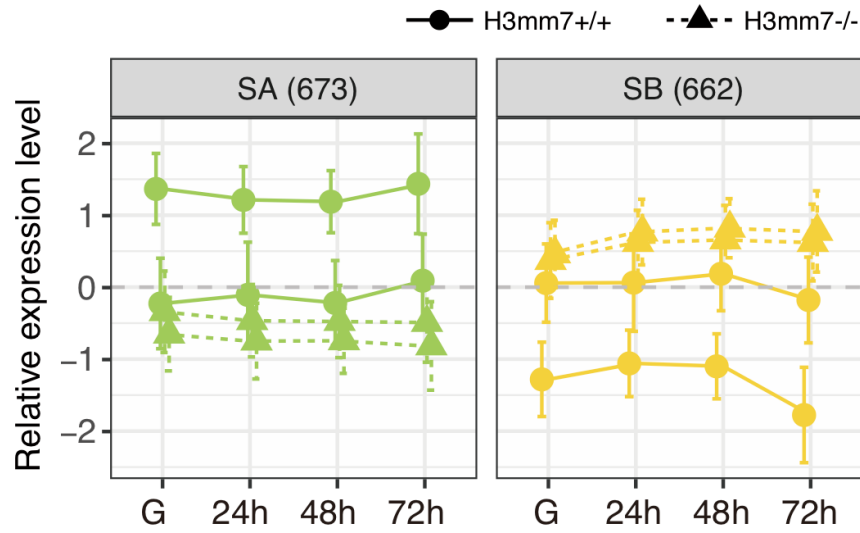

**Supplementary Figure 12** | Patterns of the variation in the basal expression level of housekeeping genes in the two independent clones of *H3mm7*<sup>+/+</sup> C2C12 cells were extracted as clusters SA and SB in addition to the clusters in Figure 2b. Because the basal levels were different in the replicates of *H3mm7*<sup>+/+</sup>, DESeq2 captured the difference in average expression level between *H3mm7*<sup>-/-</sup> and *H3mm7*<sup>+/+</sup>.

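The difference between the 2 *H3mm7*+/+ clones was tested over their 8 libraries, with a term for time and the 4 time points as the only replication, so the test compares these clones only. Of 15821 genes, 4610 were called, 1922 higher and 2688 lower in replicate 2. DESeq2 called 4859. The most extreme genes were *Gm5335*, with 0 counts in replicate 1 and 259 to 507 in each library of replicate 2, and *Gm7336*, with 137 to 2296 in those of replicate 1 and 0 in replicate 2. Both are processed pseudogenes, whose reads can be shared with their parent genes. *Eef1a1*, the paper's control gene in Fig. 1e, was lower in replicate 2, with a log2 fold change of −1.86 (standard error 0.186, adjusted p = 7.8e-06 from edgeR's quasi-likelihood test), *Des* was lower by −1.01 (standard error 0.194, adjusted p = 0.0016) and *Ckm* was higher by 0.73 (standard error 0.249, adjusted p = 0.0441). In simulated counts, 195 of 200 genes changed by 2 on the log2 scale were found.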

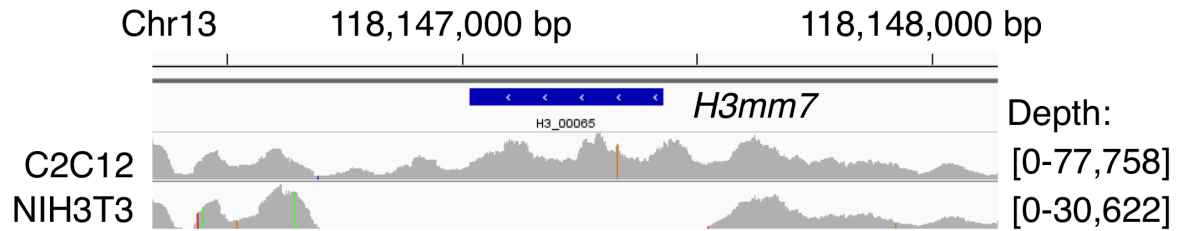

**Supplementary Figure 13** | NIH3T3 cells naturally lack the *H3mm7* locus. The IGV snapshot shows the depths of genomic reads from input DNA control samples (amplicon sequence) around the *H3mm7* gene locus. The input DNA control sample of C2C12 cells is shown as a control.

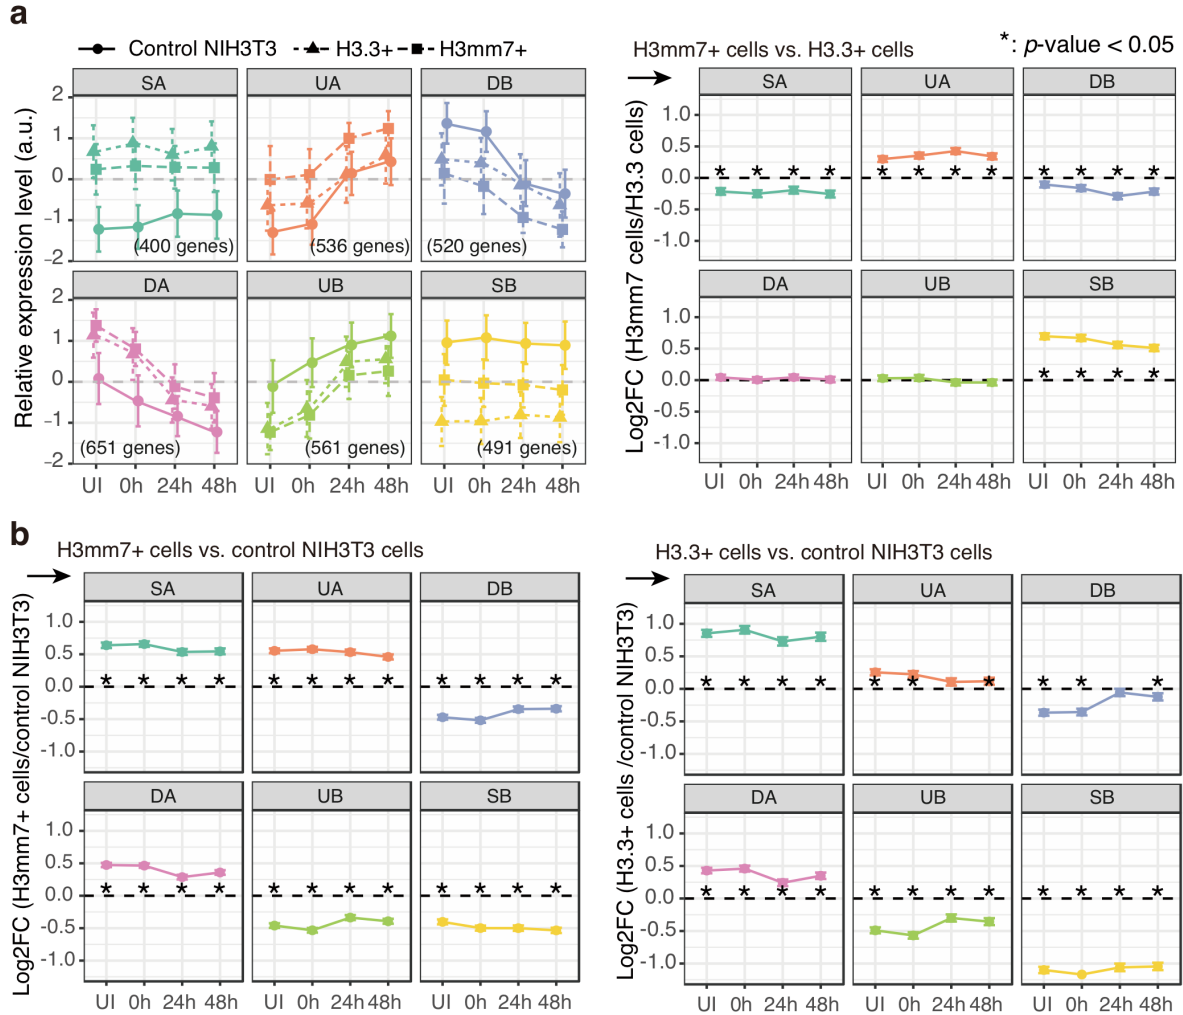

**Supplementary Figure 14** | H3mm7 markedly enhanced the up-regulation (UA) and down-regulation (DB) of genes during differentiation. **(a)** The differences between the average relative expression levels of H3.3+ and H3mm7+ cells at each time point are shown. The left panel from Figure 3b was added here for clarification. **(b)** The differences between the average relative expression levels of H3.3+ (left) vs. control, and H3mm7+ vs. control NIH3T3 cells (right) at each time point. The error bars are 95% confidence intervals of the differences. The asterisk marks the  $p$ -value < 0.05 (null hypothesis: the difference is 0) of a two-sided  $t$ -test after Bonferroni correction for multiple comparisons.

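The mean differences of panel a were computed anew over the genes of each cluster, with 1 library per line and time point. In DB, H3mm7+ minus H3.3+ was −0.08 at UI, −0.12 at 0 h, −0.22 at 24 h and −0.17 at 48 h. In SB it was 0.55, 0.54, 0.44 and 0.41, and in SA −0.18, −0.21, −0.17 and −0.22. The SD over the genes of a cluster, which is not an error of the mean between libraries, was 0.649 in UA at UI and 0.350 in DB.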

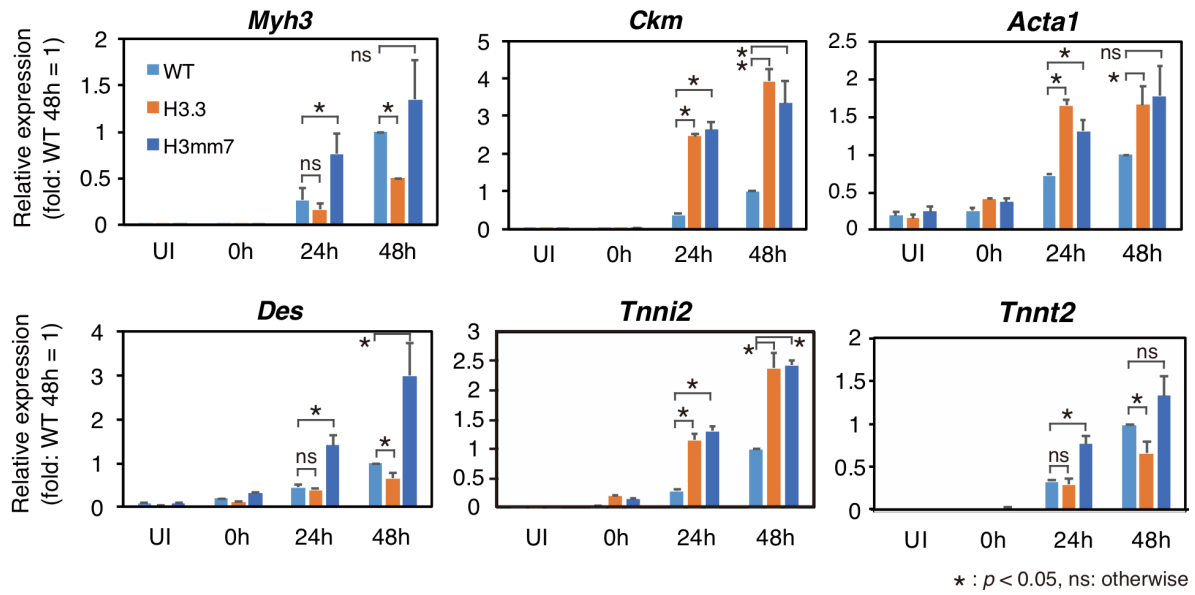

**Supplementary Figure 15** | H3mm7 enhanced the upregulation of skeletal muscle markers during differentiation in NIH3T3 cells. The expression levels relative to WT cells at 48 h after differentiation stimuli were measured by RT qPCR. The error bars are  $\pm 1$  SD. Two-sided Welch's  $t$ -test was performed ( $n=3$ ).

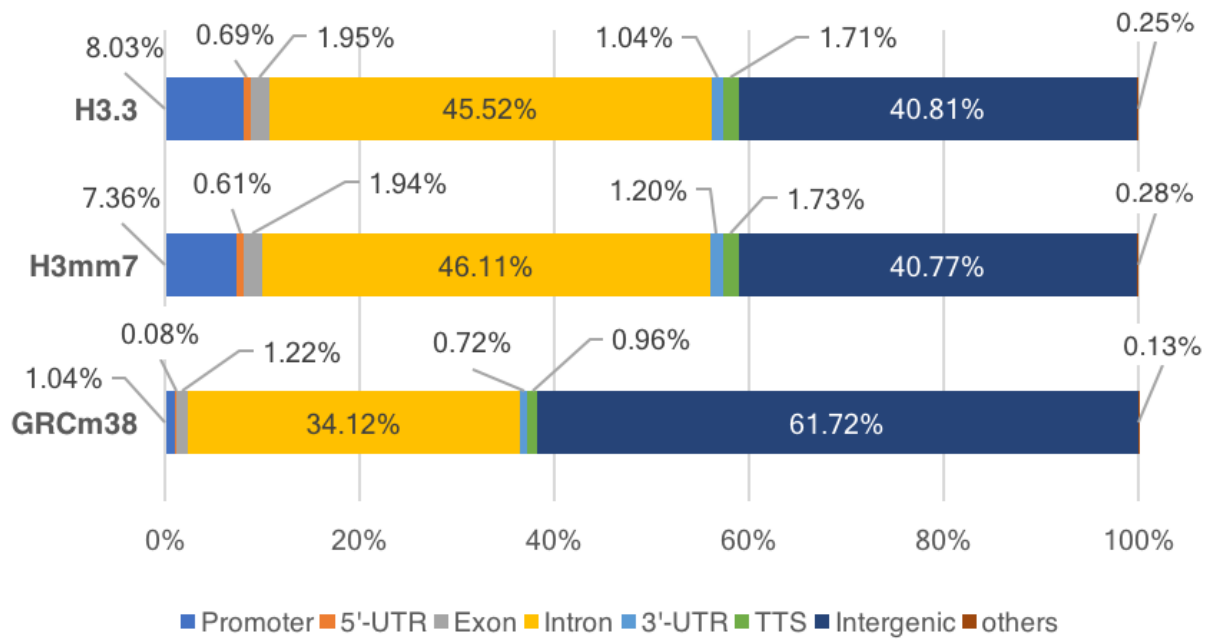

**Supplementary Figure 16** | H3.3 and H3mm7 peaks show analogous genomic feature distributions in comparison with the whole genome. The GFP ChIP-seq peaks were derived (H3.3: 21,852 peaks, H3mm7: 19,463 peaks) with BCP software (version 1.1) by running the command BCP\_HM, with the options -f 200 -w 200 -p 0.001. These were annotated using HOMER (version 4.8) by running annotatePeaks.pl with the option -annStats. The third bar “GRCm38” is added as a control indicating the genomic distribution of the whole HOMER annotations. The promoter enrichment of peaks was evaluated using the binomial test ( $p = 10^{-918}$  for H3.3 and  $10^{-702}$  for H3mm7 compared to the random distribution of peaks in the reference genome GRCm38).

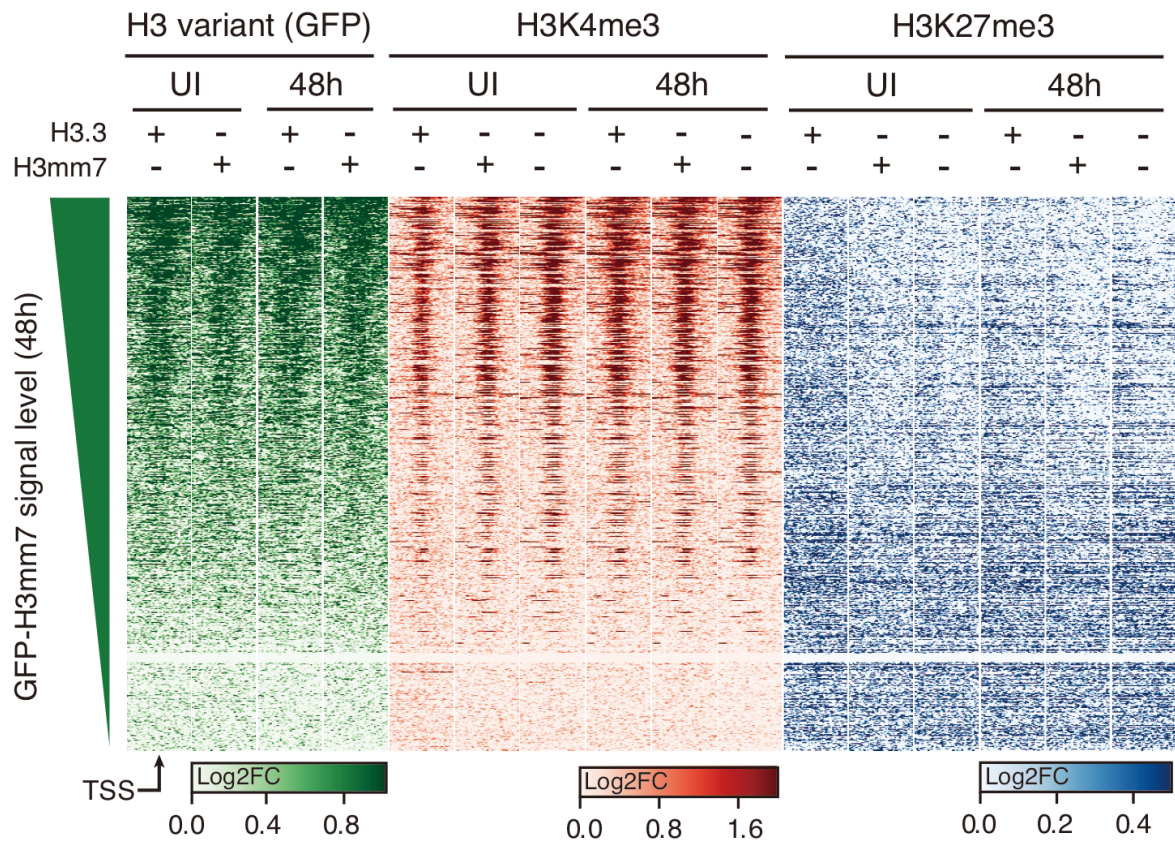

**Supplementary Figure 17** | Both GFP-H3.3 and GFP-H3mm7 signal levels were positively correlated to active marks and negatively correlated to repressive marks of histone modification. The heatmap shows the ChIP-seq signal levels (log2FC of ChIP/Input signals) on gene promoters (TSS  $\pm$  5 kb). The genes (rows) were ordered by GFP-H3mm7 signal levels.

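The sign of these relations was computed across the 17281 promoters at UI, in the 2 kb upstream regions and not over the wider window of the figure. With the marks of control cells, which have an input of their own, GFP-H3mm7 had r of 0.680 for H3K4me3 and −0.499 for H3K27me3, and GFP-H3.3 had 0.734 and −0.494. Within a line both ratios share 1 input column, and r was 0.705 and −0.376 in H3mm7+ and 0.713 and −0.155 in H3.3+ cells. Promoters are not independent replicates.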

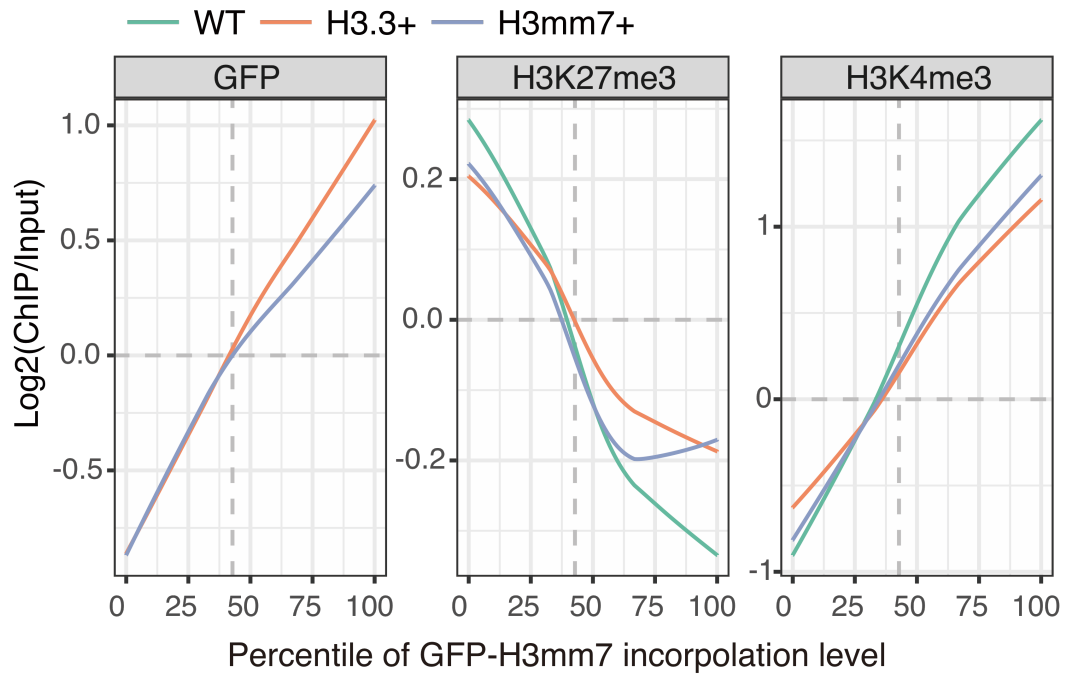

**Supplementary Figure 18** | Low impact of H3mm7 incorporation on histone modifications. The average ChIP-seq signal levels in each condition (WT/H3.3+/H3mm7+) were ordered by GFP-H3mm7 signal level at 48 h after MyoD infection. The log<sub>2</sub> fold-change of ChIP-seq signal was calculated as  $\log_2(\text{ChIP}/\text{Input})$  after the median of ratio normalization of ChIP and the corresponding input sample.

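In place of the 1730 promoters with the most GFP-H3mm7, the 4321 with the most gave a difference of −0.33 between H3mm7+ and control cells for H3K4me3 and of 0.13 for H3K27me3. H3mm7+ minus H3.3+ over the 1730 promoters was 0.28 for H3K4me3 and −0.01 for H3K27me3, without replicates.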

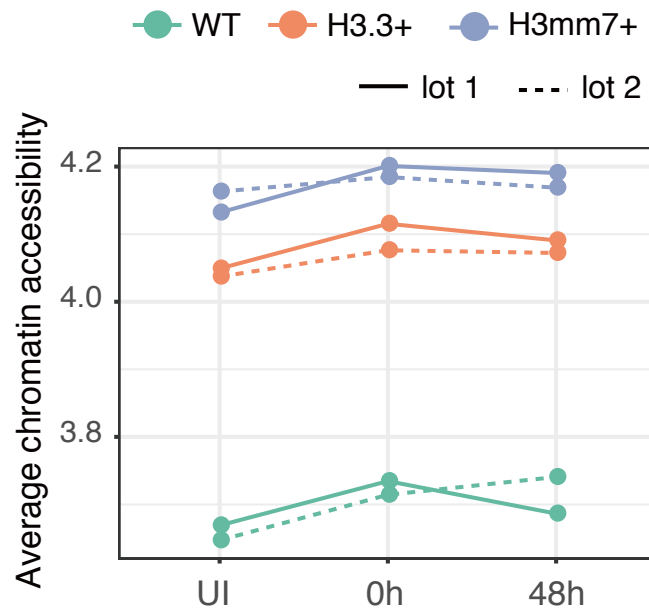

**Supplementary Figure 19** | Greater chromatin accessibility was acquired by H3mm7 incorporation. The average chromatin accessibility levels of the differentially accessible genes (H3mm7+ vs. control NIH3T3 cells) are shown at each time point. Replicates (lot2) are shown as dotted lines.

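The promoters in the figure are those called between H3mm7+ and control cells, which are chosen by the difference that it shows. Over the clusters of expression, which were made without the ATAC-seq counts, the mean at UI, 0 and 48 h in cluster SA was 6.09, 6.08 and 6.06 log2 CPM in H3mm7+ cells (n = 2 at each), 6.20, 6.19 and 6.14 in H3.3+ cells, and 5.88, 5.82 and 5.84 in control cells.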

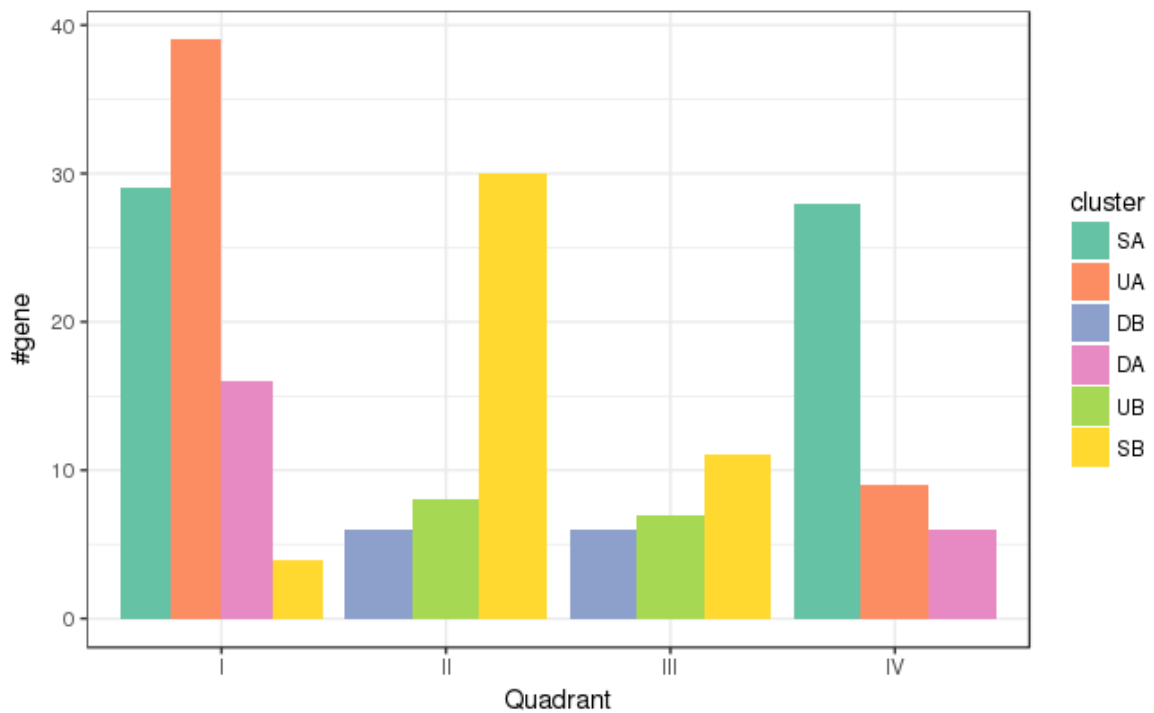

**Supplementary Figure 20** | The number of genes in cluster UA were preferentially located in the I-th quadrant. The heights of the bars indicate the number of genes (points) that are located in each quadrant in Figure 3c.

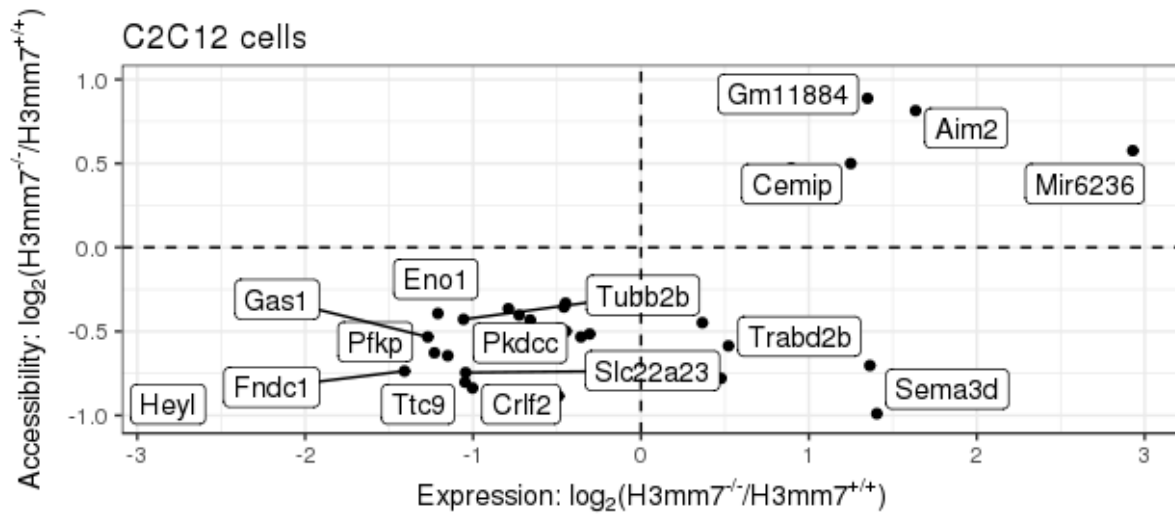

**Supplementary Figure 21** | Gene expression levels were down-regulated where the chromatin accessibility of a gene promoter was decreased in H3mm7<sup>-/-</sup> C2C12 cells. The X-axis shows  $\log_2$  fold-change of gene expression (H3mm7<sup>-/-</sup> to H3mm7<sup>+/+</sup>) and the Y-axis shows  $\log_2$  fold-changes of ATAC-seq read counts (H3mm7<sup>-/-</sup> to H3mm7<sup>+/+</sup>) in gene promoters shown in Figure 3c.

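Further genes that the figure names, besides *Heyl*, *Crlf2* and *Sema3d*, were *Trabd2b* (ENSMUSG00000070867, chromosome 4 from 114406724 to 114615098), with a log2 fold change of −0.89 in accessibility (standard error 0.215, adjusted p = 0.0067 from edgeR's quasi-likelihood test), not called without *H3mm7*-/- replicate 2 (−0.77) or *H3mm7*+/+ replicate 1 (−0.84), and *Aim2* (ENSMUSG00000037860, chromosome 1 from 173350879 to 173466040), with 1.13 (standard error 0.251, adjusted p = 0.0025), not called without *H3mm7*+/+ replicate 1 (0.80) or *H3mm7*-/- replicate 1 (0.93).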

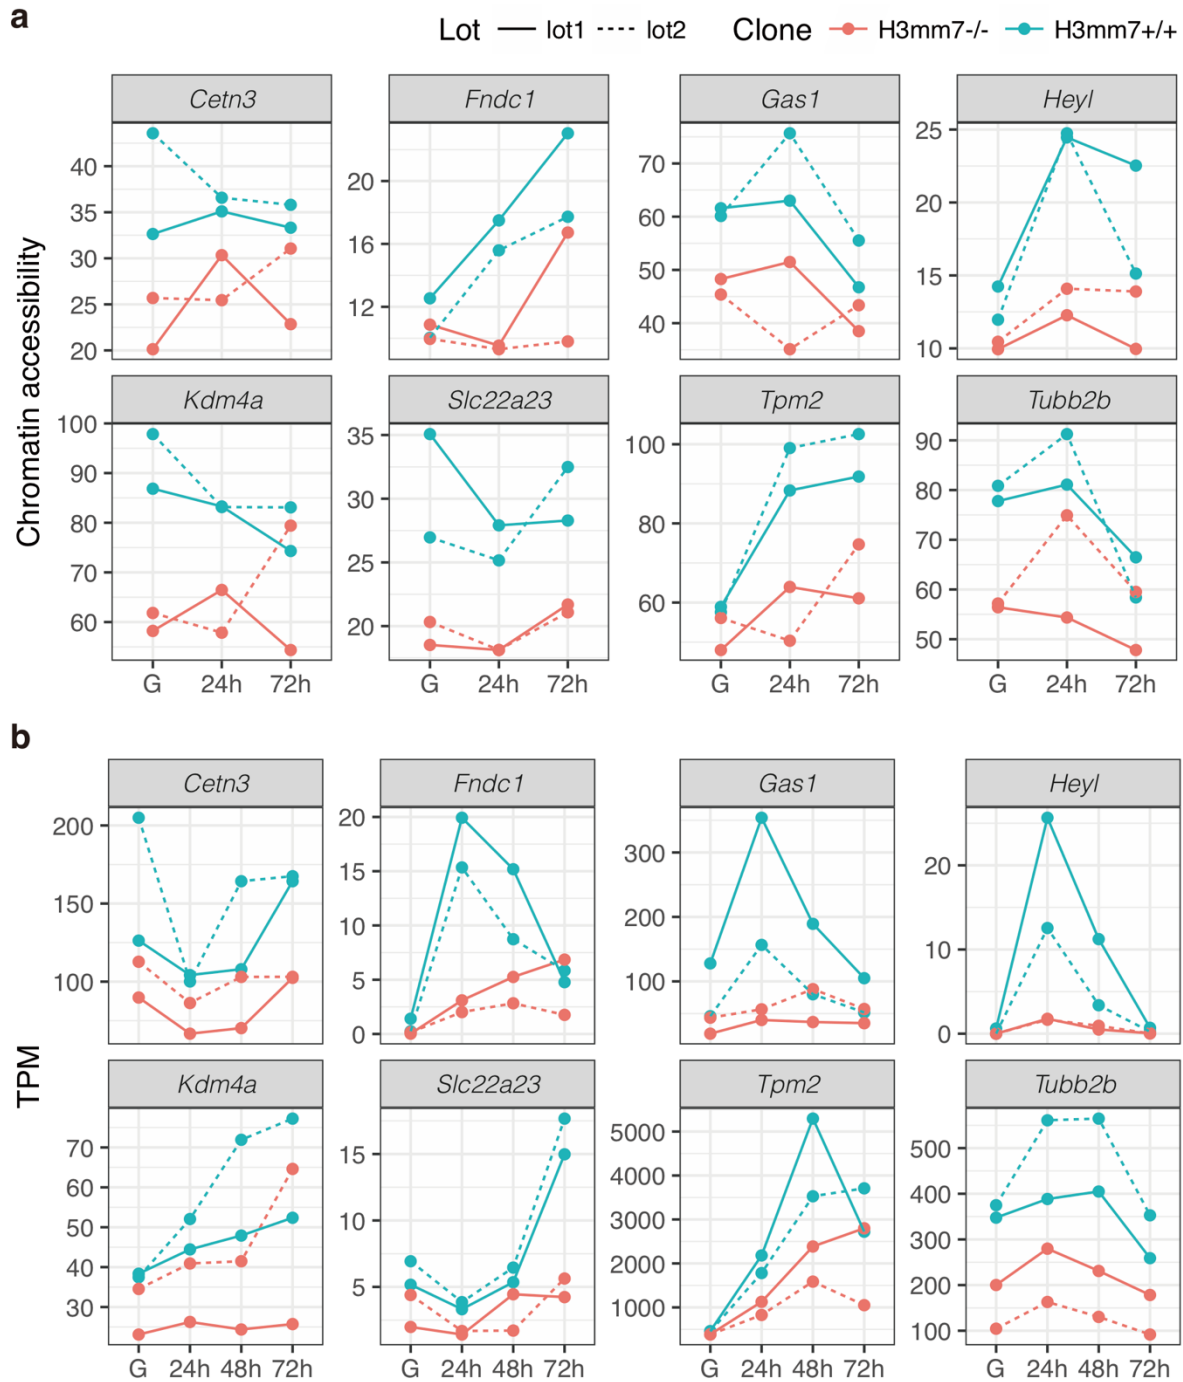

**Supplementary Figure 22** | Representative genes with decreased chromatin accessibility and the corresponding expression levels in H3mm7<sup>-/-</sup> C2C12 cells. **(a)** Y-axis shows chromatin accessibility levels of gene promoter regions, and **(b)** the corresponding expression levels (TPM; transcripts per million) of the genes over the differentiation time course of C2C12 cells.

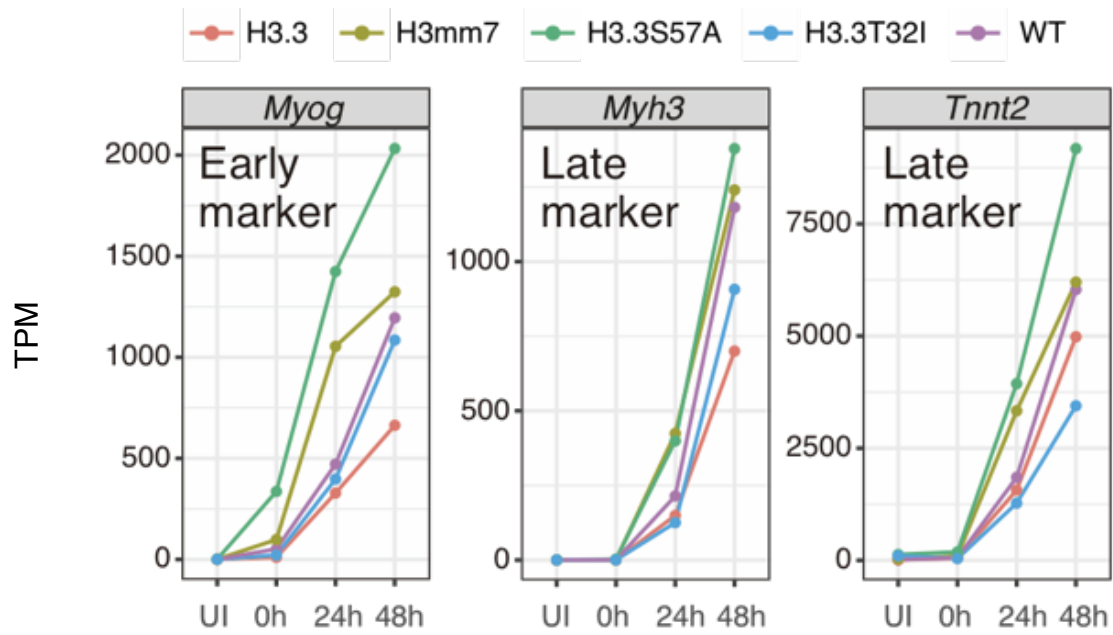

**Supplementary Figure 23** | The ectopic expression of H3.3S57A enhanced the expression level of myogenic genes upon differentiation. The expression level (TPM) of representative differentiation marker genes, *Myog* (early marker), *Myh3* (late) and *Tnnt2* (late) are shown.

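At 24 h *Myog* had 35404 normalized counts in S57A, 9906 in T32I, 8316 in H3.3+, 26720 in H3mm7+ and 11912 in control cells, without replicates. *Myh3* had 141617, 92905, 72936, 127362 and 121548 at 48 h, in the same order. The figure gives TPM, which divides by transcript length and was not computed here.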

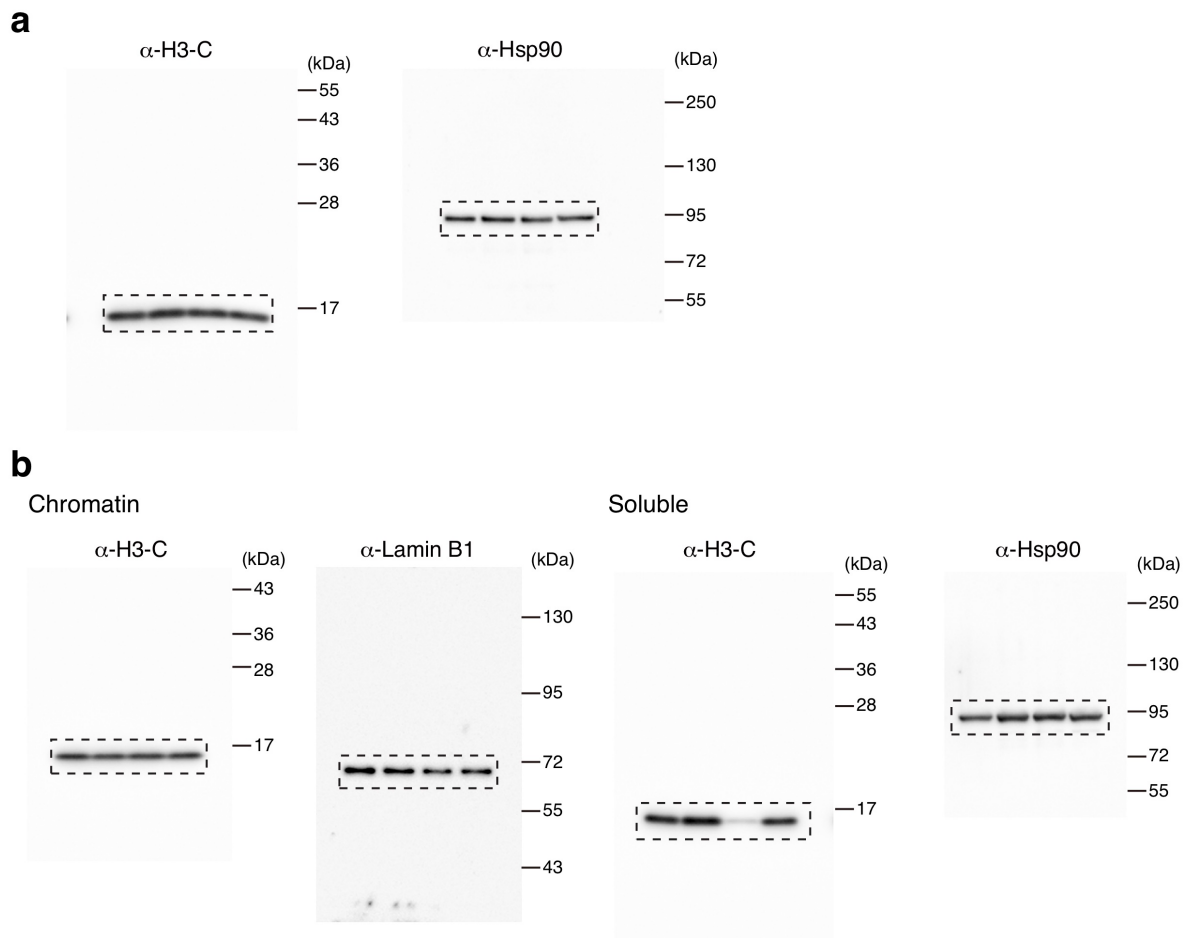

**Supplementary Figure 24** | Uncropped images of immunoblotting. The dotted boxes indicate the cropped regions presented in Supplementary Figure 7.

**Supplementary Table 1** | The expression levels of satellite cell marker genes in *H3mm7<sup>-/-</sup>* mice were comparable to those in *H3mm7<sup>+/+</sup>* mice at day 5 and 14 after CTX injury. The numbers show the log<sub>2</sub> fold-changes at each comparison. The blank cells (with “-”) indicate that the fold-changes of the genes did not pass the statistical test (adjusted *p* > 0.3). The underlined genes are from the gene set from Figure 1a. The fitted model in DESeq2 is: *Expression level* = *Intercept* + *Genotype effect* (*H3mm7<sup>+/+</sup>* or *-/-*) + *Injury effect* (+ or -) + *Day effect* (5 or 14) + *Day & Injury effect* (interaction).

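The table lists log2 fold changes of the DESeq2 model for 29 genes that differed by genotype and for 23 satellite cell genes. All values the table prints were set beside the fold changes of edgeR for the same terms. Each of the 29 genotype genes had the sign of the table here and lay within the standard error of the table's value, 25 of them passed an adjusted p of 0.3 over all genes tested, and none passed 0.05, the smallest adjusted p being 0.21. Adjusted over the list alone, all 29 passed, which is not independent evidence, since the study chose them on these samples. Of the 23 satellite cell genes, 8 could be tested for genotype and none passed, with log2 fold changes from −0.36 (*Sox9*) to 0.34 (*Itga7*) and a smallest adjusted p of 0.636 (*Itga7*). Adjusted over the list alone, where the 15 genes below the filter take their p from the fit without it, none of the 23 passed either. For injury, all 15 satellite cell genes with a value in the table had the same sign here, and 18 of the 23 genes passed when adjusted over the list alone in the same way.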

**Supplementary Table 2** | Full results of GSEA analysis for DEGs using the log<sub>2</sub> fold-change values of *H3mm7<sup>-/-</sup>* vs *H3mm7<sup>+/+</sup>* in C2C12 cells.

| ID         | Description                                              | setSize | enrichmentScore | NES    | pvalue   | p.adjust |
|------------|----------------------------------------------------------|---------|-----------------|--------|----------|----------|
| GO:0042254 | ribosome biogenesis                                      | 96      | -0.463          | -2.666 | 1.53E-04 | 0.022    |
| GO:0042255 | ribosome assembly                                        | 24      | -0.663          | -2.657 | 1.71E-04 | 0.022    |
| GO:0006364 | rRNA processing                                          | 73      | -0.487          | -2.645 | 1.57E-04 | 0.022    |
| GO:0006412 | translation                                              | 178     | -0.406          | -2.631 | 1.41E-04 | 0.022    |
| GO:0043043 | peptide biosynthetic process                             | 180     | -0.400          | -2.590 | 1.41E-04 | 0.022    |
| GO:0016072 | rRNA metabolic process                                   | 74      | -0.474          | -2.581 | 1.57E-04 | 0.022    |
| GO:0043604 | amide biosynthetic process                               | 188     | -0.392          | -2.566 | 1.40E-04 | 0.022    |
| GO:0000028 | ribosomal small subunit assembly                         | 14      | -0.757          | -2.555 | 1.76E-04 | 0.022    |
| GO:0042274 | ribosomal small subunit biogenesis                       | 29      | -0.599          | -2.553 | 1.68E-04 | 0.022    |
| GO:0042273 | ribosomal large subunit biogenesis                       | 32      | -0.569          | -2.500 | 1.67E-04 | 0.022    |
| GO:0034470 | ncRNA processing                                         | 114     | -0.418          | -2.486 | 1.50E-04 | 0.022    |
| GO:1901566 | organonitrogen compound biosynthetic process             | 275     | -0.351          | -2.441 | 1.32E-04 | 0.022    |
| GO:0006518 | peptide metabolic process                                | 200     | -0.365          | -2.412 | 1.39E-04 | 0.022    |
| GO:0035914 | skeletal muscle cell differentiation                     | 21      | -0.625          | -2.400 | 1.73E-04 | 0.022    |
| GO:0010830 | regulation of myotube differentiation                    | 11      | -0.764          | -2.372 | 1.79E-04 | 0.022    |
| GO:0034660 | ncRNA metabolic process                                  | 137     | -0.381          | -2.354 | 1.46E-04 | 0.022    |
| GO:0043603 | cellular amide metabolic process                         | 215     | -0.349          | -2.333 | 1.38E-04 | 0.022    |
| GO:0014902 | myotube differentiation                                  | 25      | -0.547          | -2.219 | 3.43E-04 | 0.024    |
| GO:0000470 | maturation of LSU-rRNA                                   | 15      | -0.633          | -2.187 | 1.76E-04 | 0.022    |
| GO:0002181 | cytoplasmic translation                                  | 20      | -0.576          | -2.181 | 1.04E-03 | 0.042    |
| GO:0022613 | ribonucleoprotein complex biogenesis                     | 140     | -0.350          | -2.171 | 1.46E-04 | 0.022    |
| GO:1901564 | organonitrogen compound metabolic process                | 383     | -0.299          | -2.170 | 1.28E-04 | 0.022    |
| GO:0046939 | nucleotide phosphorylation                               | 19      | -0.575          | -2.144 | 1.04E-03 | 0.042    |
| GO:0006165 | nucleoside diphosphate phosphorylation                   | 18      | -0.583          | -2.134 | 1.04E-03 | 0.042    |
| GO:0007519 | skeletal muscle tissue development                       | 44      | -0.443          | -2.114 | 4.92E-04 | 0.027    |
| GO:0060538 | skeletal muscle organ development                        | 44      | -0.443          | -2.114 | 4.92E-04 | 0.027    |
| GO:0006457 | protein folding                                          | 54      | -0.396          | -1.996 | 9.72E-04 | 0.042    |
| GO:0006396 | RNA processing                                           | 262     | -0.258          | -1.782 | 2.67E-04 | 0.022    |
| GO:0002682 | regulation of immune system process                      | 185     | 0.226           | 1.673  | 1.05E-03 | 0.042    |
| GO:0016477 | cell migration                                           | 227     | 0.218           | 1.677  | 1.11E-03 | 0.044    |
| GO:0030030 | cell projection organization                             | 286     | 0.210           | 1.678  | 8.14E-04 | 0.040    |
| GO:0006928 | movement of cell or subcellular component                | 308     | 0.210           | 1.702  | 4.16E-04 | 0.025    |
| GO:0051270 | regulation of cellular component movement                | 161     | 0.242           | 1.740  | 1.33E-03 | 0.048    |
| GO:0006952 | defense response                                         | 163     | 0.245           | 1.766  | 1.00E-03 | 0.042    |
| GO:0040012 | regulation of locomotion                                 | 152     | 0.250           | 1.774  | 1.33E-03 | 0.048    |
| GO:2000145 | regulation of cell motility                              | 147     | 0.252           | 1.784  | 9.72E-04 | 0.042    |
| GO:0009653 | anatomical structure morphogenesis                       | 494     | 0.210           | 1.794  | 5.52E-04 | 0.030    |
| GO:0048646 | anatomical structure formation involved in morphogenesis | 234     | 0.233           | 1.797  | 3.79E-04 | 0.025    |
| GO:0007167 | enzyme linked receptor protein signaling pathway         | 163     | 0.250           | 1.804  | 6.67E-04 | 0.035    |
| GO:0040011 | locomotion                                               | 263     | 0.230           | 1.806  | 4.00E-04 | 0.025    |
| GO:0030334 | regulation of cell migration                             | 142     | 0.260           | 1.818  | 9.67E-04 | 0.042    |
| GO:0032989 | cellular component morphogenesis                         | 260     | 0.237           | 1.856  | 3.98E-04 | 0.025    |
| GO:0001568 | blood vessel development                                 | 118     | 0.281           | 1.894  | 9.19E-04 | 0.042    |
| GO:0000902 | cell morphogenesis                                       | 240     | 0.248           | 1.927  | 3.81E-04 | 0.025    |

|                   |                                                                                      |     |       |       |          |       |
|-------------------|--------------------------------------------------------------------------------------|-----|-------|-------|----------|-------|
| <b>GO:0048514</b> | blood vessel morphogenesis                                                           | 96  | 0.299 | 1.932 | 1.15E-03 | 0.044 |
| <b>GO:0001654</b> | eye development                                                                      | 80  | 0.320 | 1.977 | 5.60E-04 | 0.030 |
| <b>GO:0030031</b> | cell projection assembly                                                             | 95  | 0.308 | 1.989 | 8.61E-04 | 0.042 |
| <b>GO:0050808</b> | synapse organization                                                                 | 45  | 0.386 | 2.035 | 1.28E-03 | 0.048 |
| <b>GO:0032990</b> | cell part morphogenesis                                                              | 182 | 0.277 | 2.042 | 3.46E-04 | 0.024 |
| <b>GO:0002252</b> | immune effector process                                                              | 106 | 0.316 | 2.088 | 3.00E-04 | 0.023 |
| <b>GO:0017015</b> | regulation of transforming growth factor beta receptor signaling pathway             | 23  | 0.491 | 2.095 | 9.50E-04 | 0.042 |
| <b>GO:1903844</b> | regulation of cellular response to transforming growth factor beta stimulus          | 23  | 0.491 | 2.095 | 9.50E-04 | 0.042 |
| <b>GO:0098792</b> | xenophagy                                                                            | 23  | 0.504 | 2.153 | 4.75E-04 | 0.027 |
| <b>GO:0048858</b> | cell projection morphogenesis                                                        | 173 | 0.297 | 2.163 | 3.43E-04 | 0.024 |
| <b>GO:0050691</b> | regulation of defense response to virus by host                                      | 27  | 0.487 | 2.194 | 2.45E-04 | 0.022 |
| <b>GO:0090288</b> | negative regulation of cellular response to growth factor stimulus                   | 27  | 0.489 | 2.201 | 2.45E-04 | 0.022 |
| <b>GO:1901343</b> | negative regulation of vasculature development                                       | 18  | 0.562 | 2.201 | 1.18E-03 | 0.045 |
| <b>GO:0051928</b> | positive regulation of calcium ion transport                                         | 19  | 0.552 | 2.206 | 7.07E-04 | 0.036 |
| <b>GO:0030512</b> | negative regulation of transforming growth factor beta receptor signaling pathway    | 16  | 0.595 | 2.233 | 2.33E-04 | 0.022 |
| <b>GO:1903845</b> | negative regulation of cellular response to transforming growth factor beta stimulus | 16  | 0.595 | 2.233 | 2.33E-04 | 0.022 |
| <b>GO:0010927</b> | cellular component assembly involved in morphogenesis                                | 73  | 0.370 | 2.238 | 2.74E-04 | 0.022 |
| <b>GO:0050688</b> | regulation of defense response to virus                                              | 29  | 0.490 | 2.259 | 4.92E-04 | 0.027 |
| <b>GO:0002230</b> | positive regulation of defense response to virus by host                             | 24  | 0.528 | 2.289 | 2.40E-04 | 0.022 |
| <b>GO:0044782</b> | cilium organization                                                                  | 65  | 0.392 | 2.304 | 2.69E-04 | 0.022 |
| <b>GO:0060271</b> | cilium morphogenesis                                                                 | 65  | 0.397 | 2.333 | 2.69E-04 | 0.022 |
| <b>GO:0042384</b> | cilium assembly                                                                      | 57  | 0.434 | 2.446 | 2.66E-04 | 0.022 |
| <b>GO:0048536</b> | spleen development                                                                   | 11  | 0.780 | 2.562 | 2.26E-04 | 0.022 |

Preranked GSEA analysis for gene ontology terms of biological processes was performed.

**Supplementary Table 3** | Results of GSEA analysis for DEGs using the log<sub>2</sub> fold-change values of H3mm7+ vs the control in NIH3T3 cells.

| ID         | Description                                  | setSize | enrichmentScore | NES   | pvalue   | p.adjust |
|------------|----------------------------------------------|---------|-----------------|-------|----------|----------|
| GO:0007586 | digestion                                    | 13      | 0.783           | 2.425 | 1.92E-04 | 0.068    |
| GO:0022600 | digestive system process                     | 12      | 0.764           | 2.312 | 1.93E-04 | 0.068    |
| GO:0019233 | sensory perception of pain                   | 15      | 0.695           | 2.242 | 3.80E-04 | 0.104    |
| GO:0032943 | mononuclear cell proliferation               | 47      | 0.503           | 2.238 | 1.73E-04 | 0.068    |
| GO:0042493 | response to drug                             | 49      | 0.495           | 2.228 | 1.71E-04 | 0.068    |
| GO:0070661 | leukocyte proliferation                      | 48      | 0.494           | 2.211 | 1.72E-04 | 0.068    |
| GO:0046651 | lymphocyte proliferation                     | 45      | 0.495           | 2.183 | 1.73E-04 | 0.068    |
| GO:0006937 | regulation of muscle contraction             | 30      | 0.545           | 2.166 | 5.38E-04 | 0.133    |
| GO:0006941 | striated muscle contraction                  | 28      | 0.540           | 2.105 | 1.26E-03 | 0.223    |
| GO:0044057 | regulation of system process                 | 79      | 0.415           | 2.074 | 3.28E-04 | 0.101    |
| GO:1901861 | regulation of muscle tissue development      | 27      | 0.537           | 2.070 | 1.44E-03 | 0.238    |
| GO:0032944 | regulation of mononuclear cell proliferation | 35      | 0.488           | 2.011 | 1.07E-03 | 0.204    |
| GO:0003008 | system process                               | 229     | 0.327           | 1.990 | 1.41E-04 | 0.068    |
| GO:0007155 | cell adhesion                                | 284     | 0.266           | 1.672 | 8.23E-04 | 0.185    |
| GO:0022610 | biological adhesion                          | 286     | 0.263           | 1.652 | 9.59E-04 | 0.198    |

Preranked GSEA analysis against gene ontology terms of biological processes was performed.

**Supplementary Table 4** | gRNA and primer list for H3mm7 locus deletion

|                                   |                               |
|-----------------------------------|-------------------------------|
| H3mm7-upstream-1 <sup>st</sup>    | TATAGATAAAGGAATAACTACGG       |
| H3mm7-downstream-1 <sup>st</sup>  | ACATCACTTATCTATTGCTTTGG       |
| H3mm7-upstream-2 <sup>nd</sup>    | GGATATGTTGGTTAGCGGAAAGG       |
| H3mm7-downstream-2 <sup>nd</sup>  | AGGTCTCATCTTTGGGCTGATGG       |
| H3mm7-upstream-3 <sup>rd</sup>    | CCTTCGCTCTCCAACGCCAGCGC       |
| H3mm7-downpstream-3 <sup>rd</sup> | TCGTAAGTAGATATTGATATAGG       |
| H3mm7 genotyping primer Fw        | TGTTATTACCCCTGGATAAAAGCCGGAAG |
| H3mm7 genotyping primer Rv        | CATAATTGGATTTGGAAAAGTTTGGCGGC |

**Supplementary Table 5 | Quantitative RT-PCR primer list**

|                                    |                                 |
|------------------------------------|---------------------------------|
| Des                                | 5' -TTTCTCCACTCACAGGCTCTGACC-3' |
|                                    | 5' -GAGCTGGGTTCTCTCTTAAGAGCC-3' |
| Ckm                                | 5' -AAGTCCAATCATTGGGCTCTGTCC-3' |
|                                    | 5' -ACGGACTTTTATTTAAGGCAGGGC-3' |
| Gapdh                              | 5' -GGTTTCTTACTCCTTGGAGGCCAT-3' |
|                                    | 5' -GGTTTCTTACTCCTTGGAGGCCAT-3' |
| Eef1a1                             | 5' -CTCTGACTACCCTCCACTTGGTCG-3' |
|                                    | 5' -ATTAAGACTGGGGTGGCAGGTGTT-3' |
| Myh3                               | 5' -AAAAGGCCATCACTGACGC-3'      |
|                                    | 5' -CAGCTCTCTGATCCGTGTCTC-3'    |
| Ryr1<br>primer bank ID: 30387855a1 | 5' -CAGTTTTTGCGGACGGATGAT-3'    |
|                                    | 5' -CACCGGCCTCCACAGTATTG-3'     |
| Svil<br>primer bank ID: 23346601a1 | 5' -GTCCCAAAGAGACATTCGAGAAA-3'  |
|                                    | 5' -CTGTGTGTGTGAACGGTCCT-3'     |
| Csrp3                              | 5' -CAAGAGTCCCCCTTACTCAGTTG-3'  |
|                                    | 5' -ACTGGATTTCTTCTGCATGGTAG-3'  |
| Klhl41                             | 5' -CAGAAACCATTCCAGTCTTGTTAC-3' |
|                                    | 5' -CACTCAGATGTTACGTTATCAAGC-3' |
| Acta1                              | 5' -TTGTGCACCGCAAATGCTTCTAGG-3' |
|                                    | 5' -ATGTACACGTCAAAAACAGGCGCC-3' |
| Tnni2                              | 5' -GAGAATCTGAGAAGGAGAACTACC-3' |
|                                    | 5' -CCTTCACCTCCATGTCATATTTCT-3' |
| Tnnt2                              | 5' -CAGAGGAGGCCAACGTAGAAG-3'    |
|                                    | 5' -CTCCATCGGGGATCTTGGGT-3'     |

**Supplementary Table 6 | Variant-specific quantitative RT-PCR primer list**

|                      |                                   |
|----------------------|-----------------------------------|
| H3mm7 Forward primer | 5' -TCAGACGCTATCAGAAGG-3'         |
| H3f3a Forward primer | 5' -CCGTGAAATCAGACGCTATCAGAAGT-3' |
| Blocker oligo        | 5' -GCTATCAGAAGTCCACTGAACTT-3'    |
| Reverse primer       | 5' -CCAGACGCTGAAAGGG-3'           |

**Supplementary Table 7 | Data collection and refinement statistics**

|                                   | mouse nucleosome containing<br>H2A, H2B type3-A, H3.3, and H4 | mouse nucleosome containing<br>H2A, H2B type 3-A, H3mm7, and H4 |
|-----------------------------------|---------------------------------------------------------------|-----------------------------------------------------------------|
| <b>Data collection</b>            |                                                               |                                                                 |
| Wavelength (Å)                    | 0.9800                                                        | 1.1000                                                          |
| Space group                       | <i>P</i> 2 <sub>1</sub> 2 <sub>1</sub>                        | <i>P</i> 2 <sub>1</sub> 2 <sub>1</sub>                          |
| Cell dimensions                   |                                                               |                                                                 |
| a, b, c (Å)                       | a = 106.523<br>b = 110.095<br>c = 182.264                     | a = 105.550<br>b = 109.380<br>c = 176.209                       |
| α, β, γ (°)                       | α = β = γ = 90                                                | α = β = γ = 90                                                  |
| Resolution (Å)                    | 50.00 - 2.87 (2.97 - 2.87)                                    | 50.00 - 3.45 (3.57 - 3.45)                                      |
| Reflections (Unique)              | 49349                                                         | 28747                                                           |
| <i>R</i> <sub>merge</sub> (%)     | 8.2 (50.0)                                                    | 9.7 (42.6)                                                      |
| Mean <1/σ( <i>I</i> )>            | 21.9 (3.3)                                                    | 19.7 (3.2)                                                      |
| Completeness (%)                  | 99.6 (100.0)                                                  | 99.3 (98.9)                                                     |
| Redundancy                        | 4.2 (4.1)                                                     | 5.9 (5.8)                                                       |
| <b>Refinement</b>                 |                                                               |                                                                 |
| Resolution (Å)                    | 48.904 - 2.874                                                | 34.875 - 3.450                                                  |
| <i>R</i> <sub>work/free</sub> (%) | 21.89 / 25.53                                                 | 19.97 / 25.44                                                   |
| R.m.s deviations                  |                                                               |                                                                 |
| bond length (Å)                   | 0.010                                                         | 0.011                                                           |
| bond angles (°)                   | 1.194                                                         | 1.247                                                           |
| B factors(Å <sup>2</sup> )        |                                                               |                                                                 |
| Protein                           | 44.62                                                         | 77.87                                                           |
| DNA                               | 97.75                                                         | 146.36                                                          |
| Solvent                           | 41.32                                                         | -                                                               |
| Ramachandran plot                 |                                                               |                                                                 |
| residues in favorable resions (%) | 97.41                                                         | 96.19                                                           |
| residues in allowed regions (%)   | 2.59                                                          | 3.81                                                            |
| PDB ID                            | 5XM0                                                          | 5XM1                                                            |

Values in parentheses are for the highest-resolution shell.

$R_{\text{merge}} = \sum_{hkl} \sum_i |I_i(hkl) - \langle I(hkl) \rangle| / \sum_{hkl} \sum_i I_i(hkl)$ , where  $I_i(hkl)$  is the intensity of an observation and  $\langle I(hkl) \rangle$  is the mean value for that reflection.

$R_{\text{work}} = \sum_{hkl} ||F_o| - |F_c|| / \sum_{hkl} |F_o|$ , where  $F_o$  and  $F_c$  are the observed and calculated structure-factor amplitudes, respectively.

$R_{\text{free}}$  was calculated with 5% of the data excluded from the refinement.

How the deposited data were processed for this re-analysis (not part of the article)

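The re-analysis started from the values the authors deposited, which are counts in every case, and no reads were aligned again. For the isolated cells and the muscle sections, the authors deposited counts per gene made from CEL-Seq2 reads with Bowtie 2 and HTSeq on mm10, with 1 read kept per UMI and gene by the paper's methods. For C2C12 and NIH3T3 cells, the authors deposited RNA-seq counts per gene of the GENCODE annotation on GRCm38, and the paper's text does not name the aligner. For ATAC-seq, the authors deposited counts of fragments of 20 to 150 bp over the 2 kb upstream of gene starts. For ChIP-seq, the authors deposited counts of reads aligned uniquely with HISAT2 over the same kind of regions. None of these values had been normalized. All 117 samples of the series were mapped to a column of a deposited table, the 12 NIH3T3 RNA-seq libraries that stand in 2 tables being identical in both. Rows of the isolated-cell table that tally reads without a gene were left out (no feature 31.3% to 40.7%, ambiguous 0.186% to 0.589%, not aligned 4.40% to 9.47% of a sample), as were the 92 spike-in rows of the muscle table. Symbols and positions were taken from the GENCODE annotation of GRCm38, where 47225 of 47643 identifiers had a symbol.

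Genes or promoters with few counts were removed with filterByExpr of edgeR (minimum count 10 and total 15), library sizes were scaled with TMM, and groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. P values were adjusted by the method of Benjamini and Hochberg over the genes of a comparison. The thresholds were an adjusted p of 0.05 for isolated cells, 0.3 for muscle as in the paper, and 0.1 for C2C12 and NIH3T3 cells, with a mean normalized count over 100 in addition for RNA-seq, as the paper's methods state. Normalized counts are counts divided by the effective library size and multiplied by the geometric mean of these sizes. DESeq2 1.42.0, its size factors (RLE) and limma 3.58.1 with a block were the alternatives. Where a gene was below the filter, as *H3mm7* in the isolated cells, *Pax7* and *Ncam1* in muscle, the fit to all counted genes was used, which for *H3mm7* departs from the design set before the data were examined. Lists of genes were tested with camera at an inter-gene correlation of 0.01, with fry and with an estimated correlation as alternatives. The lists were ribosomal proteins, ribosome biogenesis, skeletal muscle, cilium and interferon response and, from the paper, the satellite cell genes and genotype genes of Supplementary Table 1 and the markers of Fig. 1a.

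Clusters were made with k-means (k = 6, 200 starts, Lloyd's algorithm) on gene-wise Z values of rlog, and LDA with MASS 7.3.60.0.1. ChIP columns were scaled to their input with a pseudocount of 1. Genes named in the text were taken from those the paper names in its text, figures or Supplementary Table 1 for an experiment, of which not all are given, and are otherwise *H3mm7* in every experiment, *H3f3a* and *H3f3b*, and per comparison up to 3 genes with the largest increase and up to 3 with the largest decrease among those past the threshold whose change has one sign in every time point, condition or replicate pair. *Gm7336* and *Gm5335* in the comparison of clones are of that kind.

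Whether replicate numbers pair samples was checked by correlating the deviations of libraries from their group across genes. In C2C12 RNA-seq, libraries of one label and number had r between 0.366 and 0.626 in 12 pairs, so a number marks a clone there. Across genotypes it was between −0.024 and 0.057, in C2C12 ATAC-seq between −0.021 and 0.093, in isolated cells between −0.021 and 0.026, in muscle between −0.116 and 0.102 and in NIH3T3 ATAC-seq between −0.046 and 0.047, so no pairing was used in those tests. The totals per sample ranged from 6721633 to 24752362 counts in isolated cells, 8245 to 151110 in muscle, 7809598 to 80570969 in C2C12 and 21402110 to 29572324 in NIH3T3 RNA-seq, 304790 to 752893 in NIH3T3 and 411916 to 604944 in C2C12 ATAC-seq, and 1074091 to 2358811 in ChIP-seq. The main test of each comparison was run on simulated counts with 200 changed genes first, except that of the *H3mm7*-/- C2C12 clones with each other. Of the alternatives, only the C2C12 interaction with a term for each clone was simulated, after the data were seen. For lists, a shifted and an unshifted list were tested with camera in the same way.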

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

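The tests on *Wdfy1*, on RNA without a poly(A) tail, on TMM factors and on the near-identical copies of *H3mm7* were chosen only after the result was seen.

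In a check of single samples against their group for depth, scaling and the levels of *H3mm7*, *H3f3a* and *H3f3b*, 71 checks were made over 16 groups. In 5 of them, which fall in 4 groups, a sample lay far from the others, where chance gives about 1 in 20 (3.55 of 71). Among the muscle samples, the TMM factor of injured *H3mm7*+/+ day 5 replicate 2 was 1.98, against 0.865 to 1.04 in the others, and that of uninjured *H3mm7*-/- day 5 replicate 2 was 1.27, against 0.918 to 0.986. These are the samples with the smallest totals, 8245 and 12453 counts. Over the 20 muscle samples the factor fell as the total rose (Spearman's rho −0.901, p = 1e-05, a permutation test, the smallest p that 100000 resamples can give), and without these 2 samples rho was still −0.889. Few counts in the library may therefore explain both. The other muscle value, 28.4 CPM of *H3f3b* in uninjured *H3mm7*-/- day 5 replicate 1, rests on 1 count in a total of 37947. No biological explanation was tested for these samples.

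The NIH3T3 control library at 0 h had 29556473 counts, against 24298870 to 24784549 in the other control libraries. Depth does not decide the number of genes called for H3.3+ cells, which was 5349 against control after thinning every library to the smallest total. In ATAC-seq, control replicate 2 at 48 h had 14.5 CPM at *H3f3a*, against 27.4 to 31.0 in the other control libraries. It rests on 6 counts, against 11 to 19 in the others, and no explanation was tested.

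CT010467.1, which the annotation lists as a ribosomal RNA, held 8.08% of the counts of the libraries labelled *H3mm7*-/- in C2C12 cells on average. The paper does not report on it. Without it, 3189 genes were called for genotype (1424 higher and 1765 lower), 3011 of them among the 3218, so it does not drive the number of calls through the library size. If more RNA without a poly(A) tail had entered these libraries, other such RNAs would be higher too. The median log2 fold change of 59 small RNA genes was 0.77, at percentile 95.8 of 10000 random lists, but the 42 snoRNA genes stood at 0.12 (percentile 8.78) and the 17 others at 2.19. Between the *H3mm7*+/+ clones the 17 others differed by 2.07. Library preparation and a difference of the cells cannot be told apart here, as preparation may have gone along with genotype. The extraction text of *H3mm7*+/+ replicate 2 at 24 and 48 h lacks the words on an oligo dT primer that the other C2C12 libraries have.

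*H3mm7* was higher in S57A than in H3.3+ cells by 7.03 on the log2 scale and in T32I cells by 3.29. The paper does not report it. Both mutants were made on the *H3f3a* cDNA, and the counts do not tell which construct gave the reads. The paper reports no *H3mm7* locus in NIH3T3 cells, and control cells had at most 0.877 CPM, which argues against reads of the gene itself. For the S57A line the level was that of H3mm7+ cells (44.1 to 87.3 and 45.4 to 59.9 CPM), for the T32I line it was 2.79 to 6.03, and in H3.3+ cells, whose construct is also an *H3f3a* cDNA, at most 0.735. Over all genes the log2 fold changes of S57A and H3mm7+ cells against H3.3+ cells correlated with r = 0.835, above the range of 0.4677 to 0.5256 that shared H3.3+ libraries alone gave in simulated counts. Those of T32I and H3mm7+ cells correlated with r = 0.761, also above that range, so the likeness is not particular to S57A. They correlated more between the mutants (r = 0.888), as a batch shared by the 2 mutant lines would give, and this could be a batch or a shared effect. A mislabelled line or a mixed construct was not tested. Over the 4396 genes called between H3mm7+ and H3.3+ cells, S57A cells covered more of the difference than T32I cells at 3 of 4 time points, with 100.3% and 83.6% at UI, 106% and 98.4% at 0 h, 101% and 102% at 24 h and 106% and 105% at 48 h, while control cells, without a forced histone, covered 82.3%, 87.2%, 96.8% and 98.9%. Whether the mutation of serine 57 moves expression towards H3mm7+ cells cannot be told apart from H3.3+ cells being the line that stands alone.

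*Wdfy1* had a log2 fold change of 2.57 in *H3mm7*-/- muscle, with 129 against 14 counts over 10 samples each. It lies on chromosome 1 and *H3mm7* on chromosome 13, and this position argues against a strain difference carried along beside the targeted locus. In C2C12 cells it differed by 0.12 (standard error 0.0933, adjusted p = 0.375 from edgeR), which argues against an effect shared with those cells. A strain difference around *Wdfy1* itself stays open, as 3 of 47 genes within 5 Mb had p below 0.05. This cannot be told apart from an effect of the deletion with so few genes.

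In C2C12 cells, *H3f3a* was lower in the library pairs of *H3mm7*+/+ replicate 2 than of replicate 1, with a log2 fold change of −3.22. The other near-identical copies of the gene were lower as well, with a median ratio of replicate 1 to 2 of 23.3 (*Gm12657* 23.3, *H3f3a-ps1* 83.5 and *H3f3c* 8.44), while *H3f3a* itself had 9.26, *H3mm7* 16.6 and *H3f3b* 1.20. The *H3mm7* counts of replicate 1 may therefore be reads of *H3f3a* placed on its copies, and a mislabelled *H3mm7*+/+ replicate 2 was not tested by this. With every *H3mm7*+/+ library thinned to 7805630 counts, 3972 genes were called between the clones, so depth does not explain the difference between them.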

How the results depend on the processing

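The DESeq2 fit without the filter on low counts, the C2C12 interaction with a term for each clone and the quadrants with both changes above 2-fold were chosen only after the data were seen, and all other alternatives were set before the data were examined. Over 28 results, 132 alternatives were run, of which 92 kept the direction and the side of the threshold (for counts, within 1.5 times), 31 moved, 5 became weaker, 2 became stronger and 2 reversed. With single replicates or time points left out, 71 of 98 values stayed. Of 83 called results of single genes that were followed through the alternatives, not all of them named in the text, 66 were called in every alternative that tested them. With single replicates or time points left out, 51 were tested and called throughout, 3 were called where tested but fell below the filter at least once, and 21 lost the call at least once. The cause was not tested where a value below moved, except where the setting itself removes samples or genes.

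The numbers of genes called in isolated cells (4663 to 6699), between *H3mm7*+/+ C2C12 clones (4557 to 5412), in NIH3T3 RNA-seq for H3mm7+ against control (2996 to 3681), H3.3+ against control (5196 to 6843), H3mm7+ against H3.3+ (4227 to 5604), S57A (5409 to 7583) and T32I (5896 to 8110), and by ATAC-seq for H3.3+ against control (2727 to 3643), stayed within 1.5 times in all alternatives, as did the count of 0 for genotype with injury. The others moved. Injury called 3244 genes without the filter on low counts and 2491 with DESeq2 without that filter. Genotype in muscle called 19 with DESeq2, 8 without the filter, 69 with a replicate block and 0 on day 14 alone. The C2C12 interaction was 1 with DESeq2, 69 without the filter and 1 with a term for each clone. Genotype in C2C12 cells called 0 when summed over time points and 571 with the clone as a random replicate block, so this result rests on counting time points of a clone as samples. H3mm7+ against control by ATAC-seq called 606 without the filter and 790 with DESeq2 without the filter, and H3mm7+ against H3.3+ 629 with DESeq2, 645 without the filter and 613 with both. C2C12 ATAC-seq called 196 with DESeq2, 265 without the filter, 254 when summed and 154 with DESeq2 without the filter.

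With single replicates left out, the ranges were 4152 to 5431 in isolated cells, 681 to 882 for injury, 0 to 62 for genotype in muscle, 0 to 0 for both interactions, 1063 to 5724 for genotype in C2C12 cells, 207 to 318 for C2C12 ATAC-seq, 608 to 1197, 317 to 1030 and 2152 to 3644 for ATAC-seq of H3mm7+ against control, H3mm7+ against H3.3+ and H3.3+ against control. With single time points left out they were 1274 to 2756 (1274 without 0 h and 1558 without UI), 4297 to 4982, 3103 to 3989, 4626 to 5713 and 5191 to 6011 for H3mm7+ against control, H3.3+ against control, H3mm7+ against H3.3+, S57A and T32I. Where a lone sample was left in a group, it was assumed to vary like the others. Genotype in muscle fell to 15 without *H3mm7*-/- day 14 replicate 2, 22 without *H3mm7*+/+ day 14 replicate 1, 3 without *H3mm7*+/+ day 5 replicate 2, 2 without *H3mm7*+/+ day 5 replicate 3 and 0 without *H3mm7*-/- day 5 replicate 2 or 3. In C2C12 cells it was 1063 without *H3mm7*+/+ replicate 1, 1229 without *H3mm7*-/- replicate 2 and 5724 without *H3mm7*+/+ replicate 2.

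*H3mm7* in isolated cells was 0.0781 in quiescent cells alone against −2.12 for both kinds, and −2.76 to −0.91 with samples left out. The median correlation of satellite cells and myofibers was 0.443 over genes counted in every sample. LD1 took 83.6% with genes called by DESeq2, 87.0% with k = 4, 79.9% with k = 8 and 86.9% with genes chosen by time. With an estimated correlation, the adjusted p of the C2C12 ribosomal, muscle and cilium lists was 0.387 for each and that of the NIH3T3 muscle list 0.287, and under fry that of the C2C12 muscle list 0.0768. The difference of cluster UA between H3mm7+ and H3.3+ cells was 0.137 with k = 8, 0.398 with log2 CPM and −0.169 with genes called between H3.3+ and control cells, and with k = 4 and with genes from an F test the naming rule left no cluster with the name UA, though with k = 4 the cluster named SA rose by 1.24 in Z. The share of quadrant I was 81.3% by size alone and 77.8% with expression set against H3.3+ cells. The correlation of GFP-H3mm7 and GFP-H3.3 was 0.837 at UI, 0.813 at 48 h and 0.955 without the input, and the difference in H3K4me3 −0.0509 without the input.

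Of the genes named in the text, the sign turned for *H3f3a* in isolated cells with DESeq2 (−0.15) and with RLE (−0.15), and with single samples left out it lay between −0.0551 (without myofibers replicate 1) and 0.243. In C2C12 cells the range with replicates left out was −1.96 to 1.30 for *H3f3a*, −1.50 to 0.37 for *Eef1a1* and −1.94 to 0.13 for *Crlf2*, each positive without *H3mm7*+/+ replicate 1 alone, and −0.89 (without *H3mm7*-/- replicate 2) to 3.17 for *Sema3d*. *Tmeff2* by ATAC-seq between H3.3+ and control cells lay between −0.12 (without H3.3+ replicate 1) and 0.175. In T32I cells *Myh3* lay between −0.0621 (without 48 h) and 0.37, and *Tnnt2* lay between −0.42 (without UI) and 1.03.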

Differences from the paper's values

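Of the tests in this part, only DESeq2 without the filter on low counts and the quadrants with both changes above 2-fold were chosen only after the result was seen.

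For ATAC-seq of C2C12 cells, the paper's values are 25 promoters with higher and 137 with lower accessibility in *H3mm7*-/- cells, and the values here were 142 and 443. Of the alternatives set before the data were examined, DESeq2 (30 and 166) came within 1.5 times of both. Lower counts alone came within it without *H3mm7*-/- replicate 1 (169) and without *H3mm7*+/+ replicate 2 (150), where the higher counts were 66 and 57. RLE (139 and 469), no filter (56 and 209), the replicate block (157 and 476), summed counts (43 and 211), *H3mm7*-/- replicate 2 left out (70 and 248) and *H3mm7*+/+ replicate 1 left out (43 and 208) did not. DESeq2 without the filter (22 and 132) did, and it was chosen after seeing the values.

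In C2C12 cells the paper's cluster UA holds about 530 genes in Fig. 2b, read by eye, and no cluster was named UA here, a count of 0. This comes from the naming rule, which names the A cluster that changes least S, as a cluster of 753 genes named SA rose by 0.67 in Z. With the genes called by DESeq2 it held 560, and with k = 8 it held 413, and both came within 1.5 times.

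In quadrant I the paper's value is 39 genes of cluster UA and the value here was 22, while quadrant IV did not differ (the paper's 9, here 12). With an absolute change in accessibility over 0.5 on the log2 scale and no p, quadrant I held 26, within 1.5 times. With an adjusted p of 0.05 it held 17, with every UA gene 215, with DESeq2 16 and with expression against H3.3+ cells 21, none of which came within it. Both changes above 2-fold gave 5, and that setting was chosen after seeing the values.

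The paper's adjusted p for the *Tmeff2* promoter is 4.07e-12, and the value here was 8.0e-12. Without control replicate 2 it was 3.6e-12, within 1.5 times. DESeq2 (6.5e-12), RLE (7.2e-12), no filter (3.7e-11), the replicate block (1.0e-11) and the other replicates left out did not come within it, with 1.2e-12 without control replicate 1, 3.1e-08 and 2.7e-07 without H3.3+ replicate 1 and 2, and 1.8e-07 and 7.4e-08 without H3mm7+ replicate 1 and 2. DESeq2 without the filter gave 2.4e-11 and was chosen after seeing the values. The paper's fold change of 2.66 and the 2.98 here did not differ by this measure.

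The paper lists *Tnnc2* among the genes that differ by genotype in muscle. Here its adjusted p was 0.355, above the threshold of 0.3, and it was called with DESeq2 (0.298), without *H3mm7*+/+ day 5 replicate 1 (0.282) and with DESeq2 without the filter (0.285), the last chosen after seeing the values. The paper states that *H3mm7* is expressed preferentially in isolated satellite cells. Here satellite cells held 8 counts in 6 samples and myofibers 3 in 3, with a log2 fold change of −2.12 (adjusted p = 0.341), and 0.08 for quiescent cells alone, so neither a preference nor its absence was shown. For H3.3+ against control cells at 24 h, the paper's text names clusters UA and DA as without a difference and the panel in Supplementary Fig. 14b UA and DB. Here the differences were 0.11 in UA, 0.19 in DA and −0.05 in DB.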

Other observations

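The test of reads against molecules and that of processed pseudogenes were chosen only after the result was seen.

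Other splits of the same samples were counted for each comparison across genes. The real split alone reached its number of calls, 1 of 100 splits, for isolated cells, injury in muscle, genotype in C2C12 cells, and all 4 comparisons by ATAC-seq, 1 of 35 for the 5 comparisons of NIH3T3 RNA-seq, and 1 of 32 for the *H3mm7*+/+ clones. For genotype in muscle 2 of 100 splits called as many. For the interactions of genotype with injury and with time, with 0 genes called, all 100 did, which is so by construction and decides nothing. The splits moved single libraries and so broke up the time points of a clone or cell line. A lasting difference between clones or lines can therefore be enough for the real split to call the most. For C2C12 and NIH3T3 cells the splits cannot separate genotype or histone from clone or line.

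Genotype and clone are confounded in C2C12 cells. The other 2 ways to part the 4 clones called at most 2090 genes, against 3218 for genotype, and of 10505 genes the split by genotype parted the clones without overlap in 38.9% and the other two ways in 34.2% and 26.9%, where chance gives 33.3% each. Differences between single clones cannot be told apart from genotype with 2 clones each. By ATAC-seq the other 2 ways to part the replicate numbers called 1 and 0 promoters, against 585 for genotype. Libraries of one number did not deviate together there (r from −0.021 to 0.063), so whether a number marks a clone in ATAC-seq is not shown. For the ribosomal protein list, whose median between the *H3mm7*+/+ clones was −1.42, clone differences of this size may account for its decrease. For the skeletal muscle list that median was −0.17 but it was −1.23 between the *H3mm7*-/- clones, and the tables leave it open. Processed pseudogenes were 1.87% of the genes called between the *H3mm7*+/+ clones and 1.01% of those tested, and 0.320% of the genes called between the *H3mm7*-/- clones, so reads shared with parent genes may explain a small part of the calls. Of the 50 largest changes between the *H3mm7*+/+ clones, 37 were processed pseudogenes, against 0 between the *H3mm7*-/- clones and 13 between the genotypes.

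If H3mm7 loss and H3mm7 expression moved the same genes in opposite directions, fold changes in C2C12 and NIH3T3 cells would correlate negatively. Across the 792 genes called in both, r was 0.175 and 67.6% had one sign, and genes are not independent replicates. Fold changes of the genes called in muscle had r = −0.036 with those of C2C12 cells, 19 of 36 with one sign, too few genes to decide.

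H3.3+ cells differed from control cells in more genes and promoters than H3mm7+ cells did. With every library thinned to the smallest total, 5349 genes were called for H3.3+ cells and 2901 for H3mm7+ cells, and 2174 and 586 promoters, so depth is not the reason.

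On day 5, 7 of 9 choices of 2 numbers per genotype, with both legs of each, called more genes by genotype than the 0 of day 14 (0 to 53, median 5), so fewer samples and a smaller effect on day 14 cannot be told apart. In isolated cells, 1118 genes had a count above the number of 6-base identifiers, as a table of reads would give, which may inflate precision there.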
